# Selective requirement for polycomb repressor complex 2 in the generation of specific hypothalamic neuronal subtypes

**DOI:** 10.1242/dev.200076

**Published:** 2022-03-07

**Authors:** Behzad Yaghmaeian Salmani, Brad Balderson, Susanne Bauer, Helen Ekman, Annika Starkenberg, Thomas Perlmann, Michael Piper, Mikael Bodén, Stefan Thor

**Keywords:** Cell specification, Epigenetics, H3K27me3, H3K4me1/3, Neuropeptide neurons, Mouse

## Abstract

The hypothalamus displays staggering cellular diversity, chiefly established during embryogenesis by the interplay of several signalling pathways and a battery of transcription factors. However, the contribution of epigenetic cues to hypothalamus development remains unclear. We mutated the polycomb repressor complex 2 gene *Eed* in the developing mouse hypothalamus, which resulted in the loss of H3K27me3, a fundamental epigenetic repressor mark. This triggered ectopic expression of posteriorly expressed regulators (e.g. Hox homeotic genes), upregulation of cell cycle inhibitors and reduced proliferation. Surprisingly, despite these effects, single cell transcriptomic analysis revealed that most neuronal subtypes were still generated in *Eed* mutants. However, we observed an increase in glutamatergic/GABAergic double-positive cells, as well as loss/reduction of dopamine, hypocretin and Tac2-Pax6 neurons. These findings indicate that many aspects of the hypothalamic gene regulatory flow can proceed without the key H3K27me3 epigenetic repressor mark, but points to a unique sensitivity of particular neuronal subtypes to a disrupted epigenomic landscape.

## Abstract (precis)

**Summary:** Polycomb repressor complex 2 inactivation results in selective effects on mouse hypothalamic development, increasing glutamatergic/GABA cells, while reducing dopamine, Hcrt and Tac2-Pax6 cells.

## INTRODUCTION

The hypothalamus acts as a master homeostatic regulator, controlling energy and fluid balance, thermoregulation, sleep-wake states, stress responses, growth and reproduction, as well as emotional and social behaviours (Saper and Lowell, 2014). The hypothalamus can perform this plethora of complex functions in large part due to its staggering neuronal diversity (Alpár et al., 2019; Romanov et al., 2019). Microarray and single cell transcriptomic analyses of the adult hypothalamus have resulted in major leaps in our understanding of the complete mature cellular diversity in this tissue, pointing to the presence of ∼50 major cell types and several hundred subtypes (Campbell et al., 2017; Chen et al., 2017; Dalal et al., 2013; Henry et al., 2015; Jeong et al., 2016; Kim et al., 2019; Kurrasch et al., 2007; Lam et al., 2017; Mickelsen et al., 2019, 2017; Moffitt et al., 2018; Romanov et al., 2017; Shimogori et al., 2010).

The development of the hypothalamus has been challenging to decode, not only because of its immense cellular diversity. Unlike other CNS regions, such as the cortex, hindbrain or spinal cord, which are arranged in columnar structures, the adult hypothalamus is characterized by a patchwork of partially overlapping nuclei and territories. Hypothalamic development is also characterized by complex tissue rearrangements and cellular migration (Bedont et al., 2015; Burbridge et al., 2016; Ferran et al., 2015; Puelles and Rubenstein, 2015). Despite these challenges, extensive efforts have resulted in the unravelling of a multi-step process of anterior-posterior and medio-lateral patterning events, involving many of the major signalling pathways (Shh, BMP, Nodal, WNT and FGF). This patterning process results in, and integrates with, the selective expression of a number of early transcription factors (TFs), which act to further subdivide the hypothalamus. These early TFs in turn activate panels of late TFs within subdomains of the developing hypothalamus, which act with more restrictive mandates to specify diverse subsets of hypothalamic cell fates (Alvarez-Bolado, 2019; Bedont et al., 2015; Blackshaw et al., 2010; Burbridge et al., 2016; Ferran et al., 2015; Nesan and Kurrasch, 2016; Puelles and Rubenstein, 2015; Xie and Dorsky, 2017). More recently, single cell transcriptomic analysis of the embryonic hypothalamus has greatly increased our understanding of its developmental process (Huisman et al., 2019; Kim et al., 2020; Romanov et al., 2020; Zhang et al., 2021b; Zhou et al., 2020).

In contrast to the identification of key signalling cues and TF pathways, the role of epigenetics in the control of hypothalamus development is not well understood. An intensively studied epigenetic regulator is the polycomb group complex (PcG), which is a collective name that refers to several different subcomplexes, where the polycomb repressor complexes 1 and 2 (PRC1 and PRC2) are arguably most well-defined (Piunti and Shilatifard, 2016; Steffen and Ringrose, 2014). PRC2 mono-, di- and tri-methylates residue K27, chiefly on histone 3.3 and, to a lesser extent H3.2 and H3.1 (Banaszynski et al., 2013). In general, PRC2 triggers transcriptional repression of target genes, although its specific role in gene regulation and chromatin compaction is still under intensive investigation, an issue that is further challenged by the existence of variations in PRC2 protein complex composition (Chammas et al., 2020; Laugesen et al., 2019; van Mierlo et al., 2019). In mammals, the embryonic ectoderm development (*Eed*) gene constitutes a crucial component of PRC2 and is encoded by a single gene in the mouse genome. *Eed* null mutants display an apparently complete loss of H3K27me1/2/3 (Montgomery et al., 2005), and when *Eed* is selectively removed in, for example, the haematopoietic lineage, in the intestine or in the CNS, H3K27me3 is lost (Jadhav et al., 2020; Xie et al., 2014; Yaghmaeian Salmani et al., 2018). Hence, in contrast to most, if not all, other epigenetic marks and their enzyme systems, the single gene removal of *Eed* provides an unparalleled means of completely removing this key epigenetic mark.

To begin addressing the role of epigenetic input on hypothalamic development, we analyzed *Eed* conditional mutants (*Eed-cKO*), where *Eed* was deleted by the early CNS deleter *Sox1-Cre*, which is active at embryonic day (E) 8.5 (Takashima et al., 2007). We found that *Eed-cKO* mutants display a complete loss of H3K27me3 in the hypothalamus, from E11.5 and onwards. *Eed-cKO* mutants upregulate several cell cycle inhibitor genes and display reduced proliferation in the hypothalamus. We also observed ectopic expression of many posteriorly expressed TFs, indicating posteriorization of the anterior CNS. To unravel the effects of *Eed-cKO* upon cell specification, we conducted single cell transcriptomic (scRNA-seq) analysis at E13.5, E15.5 and E18.5, spanning the major phase of hypothalamic cell specification (Kim et al., 2020; Romanov et al., 2020). Surprisingly, despite reduced proliferation and extensive ectopic TF expression, scRNA-seq analysis revealed that most hypothalamic subtypes were generated in the *Eed-cKO* mutants. However, there was an increase in glutamatergic/GABAergic double-positive cells, as well as loss/reduction of dopamine, hypocretin (orexin), and a subgroup of Tac2 cells (Tac2-Pax6). scRNA-seq analysis revealed that these effects may result from dysregulation of several known cell-fate determinants. These findings suggest that many, but not all, aspects of the gene regulatory pathways necessary for hypothalamic development can play out irrespective of the H3K27me3 epigenetic mark, but point to higher sensitivity of certain neuronal subtypes to an altered epigenomic landscape.

## RESULTS

### Conditional knockout of *Eed* in the CNS results in the loss of H3K27me3

Constitutive *Eed* mutants die during early embryogenesis (Faust et al., 1998, 1995; Schumacher et al., 1996). To circumvent this early lethality we knocked out *Eed* conditionally in the CNS, by crossing a previously generated floxed *Eed* allele (Xie et al., 2014) to *Sox1-Cre* (Takashima et al., 2007). *Sox1* is expressed in the entire CNS and commences in the neural plate at E7.5 (Pevny et al., 1998). *Sox1-Cre* is a *Cre* insertion into the *Sox1* locus, and expresses *Cre* in agreement with the *Sox1* gene, as evident by Cre-mediated activation of a *ROSA26R-EYFP* reporter strain at E8.5 in the entire developing CNS (Takashima et al., 2007). In contrast to *Eed* constitutive mutants, our conditional *Eed* mutants (denoted *Eed-cKO*) developed until at least E18.5. Hence, deleting *Eed* using *Sox1-Cre* circumvents early lethality while specifically removing *Eed* function from the entire developing hypothalamus at the earliest possible stage. We previously found that *Eed-cKO* embryos displayed loss of H3K27me3 immunostaining in the dorsal telencephalon and lumbo-sacral spinal cord, with a reduction of immunostaining at E10.5 and a complete loss at E11.5, and displayed an undergrown brain, in particular of the telencephalon (Yaghmaeian Salmani et al., 2018). Focusing upon the developing hypothalamus we observed a loss of H3K27me3 immunostaining in the hypothalamus in *Eed-cKO* mutants, at E11.5 (Fig. S1A-J). Based upon these findings, and our previous study, we conclude that deletion of *Eed* by the early CNS-specific deleter *Sox1-Cre* results in loss of the H3K27me3 mark, albeit with a 2-3-day delay.

### *Eed-cKO* mutants display reduced hypothalamic proliferation

*Eed-cKO* mutants display reduced proliferation in the dorsal telencephalon and an undergrown telencephalon, whereas the lumbo-sacral spinal cord did not display any apparent change in proliferation (Yaghmaeian Salmani et al., 2018). To address proliferation in the hypothalamus, we used the CNS progenitor marker Sox2, phosphorylated Ser-28 on Histone 3 (PH3, a marker of mitotic cells), and 4′,6-diamidino-2-phenylindole (DAPI) nuclear staining, to assess total nuclear (cellular) volume. Focusing on E15.5, in the *Eed-cKO* mutants we observed fewer PH3+ cells in the hypothalamus than in control (*Eed^fl/fl^*) (Fig. S2A-H). Quantification supported this notion and revealed significantly fewer PH3+ cells/DAPI volume and fewer PH3+ cells/Sox2 volume (Fig. S2I,J). We did not however observe reduction of the percentage of Sox2-expressing cells/DAPI volume (Fig. S2K). Therefore, similar to our previous findings for the telencephalon (Yaghmaeian Salmani et al., 2018), *Eed-cKO* mutants displayed reduced proliferation in the hypothalamus during embryogenesis.

### Single cell transcriptional profiling reveals upregulation of H3K27me3 marked genes in *Eed* mutants

To address the effects of *Eed* mutation upon hypothalamus development in more detail we performed scRNA-seq analysis. We focused first upon a late embryonic stage, E18.5, because the majority of distinct neuronal subtypes – such as those specifically expressing neuropeptides and neurotransmitters – have been generated by this stage (Kim et al., 2020; Romanov et al., 2020; Zhang et al., 2021b). We dissected the hypothalamus from six control (*Eed^fl/fl^*) and nine *Eed-cKO* embryos at E18.5 (two female and four male embryos for control; five female and four male embryos for *Eed-cKO*). Cells were dissociated and sequenced on the Illumina/Bio-Rad ddSEQ platform. We analyzed 48 individual samples (seven female and 15 male samples for control; 15 female and 11 male samples for *Eed-cKO*), yielding a total of 20,703 cells.

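The authors deposited 1 table of UMI counts, in which each row is a gene, each column is a cell and each value is the number of different transcript molecules of that gene caught with that cell. On the ddSEQ platform, single cells are enclosed in droplets with barcoded beads, and a UMI is a random tag put on each molecule before amplification, so that copies of 1 molecule are counted once. The authors made the counts with the SureCell RNA Single-Cell pipeline, which aligned the reads with STAR to the mm10 genome, and joined the raw counts of the libraries without normalization. The table holds 14121 cells and 16510 genes. The cells below the authors' technical filter had already been removed: the lowest cell held 601 UMIs, 318 expressed genes and 1.20 UMIs per expressed gene. The library labels gave the genotype, the embryo and the sex. *Eed* encodes a subunit of the polycomb repressor complex 2 (PRC2), and in Eed-cKO embryos Sox1-Cre removes the floxed exons of the gene in neural cells. Each library is 1 of the 48 samples, and the hypothalamus of an embryo had been divided into pieces before dissociation. The 22 control libraries came from 6 embryos and the 26 Eed-cKO libraries from 9 embryos. Counts of the libraries of 1 embryo were therefore summed, and the embryo was taken as the replicate (n = 6 control, n = 9 Eed-cKO).
A control embryo held 5363119 to 7487417 UMIs (median 6785494) in 1042 to 1664 cells. An Eed-cKO embryo held 658175 to 6299181 UMIs (median 4386172) in 217 to 1111 cells. Per library, the total was 1112165 to 4513505 UMIs in control (median 1711847.5) and 576432 to 2410229 in Eed-cKO (median 1330430). The leading number of each library's name was read as the litter, which the labels do not state, and this gave 4 control and 6 Eed-cKO litters. No litter held both genotypes, so the genotypes could not be compared within a litter. Expression was compared with edgeR's quasi-likelihood test on the embryo sums, with TMM normalization and Benjamini-Hochberg adjustment. Levels are given as CPM, the UMI counts of a gene scaled to the TMM-normalized total of each embryo's sums, as mean ± SD, and the standard error of a log2 fold change is its size divided by the square root of the test's F value. A fold against a genotype with 0 UMIs of a gene is a lower bound, computed with that genotype set at 3 UMIs over all its embryos. Shares of cells were averaged over embryos, so that each embryo had the same weight. They were compared by an exact two-sided permutation test over all 5005 splits of the embryos, in which the smallest possible p is 0.00020. Coordinates are those of GENCODE vM21 on GRCm38 (mm10) and give the whole gene.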

Based upon the distribution profile of unique molecular identifiers (UMIs) and UMIs/gene, we removed cells with less than 600 UMIs and less than 1.2 UMIs/expressed gene. The remaining 14,121 cells had a mean of 5275 UMI counts/cell and 1.9 counts/expressed gene (Fig. 1A; Fig. S3). Based on recent scRNA-seq analysis of the entire adult mouse nervous system (Zeisel et al., 2018), we identified non-neural cells, for example, vascular cells, blood cells and microglia, and because these would not have been targeted by *Sox1-Cre* (Yaghmaeian Salmani et al., 2018), we excluded them from further analysis (Fig. 1A). This yielded 13,579 hypothalamic neural cells, denoted ‘All-Hypo’; 6953 cells from control and 6626 cells from *Eed-cKO* embryos (Fig. 1B,C), visualised by Uniform Manifold Approximation and Projection (UMAP) embedding, based upon the top-300 most variable genes (see Materials and Methods; Table S1).

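The deposited table carries no cell types, so non-neural cells were found here by clustering. Counts were scaled to 10000 per cell and log-transformed, the 2000 most variable genes gave 30 principal components, and the Leiden algorithm divided a graph of 15 nearest neighbours into 25 clusters. A cluster was named after a cell type when at least 3 of that type's marker genes were raised at least 2-fold and were found in at least 10% of its cells. Clusters named endothelial-like (266 cells, with *Cldn5*), pericyte or smooth muscle-like (101 cells, with *Rgs5*), vascular leptomeningeal-like (356 cells, with *Col1a2*) and microglia or macrophage-like (98 cells, with *C1qa*) were removed. These 821 non-neural cells were 342 control and 479 Eed-cKO cells. The haemoglobin genes were not analysed here, and no cluster could be named as blood cells. None was named for oligodendrocyte precursors either, whose markers *Sox10* and *Pdgfra* were among the leading genes of the cycling progenitor-like cluster. The 13300 cells kept as All-Hypo were 6844 control cells, with 37532129 UMIs in all and a median of 4765 UMIs per cell, and 6456 Eed-cKO cells, with 32985920 UMIs and a median of 4423.5. Of the All-Hypo cells, 11181 lay in neuron-like, 1007 in astrocyte-like, 257 in cycling progenitor-like, 157 in tanycyte-like and 83 in ependymal-like clusters. The other 615 cells lay in 2 clusters that stayed unnamed and were kept, 1 of them for its low UMI counts and 1 for having fewer than 3 raised markers of any type. The latter held 60 cells, all of them Eed-cKO, with *Ttr*, *Cga* and *Tshb* as its leading genes and *Foxj1* among the raised ones.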

**Fig. 1.**
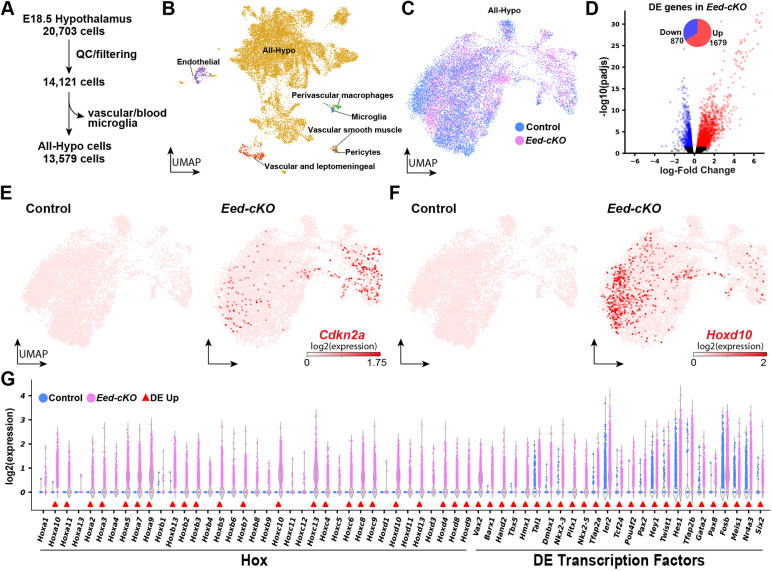
**Single cell transcriptomic analysis of *Eed-cKO* mutants reveals upregulation of TFs and Hox genes in the hypothalamus.** (A) Process for quality control (QC) and biological filtering of hypothalamic scRNA-seq cells. (B) UMAP of hypothalamic scRNA-seq cells, combined from control and *Eed-cKO*, at E18.5, based upon 300 genes (Table S1). (C) UMAP of All-Hypo cells in control and *Eed-cKO*. (D) Volcano plot showing DEGs in *Eed-cKO*. (E,F) UMAP of E18.5 hypothalamic scRNA-seq All-Hypo cells, showing expression of *Cdkn2a* (E) and *Hoxd10* (F), in control and *Eed-cKO*. (G) Violin plots comparing the expression levels of Hox genes and the highest differentially expressed (DE) transcription factors between control and *Eed-cKO* in E18.5 hypothalamic scRNA-seq All-Hypo cells (adjusted *P*-value≤0.05).

Recent studies have highlighted the strength of pseudobulk approaches for assessing differential gene expression (DE) in scRNA-seq data (Squair et al., 2021). To this end, we applied a previously developed limma empirical Bayes analysis pipeline (Law et al., 2014). Analysing the All-Hypo cells using this approach revealed 2549 differentially expressed genes (DEGs), when comparing *Eed-cKO* with control (Table S2); 1679 genes were upregulated and 870 were downregulated (Fig. 1D). 

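Of the genes in the table, 12558 passed the filter of the methods (at least 15 UMIs over the embryos, at least 2 in 1 embryo and a median log-CPM of at least 1.5). Between the genotypes, 3484 of these differed at an adjusted p of 0.05 (edgeR's quasi-likelihood test, n = 6 control and 9 Eed-cKO embryos), 1927 of them higher and 1557 lower in Eed-cKO. The split depends on the scaling: with library size alone in place of TMM, 2298 genes were higher and 1100 lower, which moved the share of higher genes from 55.3% to 67.6%. Among the alternatives without an embryo left out, the count ranged from 1502 (limma-voom with TREAT at 0.18 on embryo sums) to 5868 (edgeR with each library as a sample). The test named in the methods, limma-voom with TREAT at a log2 fold change of 0.18 and each library as a sample, called 1527 genes higher and 812 lower. In 503 genes every Eed-cKO embryo lay above every control embryo, and in 333 every one lay below, where a random split of the embryos separates a gene in a given direction with a chance of 0.020%. By edgeR's fitted fold change, the first 5 of the rises among these were *Hoxc10*, *Hoxc13* (chromosome 15, 102921103-102928814, at least 631-fold higher), *Hoxa9* (chromosome 6, 52223100-52231089, at least 421-fold), *Hoxd10* and *Vax2*, each with 0 UMIs in control, so that their order against genes with a few control UMIs rests on the fit. *Vax2*, a homeobox gene (chromosome 6, 83711264-83738313), was at 27.6 ± 5.75 CPM in Eed-cKO (972 UMIs, at least 369-fold higher, edgeR adjusted p = 5.32e-12). Among the genes whose embryos did not overlap, the largest fall was that of *Aldh1a1* (chromosome 19, 20492715-20643465), from 41.8 ± 26.2 to 1.28 ± 0.940 CPM, a log2 fold change of -5.00 (standard error 0.53, adjusted p = 4.67e-07). In the same set it was followed by *Myo7a* (-2.19), *Cdh9* (-1.66), *Npbwr1* (-1.58) and *Gda* (-1.53), while some genes with overlapping embryos fell further than these 4.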

Although *Eed* was downregulated, *Ezh1*, *Ezh2* and *Suz12* were not affected (Table S2).

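*Eed* (chromosome 7, 89954654-89980983, minus strand) was at 32.0 ± 1.90 CPM in control (n = 6 embryos, 1171 UMIs) and 23.4 ± 2.62 CPM in Eed-cKO (n = 9, 774 UMIs). Its log2 fold change was -0.45 (standard error 0.08, edgeR adjusted p = 0.000463), and each Eed-cKO embryo lay below each control embryo. With each embryo left out in turn, the log2 fold change stayed between -0.48 and -0.41. An antisense gene, *E230029C05Rik*, overlaps exons of *Eed*, and the paper's text does not name the strand of counting, so part of these UMIs is uncertain. Only some exons of *Eed* are floxed, and the libraries were made from transcript ends. Transcripts of the deleted allele may therefore still be counted, so the UMIs left in Eed-cKO do not measure functional *Eed*. *Ezh1* (chromosome 11, 101191115-101226463) was at 11.5 ± 1.16 and 12.8 ± 4.67 CPM, a log2 fold change of 0.16 (standard error 0.17, adjusted p = 0.543). *Ezh2* (chromosome 6, 47530139-47595341) was at 49.1 ± 6.86 and 57.3 ± 9.95 CPM, a log2 fold change of 0.20 (standard error 0.10, adjusted p = 0.161). It passed the threshold only with libraries as samples in edgeR (adjusted p = 0.0252, against 0.161 by embryo). *Suz12* (chromosome 11, 79993106-80034123) was at 68.0 ± 6.69 and 67.9 ± 5.03 CPM, with a log2 fold change of -0.01 (standard error 0.07, adjusted p = 0.9496).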

To gain insight into the biological processes, molecular function and the epigenetic modifications of the genes affected in *Eed-cKO* we performed gene set enrichment analysis (GSEA) against the GO biological process, ‘GO_Molecular_Function_2018’ and the ‘ENCODE_Histone_Modifications_2015’ databases (Ashburner et al., 2000; Davis et al., 2018; Gene Ontology Consortium, 2021). This analysis revealed an overall upregulation of genes involved in developmental patterning and a downregulation in genes involved in synapse formation (Fig. S4A,B; Table S3). Regarding the epigenomic signature of affected genes, both up- and downregulated genes showed enrichment for the bivalent state, i.e. with both H3K27me3 and H3K4me1/3 marks in ENCODE (Fig. S4C; Table S3). Downregulated genes also displayed enrichment for the H3K27me3 mark (Fig. S4C; Table S3).

### Single cell transcriptional profiling reveals cell cycle inhibitor upregulation and brain posteriorization in *Eed* mutants

Our previous study of *Eed-cKO* mutants revealed reduced proliferation in the developing telencephalon, accompanied by upregulation of two members of the Cip/Kip family of cell cycle inhibitors; *Cdkn1a* and *Cdkn1c* (Yaghmaeian Salmani et al., 2018). 

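In All-Hypo cells, *Cdkn1c* (chromosome 7, 143458339-143461050) was at 125 ± 27.3 CPM in control (n = 6) and 222 ± 77.1 in Eed-cKO (n = 9), a log2 fold change of 0.85 (standard error 0.19, edgeR adjusted p = 0.00176). It was no longer past the threshold within neuron-like clusters alone (0.43, adjusted p = 0.0687). *Cdkn1a* (chromosome 17, 29090976-29100727) rose from 77.7 ± 9.95 to 98.6 ± 13.6 CPM, a log2 fold change of 0.35 (standard error 0.09, adjusted p = 0.00749). Under a TREAT threshold of 0.18, *Cdkn1a* was not called in edgeR (adjusted p = 0.0640) or in limma-voom on embryo sums (0.181), and within neuron-like clusters its change went the other way (-0.06, adjusted p = 0.701). Of the INK4 family, *Cdkn2a* (chromosome 4, 89274471-89294653) had 0 UMIs in control and 339 in Eed-cKO, where it was at 10.1 ± 3.07 CPM, at least 129-fold higher (adjusted p = 6.85e-09). *Cdkn2b* (chromosome 4, 89306299-89311039) had 10 UMIs in control (0.272 ± 0.298 CPM) and 532 in Eed-cKO (16.6 ± 3.32 CPM), a log2 fold change of 5.77 (standard error 0.34). *Cdkn2c* (chromosome 4, 109660876-109667189) went from 1.45 ± 0.998 to 12.2 ± 5.91 CPM, a log2 fold change of 2.93 (standard error 0.34, adjusted p = 1.78e-06). *Cdkn2d* (chromosome 9, 21288410-21291407) was at 80.3 ± 14.5 and 76.6 ± 10.9 CPM, a difference within the spread between embryos (log2 fold change -0.07, adjusted p = 0.660).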

In line with these findings, analysing the All-Hypo cells using UMAP embedding and DE analysis revealed upregulation of *Cdkn1c*, as well as of three of the four members of the INK4 family of cell cycle inhibitors, *Cdkn2a*, *Cdkn2b* and *Cdkn2c* (Fig. 1D; Table S2).

Turning to developmental regulatory genes, UMAP embedding and DE analysis revealed that 23 out of the 39 Hox homeotic genes were upregulated in the *Eed-cKO* mutants (Fig. 1E-G; Table S2). This is in line with our previous analysis of the telencephalon, using bulk RNA-seq, which showed upregulation of all 39 Hox genes to levels matching their expression in the spinal cord (Yaghmaeian Salmani et al., 2018). Hence, the scRNA-seq and immunostaining analysis revealed that *Eed-cKO* mutants displayed posteriorization and a reduced proliferative gene expression profile in the developing hypothalamus.

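Of the 39 Hox genes, 34 were analysed here. In all control embryos together 6 UMIs of Hox genes were counted, against 16046 in Eed-cKO. The gene filter left 25 Hox genes, and all 25 were higher in Eed-cKO in edgeR's test over all genes, as well as adjusted over the list alone. They were 7 genes of the Hoxa cluster, 7 of Hoxb, 6 of Hoxc and 5 of Hoxd. Each of the 25 was detected in all 9 Eed-cKO embryos, and in each gene every Eed-cKO embryo lay above every control embryo. Of these, 23 had 0 control UMIs, with bounds from at least 42.5-fold higher for *Hoxb4* (chromosome 11, 96318267-96321638, 3.70 ± 1.71 CPM in Eed-cKO, n = 9) to at least 803-fold for *Hoxc10*. With such genes at their bound, the median over the 25 genes was 146-fold. *Hoxc10* (chromosome 15, 102966796-102971893) was at 66.9 ± 11.5 CPM (2118 UMIs). Its exons overlap those of *Hoxc5* on the same strand in the annotation, so UMIs shared between the pair are uncertain. Part of the UMIs of *Hoxa3*, *Hoxa7*, *Hoxa11*, *Hoxb5* and *Hoxd4* is uncertain too, since genes on the opposite strand overlap them. *Hoxd3* also overlaps *Hoxd4* on the same strand, so UMIs shared between these genes are uncertain as well. *Hoxd10* (chromosome 2, 74691924-74695105) was at 29.5 ± 8.31 CPM (936 UMIs, at least 355-fold higher, adjusted p = 6.25e-11). *Hoxa10*, with 1 control UMI and 1124 in Eed-cKO, had a ratio of 1279 (95% counting interval 229 to 50559). For *Hoxb13*, with 1 control UMI and 1303 in Eed-cKO, the ratio was 1483 (266 to 58603). With each embryo left out in turn, 24 to 26 Hox genes were called.

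**Figure D1:**
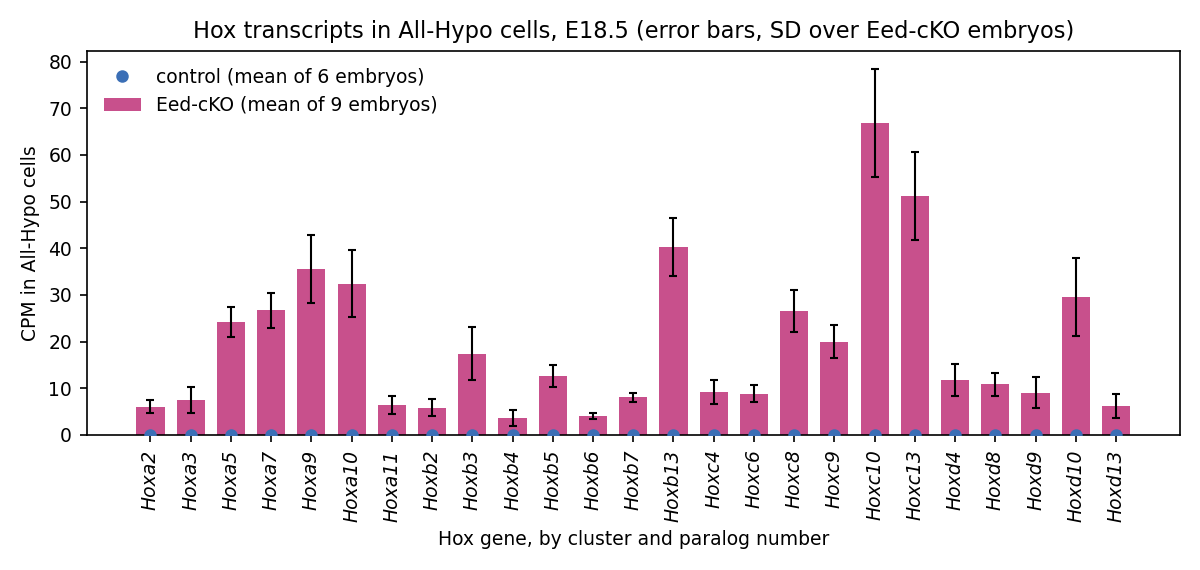
Level of each of the 25 tested Hox genes in All-Hypo cells, in CPM on the vertical axis, with genes along the horizontal axis. Bars are means of the 9 Eed-cKO embryos, with error bars for the SD over these embryos. Points are means of the 6 control embryos. Eed-cKO means run from 3.70 CPM for *Hoxb4* to 66.9 CPM for *Hoxc10*.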

### Single cell transcriptional profiling identified all major hypothalamic cell types at E18.5

The ectopic expression of many posteriorly expressed TFs suggested that hypothalamic cell specification may be strongly affected in the *Eed-cKO* mutants. To address this issue, we first analyzed the generation of broader hypothalamic cell types (Chen et al., 2017; Kim et al., 2020; Romanov et al., 2020, 2017). 

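In All-Hypo cells, UMIs of the glutamatergic marker *Slc17a6* (chromosome 7, 51622006-51671119) were found in 3022 of 6844 control cells (44.2%) and 3415 of 6456 Eed-cKO cells (52.9%). Its level was 363 ± 39.0 CPM in control (n = 6) and 340 ± 57.6 in Eed-cKO (n = 9), a log2 fold change of -0.09 (edgeR adjusted p = 0.545), so no order was read from the share. The GABAergic marker *Slc32a1* (chromosome 2, 158610767-158615748) was found in 1785 (26.1%) and 1795 (27.8%) cells, and was at 108 ± 18.3 and 101 ± 4.58 CPM (log2 fold change -0.09, adjusted p = 0.465). Free RNA in droplets can give UMIs in cells that do not express a gene. In the non-neural cells, at a median of 3981.5 UMIs per cell in control and 3713 in Eed-cKO against 4765 and 4423.5 in All-Hypo, *Slc17a6* was found in 14.3% and 11.7% of cells and *Slc32a1* in 7.60% and 3.97%. *Olig1* (chromosome 16, 91269772-91271933), a marker of the oligodendrocyte lineage, was found in 4.85% ± 1.38 of control and 6.29% ± 1.57 of Eed-cKO cells (exact permutation test, p = 0.0931, n = 6 and 9), against 0.292% and 1.25% of non-neural cells. Its level was 58.6 ± 24.9 and 50.7 ± 15.9 CPM (log2 fold change -0.16, standard error 0.21, adjusted p = 0.602), so again no order was read. With libraries as samples, the difference in the *Olig1* share was 1.79 percentage points and passed the threshold (permutation test, p = 0.00695). UMIs of *Gfap*, *Foxj1* and *Rax* were found in cells of both genotypes too, in 17, 318 and 61 control cells and in 116, 635 and 202 Eed-cKO cells.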

UMAP embedding of All-Hypo cells revealed that the major cell types were generated in *Eed-cKO* mutants, including GABAergic neurons (*Slc32a1*), glutamatergic neurons (*Slc17a6*), oligodendrocytes (*Olig1*), astrocytes (*Gfap*), ependymal cell (*Foxj1*) and tanycytes (*Rax*) (Fig. 2A-F). However, there was an increase in *Gfap*-, *Foxj1*- and *Rax*-expressing cells, evident both in the UMAPs and DE analysis (Fig. 2B-D; Table S2), and well as in Gfap immunostaining (Fig. S5A,B).

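Cells with a UMI of *Gfap* (chromosome 11, 102887336-102900912) made up 0.245% ± 0.124 of control All-Hypo cells (n = 6) and 1.69% ± 0.712 of Eed-cKO cells (n = 9; exact permutation test, p = 0.00060, adjusted p = 0.0024 over 4 marker genes). Their share in the non-neural cells was 0 of 342 in control, which allows up to 0.877%, and 0.209% in Eed-cKO. *Gfap* rose from 1.54 ± 1.53 to 7.27 ± 2.86 CPM, a log2 fold change of 2.26 (standard error 0.41, edgeR adjusted p = 0.000329). *Foxj1* (chromosome 11, 116330704-116335399) was found in 4.75% ± 1.17 and 9.75% ± 2.94 of cells (exact permutation test, p = 0.0034, n = 6 and 9, adjusted p = 0.0059), against 0.877% and 1.46% of non-neural cells. Its level differed less clearly, at 31.5 ± 27.6 and 58.6 ± 28.4 CPM (log2 fold change 0.97, standard error 0.36, adjusted p = 0.0452). The *Foxj1* call was lost in 15 settings. Among them were any of 10 single embryos left out, with an adjusted p of up to 0.105, DESeq2 (0.110) and edgeR with TREAT at 0.18 (0.0820). The *Foxj1* share is not a count of ependymal cells. The ependymal-like cluster held 40 control and 43 Eed-cKO cells, so most of the 318 and 635 *Foxj1*-positive cells lay outside it. The tanycyte-like cluster held 40 and 117 cells and the astrocyte-like cluster 373 and 634. These cluster sizes were not tested. *Rax* (chromosome 18, 65928277-65939787) was found in 0.915% ± 0.183 and 3.05% ± 1.60 of cells (exact permutation test, p = 0.0044, n = 6 and 9), against 0 of 342 and 0.209% of non-neural cells. With the cluster of 60 Eed-cKO cells and no control cells removed, an alternative chosen after the data were seen, the difference in the *Foxj1* share was 4.40 percentage points (exact permutation test, adjusted p = 0.0101). With at least 2 UMIs asked of a positive cell, the *Rax* difference was 0.740 percentage points and no longer past the threshold (exact permutation test, adjusted p = 0.061). Its level rose from 2.43 ± 0.629 to 9.25 ± 5.01 CPM, a log2 fold change of 1.95 (standard error 0.32, adjusted p = 0.000109). With cells thinned to 2000 UMIs, which left out 1232 control and 1017 Eed-cKO cells, the shares were 0.165% and 1.06% for *Gfap*, 2.96% and 6.2% for *Foxj1*, and 0.488% and 1.97% for *Rax*.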

**Fig. 2.**
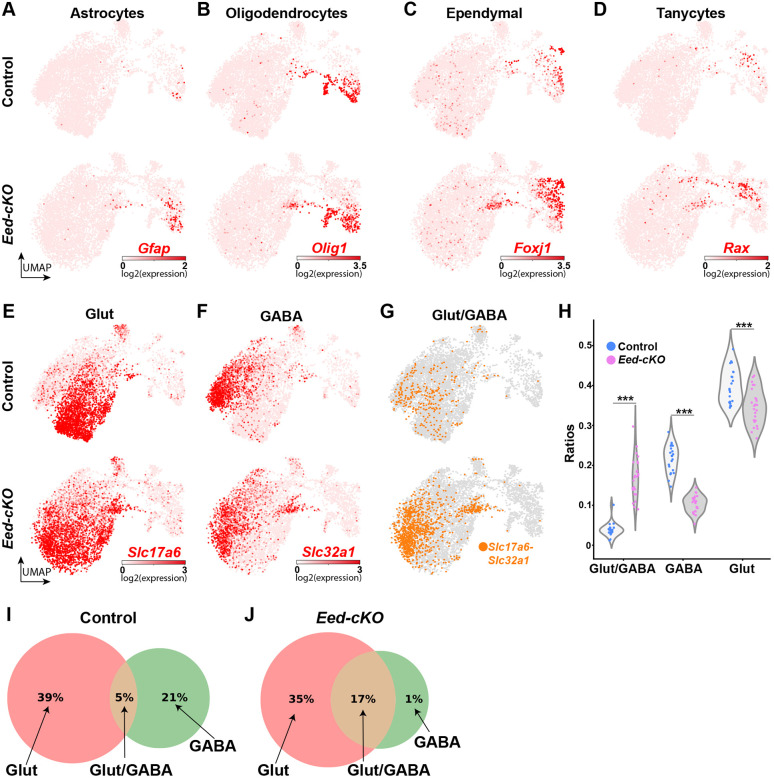
***Eed-cKO* mutants display more Glut/GABA cells.** (A-F) UMAP embedding, based upon 300 DEGs (Table S1), of E18.5 All-Hypo cells, showing astrocytes (*Gfap*; A), oligodendrocyte precursors (*Olig1*; B), ependymal cells (*Foxj1*; C), tanycytes (*Rax*; D), glutamatergic neurons (*Slc17a6*; E) and GABAergic neurons (*Slc32a1*; F). (G) Glut/GABA co-expression revealed by *Slc32a1* and *Slc17a6* expression. (H) Violin plots of the ratios of Glut, Glut/GABA and GABA cells detected per embryo stratified by control and *Eed-cKO* reveal an increase in Glut/GABA cells and a decrease in GABA and Glut cells in *Eed-cKO* (***adjusted *P*-value<1e-3; *t*-test on centred-log-ratios, see Table S10 for details). (I,J) Venn diagrams summarizing the percentage of Glut, Gluta/GABA and GABA cells in control (I) and *Eed-cKO* (J).

We also observed a striking increase in the overlap between glutamatergic and GABAergic markers (*Slc32a1* and *Slc17a6*) (Fig. 2E-G). Although Glut/GABA cells are rare in the cortex (Zeisel et al., 2015), previous adult scRNA-seq analysis found these cells to be more common in the hypothalamus (Romanov et al., 2017). Quantification of Glut/GABA double-positive cells confirmed the presence of these cells in control and confirmed a significant increase in the proportion of these cells in the *Eed-cKO* mutants (Fig. 2H-J).

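Cells with at least 1 UMI of both *Slc17a6* and *Slc32a1* made up 4.29% ± 1.94 of control All-Hypo cells (n = 6, 315 cells) and 16.9% ± 4.62 of Eed-cKO cells (n = 9, 1119 cells). The difference was 12.6 percentage points (exact permutation test, p = 0.00040, n = 6 and 9), and 0.00060 when adjusted over the Glut, GABA and Glut/GABA shares. Control embryos lay between 3.11% and 8.20% and Eed-cKO embryos between 10.1% and 23.3%, so that the ranges did not overlap. With each embryo left out in turn, the difference stayed between 11.8 and 13.5 percentage points. In the non-neural cells, at the depths given above, both genes were found in 2.63% of control and 1.67% of Eed-cKO cells. The size of the difference depends on the depth per cell. At 2000 UMIs per cell after thinning, the shares were 1.34% ± 0.698 and 6.74% ± 1.20 (n = 6 and 9). The alternative that moved the difference most thinned cells to 1000 UMIs, which left out 415 control and 292 Eed-cKO cells and gave 1.92 percentage points.

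**Figure D2:**
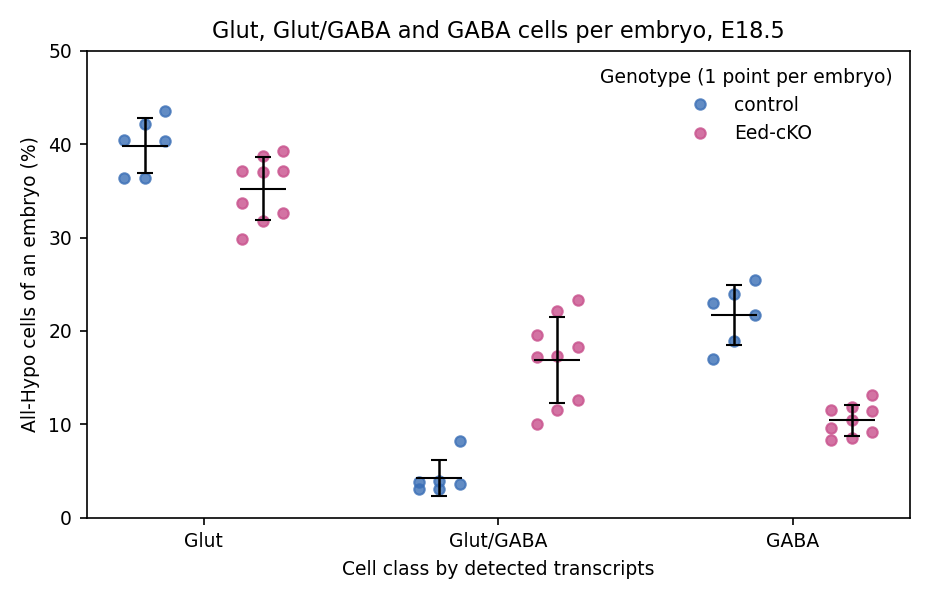
Share of All-Hypo cells in the Glut, Glut/GABA and GABA classes, in percent on the vertical axis, with a point for each embryo (6 control, 9 Eed-cKO) and the mean ± SD of each genotype. The 9 Eed-cKO embryos lie between 10.1% and 23.3% in the Glut/GABA class, all above the 6 control embryos.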

To address the identity of the extra Glut/GABA cells, we probed their gene expression profile. In control, Glut/GABA cells show differential expression of 136 genes when compared with Glut cells, and 222 genes when compared with GABA cells (Fig. S6A,B; Table S4). 

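Counts were summed per embryo over the Glut/GABA cells and over the cells with *Slc17a6* or *Slc32a1* alone, and compared by edgeR with the embryo as a term of the model, leaving out both of these genes. The 6 control embryos gave 315 Glut/GABA cells (32 to 131 per embryo), 2707 Glut cells and 1470 GABA cells. Against Glut cells, 115 of 12203 genes differed at an adjusted p of 0.05, of which 50 were higher and 65 lower in Glut/GABA cells. Against GABA cells, 127 of 12530 genes differed, 69 higher and 58 lower. The paper's own comparison took single cells as replicates, where here the embryo is the replicate. The legend of its supplementary figure also describes the genes as upregulated, where both directions are counted here. With cells thinned to 2000 UMIs, the alternative that moved these counts most, 25 genes differed from Glut cells and 4 from GABA cells. Thinning also left 4 control embryos in these comparisons and 78 control Glut/GABA cells in all, so the fall cannot be put down to depth alone.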

In *Eed-cKO* mutants, Glut/GABA cells also display differential expression of 57 and 92 of the Glut/GABA-specific genes when compared with Glut and GABA cells, respectively. However, *Eed-cKO* mutants also display upregulation of many additional genes in Glut/GABA cells, indicating that these cells may not fully mimic wild-type Glut/GABA cells (Fig. S6A-C; Table S4).

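Of the 115 genes that set control Glut/GABA cells apart from Glut cells, 86 were also called in Eed-cKO, 75 of them in the same direction. From the numbers called among the 12125 genes tested in both genotypes, 9.24 would be shared by chance. Of the 127 genes called against GABA cells in control, 61 were called in Eed-cKO too, 55 in the same direction, where 8.42 would be shared by chance among 12391 genes. With the total-count filter in place of the median filter, 109 and 64 genes were shared. Thinning cells to 2000 UMIs left 16 genes shared against Glut cells and 1 against GABA cells.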

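The 9 Eed-cKO embryos gave 1119 Glut/GABA cells (21 to 200 per embryo), 2296 Glut cells and 676 GABA cells. Between Glut/GABA and Glut cells 1085 of 13106 genes differed in edgeR's test, 550 higher and 535 lower in Glut/GABA cells. Between Glut/GABA and GABA cells 857 of 13302 genes differed, 540 higher and 317 lower. Of these, 999 genes against Glut cells and 796 against GABA cells were not called in control. More cells and embryos entered the Eed-cKO comparisons than the control ones. In 20 random draws of 6 Eed-cKO embryos with no more cells than control (205 to 315 Glut/GABA cells, and fewer Glut and GABA cells than in control), 238 to 636 genes differed from Glut cells (median 352) and 139 to 504 from GABA cells (median 304.5), above the control counts in 20 of 20 draws. Whether a gene's difference itself differed between the genotypes was not tested.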

The increased proportion of Glut/GABA co-expressing cells was accompanied by a reduction in the proportion of both GABA and Glut cells (Fig. 2H-J). This effect prompted us to scrutinize the TF expression changes in the *Eed-cKO*. 

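GABA cells, with *Slc32a1* and no *Slc17a6* UMI, fell from 21.7% ± 3.20 of control All-Hypo cells (n = 6) to 10.5% ± 1.66 of Eed-cKO cells (n = 9), a difference of -11.2 percentage points. This reached the smallest p of the exact permutation test, 0.00020, and every Eed-cKO embryo (8.31% to 13.2%) lay below every control embryo (17.0% to 25.5%). After thinning to 2000 UMIs, the GABA shares were 14.7% and 9.65%. Glut cells, with *Slc17a6* alone, fell from 39.9% ± 2.97 to 35.2% ± 3.36, a difference of -4.61 percentage points (exact permutation test, p = 0.0188, n = 6 and 9). This difference did not hold at equal depth: with cells thinned to 2000 UMIs the Glut shares were 32.3% and 31.5% (difference -0.851, exact permutation test, p = 0.61). Within neuron-like clusters the Glut difference was -3.04 percentage points (exact permutation test, p = 0.087).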

We noted that *Tfap2a* and *Tfap2b*, known determinants of cerebellar GABAergic cell fate (Zainolabidin et al., 2017), as well as *Pax2*, *Pax8* and *Lhx5*, known determinants of spinal cord GABAergic cell fate (Cheng et al., 2004; Pillai et al., 2007), were among the genes ectopically expressed. This was evident from UMAP embedding and DE analysis, as well as from Tfap2a and Pax2 immunostaining (Fig. 1G, Fig. 3A-L; Table S2).

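*Tfap2a* (chromosome 13, 40715302-40738376) was at 0.609 ± 0.481 CPM in control (n = 6) and 16.9 ± 2.47 CPM in Eed-cKO (n = 9), a log2 fold change of 4.74 (standard error 0.28, edgeR adjusted p = 3.57e-11). The opposite-strand gene *Gm26688* overlaps its exons, which leaves part of its UMIs uncertain. *Tfap2b* (chromosome 1, 19208914-19238576) went from 5.63 ± 3.52 to 85.0 ± 30.8 CPM, a log2 fold change of 3.86 (standard error 0.31, adjusted p = 6.85e-09). *Pax2* (chromosome 19, 44756045-44837871) had 9 UMIs in control and 240 in Eed-cKO, at 0.235 ± 0.335 and 6.74 ± 1.80 CPM (log2 fold change 4.68, standard error 0.41, adjusted p = 2.72e-08). For *Pax8* (chromosome 2, 24420560-24475599) all 6 control UMIs came from 1 embryo, against 150 UMIs and 4.40 ± 1.88 CPM in Eed-cKO (log2 fold change 4.58, standard error 0.55, adjusted p = 2.58e-06). *Lhx5* (chromosome 5, 120431699-120441223) was already detected in control, at 20.6 ± 2.78 CPM, and was at 27.2 ± 6.14 CPM in Eed-cKO. Its log2 fold change of 0.44 (standard error 0.13, adjusted p = 0.0172) was the smallest of the 5, and the embryos of the genotypes overlapped. *Lhx5* was not called under a TREAT threshold of 0.18, neither in edgeR (adjusted p = 0.0634) nor in limma-voom on embryo sums (0.142).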

**Fig. 3.**
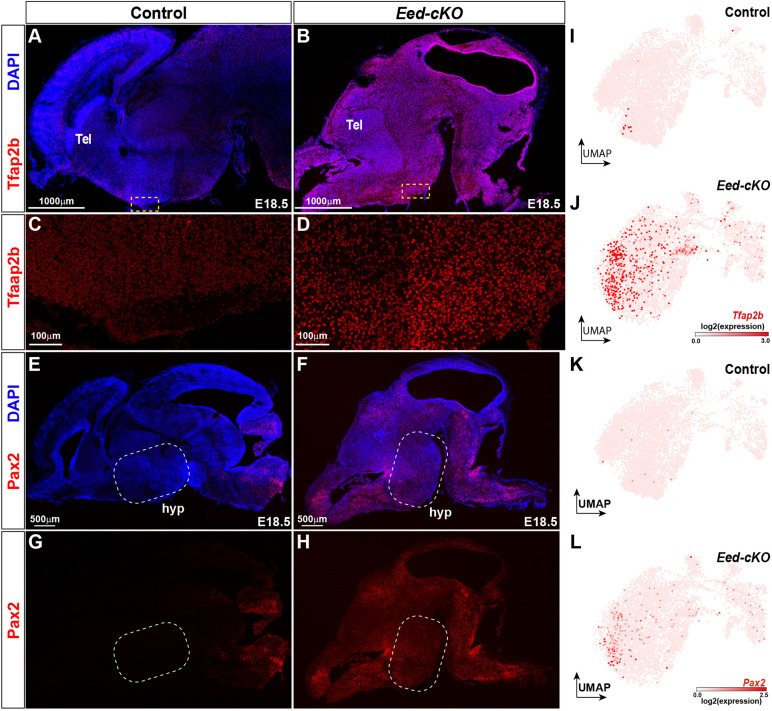
***Eed-cKO* mutants display ectopic Tfap2b and Pax2 expression in the hypothalamus.** (A-H) Staining for DAPI, Tfap2b (A-D) and Pax2 (E-H) in sagittal sections of E18.5 brains in control and *Eed-cKO*. Dashed squares in A,B,E,F delineate regions of hypothalamic tissue magnified in C,D,G,H. In control, Tfap2b and Pax2 expression is observed in the mid- and hindbrain regions. In *Eed-cKO* mutants, Tfap2b and Pax2 expression expands into the anterior brain, including the hypothalamus. (I-L) UMAP embedding of E18.5 hypothalamic scRNA-seq All-Hypo cells revealing the ectopic expression of *Tfap2b* (I,J) and *Pax2* (K,L) in control and *Eed-cKO*.

Hence, although all major hypothalamic subtypes were generated in *Eed-cKO*, there was an increase in several non-neuronal cell types. In addition, there was an increase in the proportion of Glut/GABA cells, accompanied by the ectopic expression of the *Tfap2a*, *Tfap2b*, *Pax2*, *Pax8* and *Lhx5* GABAergic determinants.

### Single cell transcriptional profiling reveals limited effects on hypothalamic cell fate specification in *Eed* mutants

Next, we focused on the generation of more discrete neuronal subtypes. We analyzed the All-Hypo cells for their expression of 29 neuropeptide (NP) genes (Table S1), the *Th* and *Ddc* dopamine markers (DA), and the *Hdc* histaminergic marker, and thereby identified 9590 ‘NP-DA’ cells within the All-hypo cells; 4799 from control and 4791 from *Eed-cKO* embryos (Table S5). 

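The NP-DA cells were taken here as All-Hypo cells with at least 1 UMI of *Th*, *Ddc*, *Hdc* or a listed neuropeptide gene. The list held 30 neuropeptide genes, the 21 that the paper names in its text on these cells and 9 others fixed with them, and 28 were analysed here. This gave 9409 cells, 4728 from control with 29590433 UMIs and 4681 from Eed-cKO with 27067896 UMIs. Since any single UMI makes a cell positive, free RNA adds cells to this set. Among NP-DA cells, 3273 of 13808 genes past the filter (at least 9 UMIs over embryos, at least 2 in 1 embryo and a median log-CPM of at least 0.45) differed between genotypes in edgeR's test, 1715 higher and 1558 lower in Eed-cKO. With library size alone as the scaling, 2215 were higher and 956 lower, which moved the share of higher genes from 52.4% to 69.9%.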

We created UMAP embedding of the NP-DA cells using the NP-DA genes and 93 additional genes found to be most correlated with the expression of the NP-DA marker genes (Table S1). In control, clustering and UMAP visualisation based upon these marker genes identified 79 major cell clusters (Fig. 4A,C; Table S6). Several clusters displayed co-expression of neuropeptides, i.e. *Agrp-Npy*, *Avp-Gal*, *Kiss1-Tac2* and *Npy-Sst*, which is in agreement with previous scRNA-seq expression analysis in the adult and/or embryonic hypothalamus (Chen et al., 2017; Romanov et al., 2020, 2017; Zhang et al., 2021b). 

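In control NP-DA cells, UMIs of *Npy* (chromosome 6, 49822710-49829507) were found in 61.6% ± 11.9 of cells with *Agrp* (chromosome 8, 105566698-105637393; 80 cells), against 4.90% ± 1.06 of cells without it (n = 6 embryos). The share was higher in 6 of 6 embryos (exact two-sided sign-flip permutation test, p = 0.031, the smallest that 6 embryos allow, and 0.078 adjusted over 10 gene pairs), so no pair could pass the threshold by much. *Sst* (chromosome 16, 23889573-23890958) was found in 21.9% ± 9.41 of 284 cells with *Npy* and in 9.27% ± 1.77 of the others, again higher in 6 of 6 embryos. *Tac2* (chromosome 10, 127724478-127731768) was found in 30.5% ± 22.0 of 53 cells with *Kiss1* (chromosome 1, 133321875-133329901) and in 2.12% ± 0.350 of the others, higher in 5 of 6 embryos (exact permutation test, p = 0.0625). *Gal* (chromosome 19, 3409915-3414544) was found in 24.2% ± 8.91 of 353 cells with *Avp* (chromosome 2, 130580620-130582554) and in 15.0% ± 1.69 of the others, higher in 5 of 6 embryos (exact permutation test, p = 0.0938). None of the 4 pairs passed an adjusted p of 0.05. In control non-neural cells, *Npy* was found in 1.75%, *Sst* in 2.34%, *Tac2* in 0.585% and *Gal* in 2.92% of cells, and *Avp* in 5.85%, at or above its 5.16% of All-Hypo cells.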

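Of the 4728 control NP-DA cells, 274 had a UMI of *Th* (chromosome 7, 142892752-142931128) and 582 of *Ddc* (chromosome 11, 11814101-11898144), while 82 had both. *Th* was found in 13.1% ± 6.04 of cells with *Ddc* and in 4.58% ± 1.21 of cells without it, higher in 6 of 6 embryos (exact sign-flip permutation test, p = 0.031, the smallest possible with n = 6). *Slc6a3* (chromosome 13, 73536747-73578672), the dopamine transporter gene, was found in 52 cells. Over the 5 embryos with at least 3 such cells, *Th* was found in 45.6% ± 6.58 of cells with *Slc6a3* against 5.35% of cells without it, and *Ddc* in 52.0% ± 16.2 against 12.1%. Both were higher in 5 of 5 embryos (exact permutation test, p = 0.0625, the smallest possible with n = 5). UMIs of all 3 genes together were found in 20 control cells. In control non-neural cells, *Ddc* was found in 11.4% of cells, against 8.50% of All-Hypo cells, and whether non-neural cells express *Ddc* or hold free RNA of it was not tested. *Th* was found there in 1.46% of cells, against 4.00% of All-Hypo cells. *Slc6a3* was found in 0 of 342, which allows up to 0.877%, the same as its share of All-Hypo cells.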

Expression of *Th* and *Ddc* is broader than DA neurons (Björklund and Dunnett, 2007), and *Th*-*Ddc* co-expression is only detected in two smaller cell clusters, which also express *Slc6a3*, identifying them as bona fide DA neurons (Fig. 4A,C). 

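Of the 30 listed neuropeptide genes, 28 were analysed here, and each of the 28 was detected in All-Hypo cells of both genotypes. For 17 of them, at least 1 positive cell was found in every embryo of both genotypes. *Galp* (chromosome 7, 6197090-6216137) and *Prlh* (chromosome 1, 90953108-90954027) were not analysed here. The lowest total of any gene in the table is 7 UMIs over the 14121 cells.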

Two neuropeptide genes (*Galp*, *Prlh*) were not detected. We analyzed the potential sexual dimorphism of the 79 major NP-DA clusters but found no evidence for significant dimorphism (Table S5). Similar to previous studies (Chen et al., 2017; Romanov et al., 2017), we found that in the control, the vast majority of neuropeptide neurons co-express either Glut or GABA markers, whereas Glut/GABA primarily co-expressed with *Npff* (Fig. S7A).

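Over the 21 neuropeptide genes with at least 5 positive cells in each of at least 5 embryos per genotype, the share of positive control cells with UMIs of both *Slc17a6* and *Slc32a1* ranged from 1.67% for *Kiss1* to 7.89% for *Penk*. Cells with *Npff* (chromosome 15, 102523839-102524942) were at 3.79% ± 3.81 (n = 6 embryos), within this range and below the 4.29% of all control All-Hypo cells. *Npff* itself was found in 4.09% of control non-neural cells and in 1.99% of control All-Hypo cells, and the source of these UMIs was not tested. The paper's statement is for curated clusters, not for all cells with a UMI, so the measures are unlike.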

**Fig. 4.**
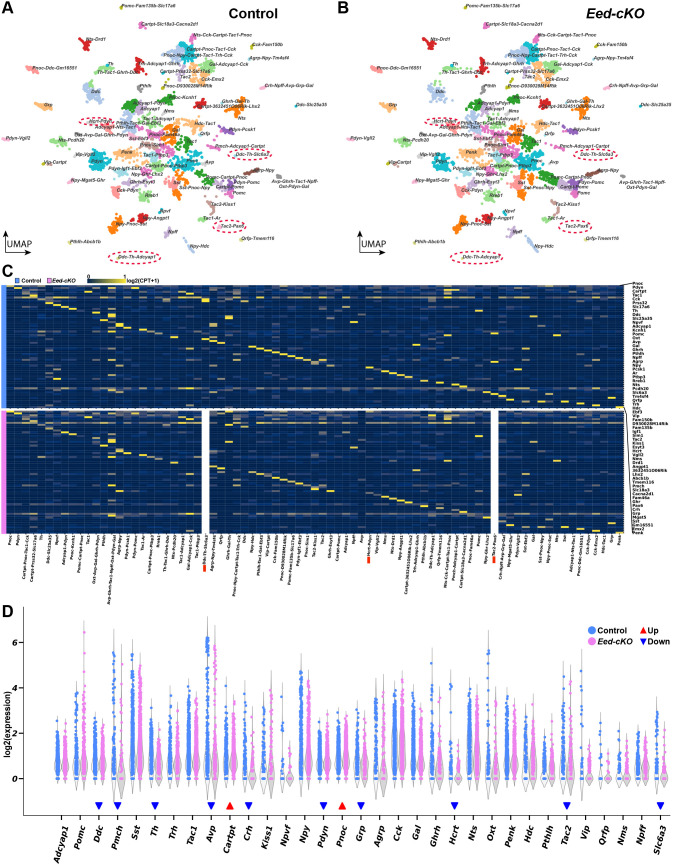
***Eed-cKO* is not necessary for most NP-DA cell types.** (A,B) UMAP embedding of hypothalamic NP-DA cells, based on 122 genes (Table S1), in control (A) and *Eed-cKO* (B) at E18.5. Each cluster is labelled by the combination of NP-DA marker genes upregulated in that cluster. (C) Heatmap displaying average gene expression of the NP-DA marker genes in each UMAP cell cluster, in control (blue, top) and *Eed-cKO* (pink, bottom). Gene expression is measured in log2(CPT+1), scaled between 0 and 1 along each row (see Materials and Methods). The *Ddc-Th-Slc6a3*, *Tac2-Pax6* and *Hcrt* clusters are absent in *Eed-cKO,* and hence a column of 0 expression was depicted. (D) Expression levels of NP-DA marker genes in control and *Eed-cKO* at E18.5 (see Table S2 for analysis).

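For each of the 28 listed neuropeptide genes analysed here, the share of All-Hypo cells with a UMI was compared between 6 control and 9 Eed-cKO embryos (exact permutation test, Benjamini-Hochberg adjustment over 28 genes). The share of 7 of the 28 genes passed the threshold. *Pmch* (chromosome 10, 88091072-88092375) fell from 1.60% ± 0.562 to 0.376% ± 0.193 of cells and *Crh* (chromosome 3, 19693401-19695396) from 1.43% ± 0.691 to 0.466% ± 0.323 (exact permutation test, adjusted p = 0.0056 for both). *Grp* (chromosome 18, 65872820-65886596) fell from 3.21% ± 0.620 to 1.84% ± 0.976 (adjusted p = 0.033), close to its 2.92% and 1.88% of non-neural cells. *Hcrt* was the other gene with a lower share. *Cartpt* (chromosome 13, 99898489-99901091) rose from 4.22% ± 0.649 to 10.5% ± 4.27 (adjusted p = 0.016) and *Pnoc* (chromosome 14, 65400673-65425472) from 16.2% ± 2.49 to 25.8% ± 5.41 (adjusted p = 0.011). *Npy* rose from 3.99% ± 1.15 to 8.77% ± 2.89 (adjusted p = 0.016), but its level did not (log2 fold change -0.15, edgeR adjusted p = 0.758), so no order was read from its share. In non-neural cells of control and Eed-cKO, *Pmch* was found in 1.17% and 0.209%, *Crh* in 0.585% and 0%, *Cartpt* in 1.17% and 2.92%, and *Pnoc* in 4.09% and 2.51%. The number of genes past the threshold depends on the replicate: 16 with libraries as samples and 0 with litter means. The 4 control and 6 Eed-cKO litters allow few splits, so 1 gene alone could not pass the adjustment over 28 genes. The 0 is therefore not evidence of equal shares.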

Turning to the *Eed-cKO* mutants, despite the reduced proliferation and the ectopic expression of many posterior TFs, the UMAP embedding revealed surprisingly limited effects upon NP-DA cell specification in the E18.5 hypothalamus, as evidenced by the generation of the majority of the 79 NP-DA subtypes (Fig. 4). This specification of NP-DA subtypes occurred despite the ectopic expression of Hox and other regulatory genes within most cell clusters (Fig. S8A,B). 

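UMIs of any Hox gene were found in 47.1% ± 8.16 of Eed-cKO All-Hypo cells (n = 9 embryos) and in 0.0857% ± 0.0973 of control cells (n = 6; exact permutation test, p = 0.00020, the smallest possible). In non-neural cells the shares were 10.9% ± 5.48 and 0.513% ± 1.26 (exact permutation test, p = 0.0012, n = 9 and 6). Among cells positive for each of 21 neuropeptide genes, the mean Eed-cKO share with a Hox UMI ranged from 26.7% for *Agrp* to 66.8% ± 11.0 for *Sst*, all above the non-neural share. In control it ranged from 0% to 0.194%. The share was higher in Eed-cKO for 19 of the 21 genes at an adjusted p of 0.05. *Agrp* (exact permutation test, adjusted p = 0.061, n = 6 and 6) and *Kiss1* (exact permutation test, adjusted p = 0.050, n = 5 and 5) did not pass it. With cells thinned to 2000 UMIs, a setting chosen after the data were seen, the share over all Eed-cKO All-Hypo cells was 38.8% ± 5.05.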

The increase in Glut/GABA marker co-expression in *Eed-cKO* occurred in several different neuropeptide cells (Fig. S7B).

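Among cells positive for a neuropeptide gene, the share with both *Slc17a6* and *Slc32a1* was higher in Eed-cKO for 11 of 21 genes (exact permutation test over embryos, adjusted p of 0.05). The largest shares in Eed-cKO were those of cells with *Grp*, which went from 5.73% ± 4.26 to 37.9% ± 12.3, *Penk*, from 7.89% ± 4.59 to 36.4% ± 11.2 (adjusted p = 0.0023 for both, exact permutation test), and *Sst*, from 7.71% ± 4.94 to 35.9% ± 5.05 (adjusted p = 0.0021). *Penk* itself was found in 7.02% of control and 19.8% of Eed-cKO non-neural cells, against 6.85% and 7.06% of All-Hypo cells, and whether non-neural cells express *Penk* or hold free RNA of it was not tested. Cells with *Pnoc* went from 7.65% to 31.7%, *Gal* from 6.73% to 29.5%, *Cartpt* from 3.16% to 22.2%, *Tac1* from 6.32% to 20.8% and *Npff* from 3.79% to 18.8%. *Ghrh*, *Adcyap1* and *Pomc* were the other genes past the threshold. For *Tac2* the shares were 5.00% and 4.00%, and no difference was found. At an equal depth of 2000 UMIs, 16 genes kept enough cells to be tested, and 7 passed: *Sst*, *Pnoc*, *Penk*, *Tac1*, *Gal*, *Cartpt* and *Nts*.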

### Single cell transcriptional profiling reveals loss of DA neurons in *Eed* mutants

Although the scRNA-seq and immunostaining analysis revealed that most NP-DA cell subtypes were generated in *Eed-cKO*, we did note several specific effects. 

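NP-DA cells with UMIs of *Ddc*, *Th* and *Slc6a3* were counted as a stand-in for the clusters with these 3 genes. These *Ddc-Th-Slc6a3* cells made up 0.411% ± 0.146 of control NP-DA cells (20 cells, n = 6 embryos) and 0.0198% ± 0.0595 of Eed-cKO NP-DA cells (1 cell, n = 9). The difference was -0.391 percentage points (exact permutation test, p = 0.00040, adjusted p = 0.0016 over 4 cell subtypes) and stayed between -0.443 and -0.359 with each embryo left out in turn. At 2000 UMIs per cell, 0.293% of control NP-DA cells and none of the Eed-cKO cells had all 3 genes. At 1000 UMIs per cell the difference was no longer detectable (-0.0372 percentage points, exact permutation test, p = 0.14). *Th* with *Ddc* was found in 28 Eed-cKO cells.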

Interestingly, UMAP embedding revealed that one of the *Ddc-Th-Slc6a3* clusters was largely lost in *Eed-cKO* mutants, and the other was reduced in size (Fig. 4A,B). 

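In NP-DA cells, *Ddc* was at 43.0 ± 10.5 CPM in control (n = 6) and 22.2 ± 5.70 in Eed-cKO (n = 9), a log2 fold change of -1.01 (standard error 0.15, edgeR adjusted p = 2.82e-05). *Th* was at 30.9 ± 17.7 and 11.4 ± 4.48 CPM, a log2 fold change of -1.41 (standard error 0.29, adjusted p = 0.000944). *Slc6a3* was at 17.5 ± 12.2 and 1.74 ± 2.58 CPM, a log2 fold change of -3.09 (standard error 0.52, adjusted p = 0.000136), from 500 UMIs in control and 56 in Eed-cKO. Over all All-Hypo cells the log2 fold changes were -0.95 for *Ddc* (adjusted p = 0.000135) and -1.34 for *Th* (adjusted p = 0.00243). *Slc6a3* was under the median filter there, and with the total-count filter it fell by 2.97 on the log2 scale (adjusted p = 0.000133).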

In line with this finding, *Ddc*, *Th* and *Slc6a3* were all significantly downregulated in *Eed-cKO* mutants (Fig. 4C,D; Table S2; Fig. 5A-C,F). Studies of hypothalamic DA cells have revealed the involvement of several TFs, including Dlx1, Otp, Sim1, Satb2 and Arnt2 (Biran et al., 2015; Orquera et al., 2016; Yee et al., 2009; Zhang et al., 2021a). Because the *Ddc-Th-Slc6a3* cells are largely missing in *Eed-cKO*, we could not determine the expression of these genes in the DA cells. However, DE analysis of the All-Hypo cells revealed that *Dlx1* and *Arnt2* were both downregulated in All-Hypo cells (Table S2). 

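*Dlx1* (chromosome 2, 71528113-71533981) was at 178 ± 19.4 CPM in control All-Hypo cells (n = 6) and 85.5 ± 11.7 CPM in Eed-cKO (n = 9), a log2 fold change of -1.06 (standard error 0.09, edgeR adjusted p = 9.26e-09). The antisense gene *Dlx1as* overlaps its exons, so part of its UMIs is uncertain. *Arnt2* (chromosome 7, 84246278-84410176) was at 297 ± 22.3 and 229 ± 19.0 CPM, a log2 fold change of -0.37 (standard error 0.07, adjusted p = 0.000237). In both genes every Eed-cKO embryo lay below every control embryo. *Sim1* (chromosome 10, 50894754-50989152) was at 46.7 ± 11.6 and 43.0 ± 11.1 CPM, a difference within the spread between embryos (log2 fold change -0.08, adjusted p = 0.740).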

For unclear reasons, *Otp* was neither detected in control nor *Eed-cKO* (Table S2). Previous studies identified *Onecut3* as a specific marker for the A14 DA group (Romanov et al., 2017), but we did not observe any changes in *Onecut3* expression (Table S2).

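*Onecut3* (chromosome 10, 80494835-80517276) was at 3.93 ± 0.972 CPM in control All-Hypo cells (n = 6) and 2.86 ± 0.960 CPM in Eed-cKO (n = 9). Its log2 fold change of -0.44 (standard error 0.25, edgeR adjusted p = 0.198) passed the threshold in none of the 17 alternative settings without an embryo left out.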

**Fig. 5.**
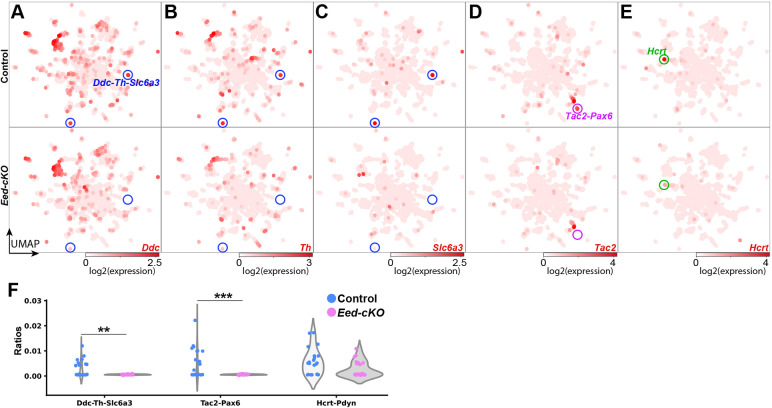
***Eed-cKO* is necessary for DA, *Hcrt* and *Tac2* cells.** (A-E) UMAP embedding of E18.5 NP-DA cells, based upon 122 DE genes (Table S1), showing expression of *Ddc* (A), *Th* (B), *Slc6a3* (C), *Tac2* (D) and *Hcrt* (E). Two prominent clusters co-express *Ddc*-*Th*-*Slc6a3*, and these cluster are largely missing in *Eed-cKO* (A-C). Similarly, one specific *Tac2* cluster and the *Hcrt* cluster are largely absent in *Eed-cKO* mutants (D,E). (F) Violin plots of the ratios of *Ddc*-*Th*-*Slc6a3*, *Tac2*-*Pax6* and *Hcrt*-*Pdyn* cell types in control and *Eed-cKO* embryos (see Table S2 for analysis). **adjusted *P*-value<0.01, ***adjusted *P*-value<0.001; *t*-test on centred-log-ratios (see Table S5 for details).

### Loss of *Hcrt* and *Tac2*-*Pax6* neurons in *Eed* mutants

Turning to neuropeptide cells, the UMAP embedding of NP-DA cells indicated that most of the neuropeptide-expressing cell clusters were still present in *Eed-cKO* (Fig. 4A,B). However, DE analysis revealed significant downregulation of seven genes and upregulation of two genes (Fig. 4C,D; Table S2). 

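Of the listed neuropeptide genes, 24 passed the filter in All-Hypo cells, and 13 differed between the genotypes in edgeR's test, 9 lower and 4 higher in Eed-cKO. *Pmch* fell from 88.1 ± 80.4 to 12.1 ± 22.6 CPM (log2 fold change -2.66, standard error 0.65, adjusted p = 0.00420), and in 1 Eed-cKO embryo 92.3% of its UMIs came from 1 cell. The opposite-strand gene *Parpbp* overlaps *Pmch* in the annotation, which leaves part of its UMIs uncertain. *Crh* fell from 14.0 ± 14.4 to 3.08 ± 2.99 CPM (log2 fold change -2.14, standard error 0.51, adjusted p = 0.00373). *Grp* fell from 17.1 ± 3.8 to 6.97 ± 3.24 CPM (log2 fold change -1.17, standard error 0.22, adjusted p = 0.000465). *Avp* fell from 592 ± 424 to 154 ± 126 CPM (log2 fold change -1.87, standard error 0.53, adjusted p = 0.0119) and was not called after removal of doublets (adjusted p = 0.0552), by DESeq2 (0.0854) or by limma-voom with TREAT at 0.18 on embryo sums (0.0984). *Pdyn* (chromosome 2, 129686565-129699844) fell from 49.8 ± 5.73 to 36.6 ± 11.1 CPM, close to the threshold (log2 fold change -0.37, standard error 0.14, adjusted p = 0.0494). The *Pdyn* call was lost when any of 9 single embryos was left out (adjusted p up to 0.102), and in 9 other settings: doublets removed (0.101), edgeR's TREAT (0.151), limma-voom with TREAT on embryo sums (0.366) or with libraries as samples (0.150), library size alone (0.0861), neuron-like clusters (0.119), sex as a covariate (0.0514), sums per litter (0.0834) and mixed-type cells removed (0.0578). *Tac2* was at 14.7 ± 6.87 and 10.3 ± 12.0 CPM and did not differ (log2 fold change -0.42, standard error 0.46, adjusted p = 0.545), except with libraries as samples in limma-voom with TREAT (-1.49, adjusted p = 0.0228). In 1 Eed-cKO embryo 86.5% of its UMIs came from 1 cell. *Cartpt* rose from 24.2 ± 7.19 to 54.7 ± 17.0 CPM (log2 fold change 1.18, standard error 0.19, adjusted p = 0.000102) and *Pnoc* from 64.7 ± 12.3 to 111 ± 21.7 CPM (log2 fold change 0.75, standard error 0.12, adjusted p = 6.40e-05).
*Oxt* (chromosome 2, 130576173-130577054), which the text does not name, fell from 79.3 ± 56.5 to 8.74 ± 8.78 CPM (log2 fold change -3.16, edgeR adjusted p = 0.000497). *Pomc* (chromosome 12, 3954951-3960642) rose from 20.4 ± 12.1 to 104 ± 145 CPM (log2 fold change 2.36, standard error 0.62, adjusted p = 0.00685). A neuron-like cluster of 248 mixed-type cells, 241 of them Eed-cKO, had *Cga* and *Pomc* as its leading genes. With these cells removed, an alternative chosen after the data were seen, *Pomc* was still called. *Cga* was also among the leading genes of the unnamed cluster of 60 Eed-cKO cells. The tissue of origin of either cluster was not tested. Neither *Oxt* nor *Pomc* was called by limma-voom with TREAT at 0.18, on embryo sums or with libraries as samples. *Gal* was not called, at 72.5 ± 10.2 and 55.1 ± 17.1 CPM (adjusted p = 0.0533), but passed the threshold in NP-DA cells alone (log2 fold change -0.47, adjusted p = 0.00952). In All-Hypo cells *Gal* was called in 13 other settings (log2 fold changes -0.47 to -0.39), namely with cells of at least 1000 UMIs, DESeq2, doublets removed, filterByExpr, the total-count filter, RLE factors, non-neural cells kept, libraries as samples in edgeR, mixed-type cells removed, and without control embryo 4 or 6 or Eed-cKO embryo 8 or 9. With each embryo left out in turn, 11 to 14 neuropeptide genes were called. The test named in the methods, with libraries as samples, called 7.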

The DE effects on these nine neuropeptide genes were apparent also in the individual gene expression UMAPs and manifested as either an overall change in expression (*Pmch*, *Cartpt*, *Pdyn*, *Pnoc*), the loss of expression in one or several clusters (*Avp*, *Crh*, *Grp*, *Tac2*) or the loss of expression in the one single cluster (*Hcrt*) (Fig. 5D,E; Figs S9 and S10; Table S2). 

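NP-DA cells with UMIs of both *Tac2* and *Pax6* made up 0.598% ± 0.394 of control NP-DA cells (26 cells, n = 6 embryos) and 0.0707% ± 0.112 of Eed-cKO cells (3 cells, n = 9), a difference of -0.527 percentage points (exact permutation test, p = 0.00080, adjusted p = 0.0016). With cells thinned to 4000 UMIs the difference was -0.149 percentage points and was not past the threshold (exact permutation test, p = 0.38). *Pax6* (chromosome 2, 105668900-105697364) was found in 24.2% ± 14.6 of the 113 control cells with *Tac2* and in 4.75% ± 1.00 of control NP-DA cells without it, higher in 6 of 6 embryos (exact permutation test, adjusted p = 0.078). In control non-neural cells *Pax6* was found in 2.34% of cells, against 4.87% of All-Hypo cells.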

For *Tac2*, the affected cluster selectively co-expressed *Pax6* (Figs 4C and 5D-F; Table S6). 

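The level of *Pax6* over all All-Hypo cells was 28.8 ± 12.3 CPM in control (n = 6) and 17.4 ± 9.41 CPM in Eed-cKO (n = 9). Its log2 fold change of -0.68 (standard error 0.27, edgeR adjusted p = 0.0679) was not past the threshold. *Pax6* passed with doublets removed (adjusted p = 0.0222), with libraries as samples in edgeR (0.0130) and with sums per litter (0.0309), where the range over the alternatives without an embryo left out was 0.0130 to 0.272. Without Eed-cKO embryo 8, which was at 39.0 CPM, the log2 fold change was -0.87 and past the threshold, as it was without control embryo 2 (-0.81) or control embryo 6 (-0.80).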

Because the *Tac2-Pax6* cells are lost in *Eed-cKO*, we could not determine the expression of *Pax6* or other genes in the mutant *Tac2-Pax6* cells (Table S6), but *Pax6* was not affected by DE analysis (Table S2). There were also changes apparent in the expression of several other neuropeptide genes based upon the individual UMAPs. However, the scarcity of cells, overall or in specific clusters, resulted in these not being flagged as significantly affected by DE analysis (e.g. *Agrp*, *Ghrh*, *Kiss1*, *Nms*, *Npff*, *Qrfp*, *Vip*) (Figs S9 and S10; Tables S2 and S6).

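In All-Hypo cells, *Agrp* fell from 26.4 ± 10.7 CPM in control (n = 6) to 10.1 ± 10.4 in Eed-cKO (n = 9), a log2 fold change of -1.32 (standard error 0.46, edgeR adjusted p = 0.0389). It was lost with any of 7 single embryos left out (adjusted p up to 0.0982), and the opposite-strand gene *Ctcf* overlaps it in the annotation. *Ghrh* (chromosome 2, 157329497-157347506) fell from 25.8 ± 29.4 to 7.28 ± 5.34 CPM (log2 fold change -1.69, standard error 0.52, adjusted p = 0.0196). This rests on 1 embryo: without control embryo 5 the log2 fold change was -0.91 (adjusted p = 0.133). *Kiss1* rose from 4.34 ± 2.61 to 10.7 ± 7.71 CPM (log2 fold change 1.38, standard error 0.43, adjusted p = 0.0197). *Vip* (chromosome 10, 5639218-5647617) fell from 4.64 ± 2.28 to 2.02 ± 1.31 CPM (log2 fold change -1.41, standard error 0.40, adjusted p = 0.0120), while its share of cells went the other way (0.309% and 0.627%), so no order was read from the share. *Npff* was at 5.19 ± 2.11 and 3.70 ± 1.41 CPM (log2 fold change -0.44, standard error 0.26, adjusted p = 0.215). *Nms* (chromosome 1, 38939149-38950276) and *Qrfp* (chromosome 2, 31806166-31810580) were under the median filter, and with the total-count filter neither differed (log2 fold changes 0.75 and -1.22, adjusted p = 0.197 and 0.339). Under limma-voom with TREAT at 0.18 and libraries as samples, none of *Agrp*, *Ghrh* and *Kiss1* was called (adjusted p = 0.105, 0.131 and 0.249). *Agrp* was not called by DESeq2 (0.155) or edgeR with TREAT (0.0666) either, *Ghrh* with doublets removed (0.108), sex as a covariate (0.0867) or limma-voom with TREAT on embryo sums (0.294), and *Kiss1* by DESeq2 (0.0541), limma-voom with TREAT on embryo sums (0.141) or with non-neural cells kept (0.0512). *Npff* passed the threshold only with libraries as samples in edgeR (adjusted p = 0.0295).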

Next, we probed the effects upon some of the strongly affected neuropeptide genes by immunostaining. The UMAP analysis revealed several *Avp*-expressing clusters, one of which was absent in *Eed-cKO* mutants (Fig. S11H,I). Immunostaining and *in situ* hybridization of control at E18.5 revealed two cell groups, one dorsal and one ventral (Fig. S11A-D). In *Eed-cKO* mutants, as anticipated from the UMAP analysis, the generation of Avp neurons was still evident. However, the ventral group was broken up into several subgroups (Fig. S11E-G).

*Eed-cKO* mutants displayed a near complete loss of cells highly expressing *Hcrt* in the UMAP and reduced expression levels (Figs 4A-D, 5E,F, 6G,H; Tables S2 and S6). This observation was confirmed by immunostaining (Fig. 6A-F). 

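*Hcrt* (chromosome 11, 100761069-100762931, minus strand) was found in 59 control NP-DA cells with 943 UMIs and in 29 Eed-cKO cells with 31 UMIs. In control, 436 UMIs (46.2%) came from 1 cell, 45 cells had 1 UMI, and 6 cells had 3 or more. In Eed-cKO no cell had more than 2 UMIs. Cells with 3 or more UMIs were thus 0.0877% of control All-Hypo cells (6 of 6844, exact 95% binomial interval 0.0322% to 0.191%) and 0 of 6456 in Eed-cKO, which allows up to 0.0465%, and none were found among non-neural cells. Cells with at least 1 UMI made up 1.26% ± 0.311 of control NP-DA cells (n = 6) and 0.594% ± 0.317 of Eed-cKO NP-DA cells (n = 9; exact permutation test, p = 0.0014, adjusted p = 0.0019). In control non-neural cells, *Hcrt* UMIs were found in 0.877% (3 of 342), against 0.862% of control All-Hypo cells. *Hcrt-Pdyn* cells, with UMIs of both genes, made up 0.383% ± 0.294 and 0.0807% ± 0.195 of NP-DA cells (exact permutation test, p = 0.0184, n = 6 and 9). That difference of -0.302 percentage points rests on 1 embryo, since without control embryo 6 it was -0.194 (exact permutation test, p = 0.053). In NP-DA cells the level of *Hcrt* fell from 28.1 ± 45.3 to 1.14 ± 0.753 CPM (log2 fold change -4.63, standard error 0.88, edgeR adjusted p = 0.000469), and it was not called by limma-voom with TREAT at 0.18 on embryo sums (-2.99, adjusted p = 0.116). The paper states that dopaminergic, Hcrt and *Tac2-Pax6* neurons are particularly sensitive to losing PRC2 activity.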

Previous studies have identified several TFs that are involved in Hcrt cell specification, including Dbx1, Ebf2 and Lhx9 (Dalal et al., 2013; De La Herran-Arita et al., 2011; Liu et al., 2015; Sokolowski et al., 2015), and in control *Hcrt* cells, *Lhx9* is differentially expressed in *Hcrt* cells when compared with other NP-DA clusters (Table S6). 

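Among the 59 control NP-DA cells with a UMI of *Hcrt*, 12 had a UMI of *Lhx9* (chromosome 1, 138825186-138848577). By embryo, *Lhx9* was found in 19.3% ± 10.6 of cells with *Hcrt* and in 6.31% ± 3.51 of cells without it, higher in 5 of 6 embryos (exact sign-flip permutation test, p = 0.0625, n = 6, adjusted p = 0.078).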

Because the *Hcrt* cells are largely lost in *Eed-cKO*, we could not determine the expression of *Dbx1*, *Ebf2* or *Lhx9* in Hcrt cells in the mutant (Table S5). However, DE analysis of All-Hypo cells revealed that *Ebf2* was downregulated in *Eed-cKO* (Table S2). 

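*Ebf2* (chromosome 14, 67233292-67430918) fell from 31.7 ± 8.26 CPM in control All-Hypo cells (n = 6) to 18.46 ± 7.44 CPM in Eed-cKO (n = 9), a log2 fold change of -0.84 (standard error 0.21, edgeR adjusted p = 0.00484). It was called in 17 of 17 alternative settings, and with each embryo left out in turn the log2 fold change stayed between -1.01 and -0.72. *Dbx1* (chromosome 7, 49631499-49636849) was at 1.99 ± 1.54 and 3.36 ± 1.41 CPM (log2 fold change 0.78, standard error 0.40, adjusted p = 0.156). *Lhx9* was at 39.2 ± 23.7 and 24.0 ± 25.2 CPM (log2 fold change -0.80, standard error 0.45, adjusted p = 0.197). *Lhx9* was called with libraries as samples in edgeR (adjusted p = 0.00991). Its change by embryo depends on 1 of them: Eed-cKO embryo 8 was at 90.3 CPM, and without it the log2 fold change was -1.39 (adjusted p = 0.00435). *Dbx1* passed the threshold only without control embryo 2 (1.17, adjusted p = 0.0415).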

Despite the gradual loss of H3K27me3, we did not observe any apparent correlation between the specific NP-DA cells affected and the onset of their marker genes (Table S7).

**Fig. 6.**
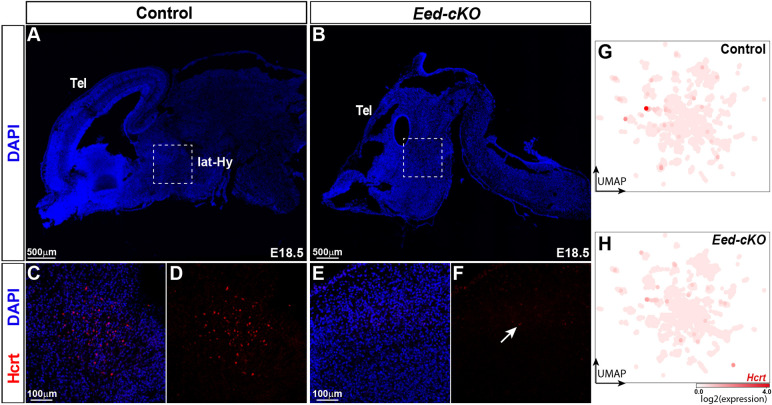
***Eed* is crucial for Hcrt neurons.** (A,B) Staining for DAPI in sagittal sections of E18.5 control and *Eed-cKO* mutant brains. Dashed boxed areas delineate the lateral hypothalamus (lat-Hy). (C-F) Magnifications of boxed areas in A and B showing staining for DAPI and Hcrt in the lateral hypothalamus in control (C,D) and *Eed-cKO* (E,F) embryos. A cluster of Hcrt cells is present in the control, whereas *Eed-cKO* mutants only show occasional weakly expressing cells. (G,H) UMAP embedding of E18.5 hypothalamic scRNA-seq NP-DA cells, with each cell coloured according to the expression level of *Hcrt* in control and *Eed-cKO*.

### scRNA-seq at earlier stages reveals reduction of *Lhx9*-expressing progenitor cells in *Eed* mutants

To better understand the origins of the main phenotypes observed at E18.5 we conducted scRNA-seq analysis of control and *Eed-cKO* at earlier stages; E13.5 and E15.5. We dissected the hypothalamus from 18 control (*Eed^fl/fl^*) and 19 *Eed-cKO* embryos (eight female and ten male embryos for control; ten female and nine male embryos for *Eed-cKO*). Cells were dissociated and 120 samples were sequenced on the Illumina/Bio-Rad ddSEQ platform (22 female and 27 male samples for control; 36 female and 35 male samples for *Eed-cKO*), which yielded a total of 51,540 high-quality cells. Following the same biological filtering process as for E18.5, we yielded a total of 50,469 hypothalamic neural cells (All-Hypo); 20,959 cells from control and 29,510 cells from *Eed-cKO* embryos (Fig. S12A-D).

We first addressed the development of Glut, GABA and Glut/GABA cells. Similar to what was observed at E18.5, we noted significantly higher numbers of Glut/GABA cells in *Eed-cKO* mutants at E13.5 and E15.5 (Fig. 7A-C,E-G; Table S9). 

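For the E18.5 cells, doublets (droplets with more than 1 cell) were scored with Scrublet, and the 6% of cells with the highest score in each library, 848 cells in all, were removed. This left 6423 control and 6069 Eed-cKO All-Hypo cells. The difference in the Glut/GABA share was then 12.4 percentage points (exact permutation test, n = 6 control and 9 Eed-cKO embryos). The cells of the other stages were not analysed here.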

Filtering out potential doublet cells still yielded the significant increase in Glut/GABA cells at E13.5, E15.5 and E18.5 (Fig. S13; Table S10). Again, gene expression analysis revealed ectopic expression of the GABA neuron determinants *Tfap2a/b*, *Pax2*, *Pax8* and *Lhx5* (Fig. 7D,H; Fig. S12E; Table S2).

**Fig. 7.**
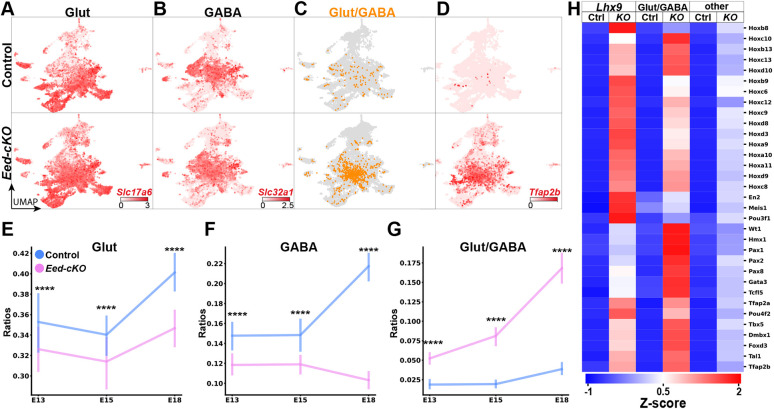
**Developmental onset of Glut/GABA co-expression.** (A-D) UMAP embedding of hypothalamic cells from E13.5, E15.5 and E18.5, depicting expression of *Slc17a6* (A), *Slc32a1* (B) and *Tfap2b* (D). Glut/GABA co-expression (C) and *Tfap2b* expression is limited in control but increases in *Eed-cKO* mutants. (E-G) Quantification of Glut-, GABA- and Glut/GABA-expressing cells at developmental time points (see Tables S9 and S10 for analysis). In *Eed-cKO*, Glut/GABA cells increase at the expense of both Glut and GABA cells. (H) Expression analysis of *Lhx9* cells, Glut/GABA cells and ‘other’ cells, at E13.5-E18.5. In *Eed-cKO*, *Lhx9* and Glut/GABA cells show ectopic expression of many developmental TFs, and display upregulation to a greater extent than all ‘other’ cells.

As outlined above, we noted an increase in tanycytes (*Rax*) and ependymal cells (*Foxj1*) at E18.5. In an attempt to delineate the origin of these effects, we leaned against recent developmental trajectory analysis of tanycytes and ependymal cells (Kim et al., 2020). However, although we observed an increase in both cell types at all three developmental stages in *Eed-cKO*, analysis of their developmental trajectory and gene expression profiles did not reveal any apparent aberrancies when examining the expression of previously identified lineage genes (Fig. S14A-D).

With regards to DE including the greater number of samples and earlier time points, we observed that almost all of both up- and downregulated genes were previously identified from the E18 DE analysis (Fig. S4E,F). Furthermore, testing for a time-specific effect of *Eed-cKO* identified very few DE genes (total 35), indicating very weak temporal changes in the effect of *Eed-cKO* across the time points sampled (Fig. S4G).

With the increased number of samples, we also decided to probe for sex differences in both control and *Eed-cKO*. Sexual dimorphism was evident in the control by DE of 13 genes (nine upregulated in females; four upregulated in males), including some well-known dimorphic genes such as *Xist* (up in females) and *Kdm5d* (up in males) (Fig. S4H; Table S2). In *Eed-cKO*, no sex-specific effect of the mutant was observed, indicating the same DE in the control between sexes was still present (Fig. S4I; Table S2).

Next, we focused on the three restricted neuronal cell types affected at E18.5. Regarding, the DA cells (*Th*-*Ddc*-*Slc6a3*), in control we observed one main cluster of *Th*-*Ddc*-*Slc6a3*-expressing cells (Fig. S15A). In *Eed-cKO* mutants, this cluster was present at E13.5 and E15.5, but significantly reduced at E18.5 (Fig. S15A-C). Hence, in *Eed-cKO* mutants DA neurons appear to initially be generated and/or specified but lost at later stages.

For *Tac2*, control embryos displayed several clusters of cells, one of which was absent in *Eed-cKO* across all stages (Fig. S16E,F). This cluster also expressed *Pax6*, which appeared to be downregulated in this branch in mutants (Fig. S16E,F). These findings indicate that *Tac2-Pax6* cells are never generated and/or specified in the mutants.

For *Hcrt*, a single cluster was evident in control also at the earlier embryonic stages, and this cluster was absent in *Eed-cKO* mutants (Fig. S16A). This indicates that *Hcrt* cells are never generated and/or specified in the mutants. Because Lhx9 is one of the few known TFs involved in *Hcrt* cell specification, we examined *Lhx9* expression in the temporal UMAP space. This revealed a specific Hes5−, Sox2+, Lhx9+ progenitor population that displayed loss/reduction in cell numbers *Eed-cKO* (Fig. S16B-D). Gene expression analysis of the *Lhx9* group of cells between control and *Eed-cKO*, as well as against all mutant cells (Table S11), revealed significant upregulation of many developmental regulators in the *Lhx9* population, including 29/39 of the Hox transcription factors (Fig. 7H; Table S11). We observed significantly greater ectopic expression of developmental regulators in both the *Lhx9* and Glut/GABA cells compared with all other cells (Fig. 7H; Table S11), revealing that these two cell populations were particularly affected.

Therefore, the major phenotypes observed in *Eed-cKO* at E18.5, the increase in the proportion of Glut/GABA co-expressing cells, as well as the loss/reduction of *Hcrt* and *Tac2-Pax6* cells were also apparent at earlier stages. In contrast, the loss/reduction of DA neurons appears to play out at later embryonic stages.

## DISCUSSION

### Gradual loss of H3K27me3 in *Eed* mutants

Epigenomic methylation marks are generally viewed as stable over time. However, they are subjected to two main removal cues: demethylation and replication-mediated dilution. How do these removal dynamics fit with the observed gradual reduction of H3K27me3 in *Eed-cKO*?

Demethylation of H3K27me3 is chiefly mediated by *Kdm6a* (*Utx*) and *Kdm6b* (*JMJD3*) (Arcipowski et al., 2016). However, although mutation of *Kdm6a* and/or *Kdm6b*, in mouse or embryonic stem cells, did result in elevated H3K27me3 levels at specific loci, there was no global increase in H3K27me3 levels (Burgold et al., 2008; Park et al., 2014; Tang et al., 2020; Wijayatunge et al., 2018). Similarly, in *Drosophila*, *Utx* mutation did not alter the dynamics of H3K27me3 reduction at a specific target locus in the developing wing disc (Laprell et al., 2017). Therefore, although demethylation mediated by Kdm6a/b modulates H3K27me3 levels, it does not appear to play an instrumental role in counteracting PRC2 activity at all target loci.

By contrast, DNA replication can efficiently reduce the levels of the H3K27me3 mark by H3 dilution, as new nucleosomes form post replication. Studies in *Drosophila* have found that removal of a Polycomb Response Element (PRE) at a target locus resulted in the gradual reduction of H3K27me3, with some 50% reduction per cell cycle, and loss of transcriptional repression after only one cell cycle (Coleman and Struhl, 2017; Laprell et al., 2017). Similarly, studies of the mouse intestine have revealed that loss of PRC2 activity (by *Eed* or *Ezh2* mutation) resulted in the gradual loss of H3K27me3 levels, also with an estimated 50% reduction per cell cycle (Jadhav et al., 2020).

To circumvent early embryonic lethality we inactivated *Eed* using the early neuroectodermal Cre deleter, *Sox1-Cre* (active at E8.5) (Takashima et al., 2007). This resulted in a gradual loss of the H3K27me3 mark in the *Eed-cKO* mutants, with reduction in immunostaining at E10.5 and complete loss at E11.5, in the telencephalon, spinal cord and hypothalamus (Yaghmaeian Salmani et al., 2018). We envision that some of the delay in H3K27me3 reduction results from the delay in deletion of both gene copies, as well as the degradation of wild-type *Eed* mRNA and Eed protein, the latter of which may be especially slow for Eed protein that is associated with the PRC2 complex. In addition, a major part of the gradual reduction of H3K27me3 levels is likely connected to proliferation dynamics. Progenitor cycling speeds have not been mapped in the early mouse hypothalamus, but studies of the E11 mouse telencephalon has revealed neuroepithelial progenitor cell cycle speeds of 8-10 h (Caviness et al., 1995; Takahashi et al., 1995). Considering these studies, the gradual loss of the H3K27me3 mark in *Eed-cKO* mutants, being reduced at E10.5 and lost at E11.5, i.e. 2-3 days and hence some six to nine cell divisions after *Eed* inactivation at E8.5, is consistent with a replication-mediated dilution of modified H3 histones.

Logically, our GO analysis of *Eed-cKO* mutants revealed an enrichment the H3K27me3 mark on differentially expressed genes. However, there was also an enrichment of the activating mark H3K4me1/3. This is in line with the notion that developmental genes, in particular TF genes, often display both of these marks, the so called bivalent status (Blanco et al., 2020; Sun et al., 2021).

### Reduced proliferation in *Eed-cKO* mutants

Previous studies of *Eed-cKO* mutants revealed reduced proliferation in the telencephalon (Telley et al., 2019; Yaghmaeian Salmani et al., 2018), which was accompanied by increased expression of the Cip/Kip cell cycle inhibitors *Cdkn1a* and *Cdkn1c* (Yaghmaeian Salmani et al., 2018). Here, we observed reduced proliferation also in the hypothalamus, upregulation of *Cdkn1c*, as well as of three of the four members of the INK4 family of cell cycle inhibitors, *Cdkn2a*, *Cdkn2b* and *Cdkn2c*, in the E18.5 scRNA-seq data. It is likely that the upregulation of many of the Cip/Kip and INK4 cell cycle inhibitor genes is a major reason for the reduced proliferation in *Eed-cKO* mutants.

The reduced proliferation in the hypothalamus begs the question of which cells are not being generated. Recent scRNA-seq analysis of the developing hypothalamus has revealed that neurons are generally born earlier than other cell types, appearing at E10 onward, and that glia, ependymal cells and tanycytes appear from E16 onward (Kim et al., 2020; Romanov et al., 2020; Zhang et al., 2021b). Our UMAP embedding of the All-Hypo cells did not reveal striking loss of any major cell type, i.e. GABAergic neurons, glutamatergic neurons, astrocytes, oligodendrocytes, ependymal cells and tanycytes. However, we observed an increase in Glut/GABA co-expressing cells. Single expressing Glut and GABA cells, as well as Glut/GABA co-expressing cells, are born early during hypothalamic development, but are also added throughout embryogenesis (Kim et al., 2020; Romanov et al., 2020; Zhang et al., 2021b). Against this backdrop, it is not apparent whether/how the reduced proliferation observed in *Eed-cKO* mutants could act to increase the number of Glut/GABA co-expressing cells.

Regarding NP-DA subtypes, although the actual birthdate for most hypothalamic neuronal subtypes has not been determined, the onset of NP-DA marker expression has been analyzed in most cases (Table S7). Assuming a gradual loss of the H3K27me3 mark, a logical effect would be the loss of late-expressing NP-DA markers, indicating a failure to generate late-born neurons. However, the subtypes affected do not apparently link to marker gene expression onset, with genes activated both early (E11.5) and late (E15.5) being affected or, alternatively, unaffected (Table S7). Hence, the differential effects upon discrete cell subtypes are not readily explained by differential birth dates.

Previous analysis in the telencephalon revealed that *Eed-cKO* mutation primarily affected the proliferation of daughter cells, as opposed to progenitor cells (Yaghmaeian Salmani et al., 2018). Recent studies, including genetic lineage tracing, have revealed a complex repertoire of progenitor and proliferative daughter cells in both the mouse and human hypothalamus, which in many aspects are similar to the developing telencephalon (Zhang et al., 2021b; Zhou et al., 2020). It is tempting to speculate that the selective effects of *Eed-cKO* upon cellular subtypes born both early and late may relate to the lineage topology of different hypothalamic lineages, an issue of which we still know very little.

### *Eed-cKO* triggers posteriorization of the brain

A well-conserved role of PRC2 in bilaterians is to confine Hox homeotic gene expression to the posterior CNS (Isono et al., 2005; Li et al., 2011; Struhl, 1983; Struhl and Akam, 1985; Suzuki et al., 2002; Wang et al., 2002; Yaghmaeian Salmani et al., 2018). Our previous studies of *Eed-cKO* mutants confirmed this role for PRC2, and we observed ectopic expression of all 39 Hox homeotic genes in the E15.5 mouse forebrain, as revealed by bulk RNA-seq (Yaghmaeian Salmani et al., 2018). We also observed several other posteriorly expressed TFs being ectopically expressed in the forebrain. Here, using scRNA-seq, we found similar effects in the developing hypothalamus. A growing body of work is pointing to the role of Hox genes in regulating cell cycle genes and repressing proliferation (Economides et al., 2003; Monedero Cobeta et al., 2017; Yaghmaeian Salmani et al., 2018). Strikingly, in *Drosophila*, simultaneous removal of Hox genes can rescue reduced proliferation in *esc* mutants (the *Drosophila* orthologue of *Eed*) (Bahrampour et al., 2019). These studies indicate that the reduced hypothalamic proliferation observed in *Eed-cKO* may be a direct result of the posteriorization of the entire fore- and midbrain, and the ectopic expression of posterior Hox homeotic genes.

### Selective involvement of *Eed* upon hypothalamic cell fates

In *Eed-cKO* mutants, despite the reduced proliferation and upregulation of many posteriorly expressed developmental regulators, we observed that most neural subtypes were still generated. One possible explanation for the limited effects observed may be that *Eed-cKO* results in the loss of H3K27me3 after the time that many important developmental decisions, i.e. patterning of the hypothalamic progenitor region, have already played out between E8 and E11 (Alvarez-Bolado, 2019; Bedont et al., 2015; Blackshaw et al., 2010; Burbridge et al., 2016; Ferran et al., 2015; Puelles and Rubenstein, 2015; Xie and Dorsky, 2017). Nevertheless, major aspects of neurogenesis and cell specification do occur after E11.5, and although there is extensive mis-regulation of many genes it is surprising that H3K27me3 is apparently not crucial for many of the genetic cascades that govern cell fate.

Although many aspects of hypothalamic development appeared to be unperturbed, we did observe an increase the proportion of Glut/GABA co-expressing cells, apparent at all stages analyzed. Interestingly, we observed upregulation/ectopic expression of the cerebellar/spinal cord GABA cell fate determinants *Tfap2a*, *Tfap2b*, *Pax2*, *Pax8* and *Lhx5* (Cheng et al., 2004; Pillai et al., 2007; Zainolabidin et al., 2017), and their expression showed extensive overlap with Glut/GABA co-expressing cells. This raises the possibility that upregulation/ectopic expression of these GABA determinants may underlie the increase in Glut/GABA co-expressing cells, although it is unclear why these changes in TF expression would not extinguish the Glut fate.

In addition, *Eed-cKO* mutants also displayed the reduction/loss of DA, Hcrt and Tac2-Pax6 cells. Although the absence of these cells in *Eed-cKO* mutants hindered detailed analysis of the underpinnings of these phenotypes, we observed that two of the three known regulators of hypothalamic DA cells, *Dlx1* and *Arnt2*, were downregulated. Similarly, we observed downregulation of one of the three known regulators of *Hcrt* cells, *Ebf2*. Downregulation of these TFs may explain the absence of DA and Hcrt cells. Indeed, analysis of earlier stages revealed that a subset of *Lhx9*-positive progenitors (Sox2+, Hes5−) are missing in the mutant. Specification of the different *Tac2* neuronal subtypes has not been previously addressed, and hence the underpinning of this phenotype is currently unclear.

Are there any commonalities between DA, Hcrt and Tac2-Pax6 neurons that could explain the absence of these three cell types? The specific progenitor region of origin for the different hypothalamic DA neuron subtypes (A11, A12, A14, A15), Hcrt or Tac2-Pax6 neurons is not clear, but their final cell body locations (DA neurons medial, Hcrt neurons lateral and Tac2 neurons in several regions) argue against a common origin. Similarly, the non-overlapping sets of upstream regulators, Dlx1, Otp, Sim1, Satb2 and Arnt2 for DA neurons (Biran et al., 2015; Orquera et al., 2016; Yee et al., 2009; Zhang et al., 2021a), and Dbx1, Ebf2 and Lhx9 for Hcrt neurons (Dalal et al., 2013; De La Herran-Arita et al., 2011; Liu et al., 2015; Sokolowski et al., 2015), also argue against a common origin, as well as against a common genetic pathway. Interestingly, knockout of the H3K4-methyltransferase *Mll4* (*Kmt2d*) gene in the developing hypothalamic arcuate nucleus also resulted in highly selective effects on neuronal subtype specification (Huisman et al., 2021).

### Implications for sensitivity to aberrant PRC2 activity in humans

A growing body of work points to the role of epigenetics in gating entry into puberty, in particular with respect to controlling the expression of neuropeptide genes involved in triggering puberty, such as *Kiss1* and *Tac2* (*Tac3*) (Aylwin et al., 2019; Shalev and Melamed, 2020). This pertains specifically to the PRC2 complex, which plays a major role in gating the elevated expression of the *Kiss1* and *Tac2* genes necessary for puberty. Analysis of several PRC2 genes revealed that *Eed* gene expression is downregulated in the hypothalamus pre-puberty, followed by *Kiss1* and *Tac2* upregulation. Strikingly, overexpression of *Eed* resulted in repression of *Kiss1* gene expression and an inhibition/delay of puberty (Lomniczi et al., 2013). We did not, however, observe any upregulation of *Kiss1* or *Tac2* in our *Eed-cKO* scRNA-seq data (Table S2), but rather the loss of a distinct cluster of *Tac2*-expressing cells. These findings indicate that the epigenomic profile of the *Kiss1* and *Tac2* promoters and their sensitivity to PRC2 may change from embryogenesis to early adult life, and from ‘baseline’ to elevated levels of expression.

Finally, in humans, extensive genome and exome sequencing indicates that all major PRC2 components, including *EED*, *EZH2* and *SUZ12* are haploinsufficient (Karczewski et al., 2020). In line with this, a group of related human developmental overgrowth syndromes, including the Weaver, Weaver-like, Cohen-Gibson, and Overgrowth and Intellectual Disability syndromes, appear to be caused by heterozygous mutations in *EED*, *EZH2* or *SUZ12* (reviewed by Burkardt et al., 2019; Cyrus et al., 2019). These syndromes manifest with peripheral overgrowth, as well as neurological defects and intellectual disability. Our finding of a particular sensitivity of DA, Hcrt and Tac2-Pax6 neurons to loss of PRC2 activity may suggest that behaviours related to these hypothalamic cell types may be important to assess in the human PRC2 syndromes. Moreover, the strong links between PRC2 and CNS proliferation, the haploinsufficiency of PRC2 complex genes, and the involvement of PRC2 in overgrowth and intellectual disability syndromes, may have bearing upon adult neurogenesis in the hypothalamus (reviewed by Cheng, 2013; Yoo and Blackshaw, 2018).

## MATERIALS AND METHODS

### Mouse stocks

The *Eed^fl/fl^* allele has exons 3-6 flanked by *loxP* sites (Xie et al., 2014), and was obtained from the Jackson Laboratory Stock Center (stock number 022727). The *Sox1-Cre* line (Takashima et al., 2007) was provided by Jose Dias and Johan Ericson (Karolinska Institute, Stockholm, Sweden). Stocks were maintained on a *B6:129S1* mixed background. Mice were maintained at Linkoping University animal facility, in accordance with best practices. All mouse procedures were approved by the regional animal ethics committee Linkopings djurforsoksetiska namnd (Dnr 69-14). The morning of the vaginal plug was set as 0.5 days post coitum, i.e. E0.5. Pregnant females were sacrificed, and embryos dissected at E12.5, E13.5, E15.5, E16.5 and E18.5. Primers for genotyping were: *Cre1*: GCGGTCTGGCAGTAAAAACTATC; *Cre2*: GTGAAACAGCATTGCTGTCACTT; *Eed1*: GGGACGTGCTGACATTTTCT; *Eed2*: CTTGGGTGGTTTGGCTAAGA; male/female primers (Clapcote and Roder, 2005) forward: CTGAAGCTTTTGGCTTTGAG; reverse: CCACTGCCAAATTCTTTGG.

### Immunohistochemistry

Mouse embryos were dissected to extract the brains, which were fixed in 4% paraformaldehyde (PFA) at 4°C for 18-36 h and kept in 30% sucrose at 4°C until saturated, upon which they were frozen in OCT Tissue Tek (Sakura Finetek) and stored at −80°C. Cryosections (30 µm) were treated with 4% PFA for 15 min at room temperature, blocked and processed with primary antibodies in PBS with 0.2% Triton X-100 and 4% horse serum overnight at 4°C. Secondary antibodies, conjugated with AMCA, FITC, Rhodamine-RedX, Cy5 (Jackson ImmunoResearch), or AFD555, AF568 or AF647 (Thermo Fisher Scientific) were used at 1:200. Slides were mounted in Vectashield (Vector Laboratories). DAPI was included in the secondary antibody solution. Primary antibodies used were: goat anti-Sox2 (1:250, SC-17320, Santa Cruz Biotechnology); rabbit anti-H3K27me3 (1:500, 9733, Cell Signaling Technology); rat anti-PH3-Ser28 (1:1000; ab10543, Abcam); rabbit anti-Pax2 (1:100, ab232460, Abcam), rabbit anti-TFAP2b (1:100, #ab221094, Abcam), rabbit anti-Orexin A (Hcrt) (1:1000, ab6214, Abcam), rabbit anti-Avp (1:500, #ab213708, Abcam).

### Confocal imaging and data acquisition

Fluorescent images were obtained with Zeiss LSM700 or Zeiss LSM800 confocal microscopes. Confocal stacks were merged using Fiji software (Schindelin et al., 2012). Compilation of images and graphs was carried out using Adobe Illustrator.

### Quantification of proliferation

On confocal images of sagittal sections, a 400 µm wide (segmented line) selection was made along the rim of the hypothalamic tissue using ImageJ (Fiji) software. This selection was straightened. A second subselection of 1000 µm in length of the straightened tissue was made. The final tissue selection analyzed was 400×1000 µm. PH3, DAPI and Sox2 staining were quantified using Fiji software (Schindelin et al., 2012, 2015). Then 3D reconstruction and volume quantification of DAPI and Sox2 signals were achieved using the 3DViewer Fiji plugin (Schmid et al., 2010) in the selected regions, considering the anatomical features and excluding non-CNS tissue. Mitotic cells (PH3+) were counted in the selected region. Proliferation analyses are presented as ratios of mitotic cells to DAPI or Sox2 calculated volumes within the selected regions. ImageJ (Fiji) thresholding methods (functions) ‘Huang’ & ‘Moments’ were used to remove background/noise from signal in volumetrics analysis of Sox2 and DAPI, respectively. For mitotic analyses, unpaired two-tailed Student's *t*-test was performed (*P≤0.05, **P≤0.01 or ***P≤0.001). Microsoft Excel 2010 and GraphPad Prism 8.3.0 were used for statistical analyses, data compilation and graphical representation. See Table S8 for further details.

### scRNA-seq

#### Data generation

E12.5, E13.5, E15.5, E16.5 and E18.5 embryos (control: E12.5, E13.5, E15.5, E16.5 and E18.5; *Eed-cKO*: E13.5, E15.5 and E18.5) embryos were harvested and genotyped. The hypothalamus was dissected out in ice-cold RPMI-1640 medium (11530586, Thermo Fisher Scientific). The dissected hypothalami were further divided into 2-4 pieces before cell dissociation for single cell isolation using Papain Dissociation System (LK003150, Worthington Biochemical Corporation). The tissues were incubated with papain solution at 37°C for 60 min, under slow shaking (80 rpm). Isolated single cells were re-suspended in ice-cold 1×PBS, 0.1% bovine serum albumin, to a final concentration of 2500 cells/μl (±10%). Cells were checked for viability using a Bio-Rad TC10 automated cell counter. Single cells and barcode beads were encapsulated into droplets using Bio-Rad ddSEQ Single-Cell Isolator for cell lysis and barcoding (12004336). Subsequently, RNA-seq libraries were generated using SureCell WTA 3′ Library Prep Kit for the ddSEQ System (six cartridge version, 20014280, Illumina). Libraries were assessed for quality, using 1 µl of undiluted cDNA, on an Agilent Technology 2100 Bioanalyzer, using an Agilent High Sensitivity DNA chip (5067-4626) to determine fragment size and yield. Samples were stored at −20°C until sequencing. Libraries were normalized and sequenced in pools of four, whereby libraries prepared on the same ddSEQ cartridge were balanced between different library pools to control for batch effects. The libraries were sequenced on an Illumina NextSeq500 system, using NextSeq 500/550 High Output Kit v2.5 (150 cycles; 20024907), paired-end read type and Single-Index. This platform does not have physically separate sequencing lanes, and thus pooled samples were sequenced over all four lanes of the NextSeq flow cell. The scRNA-seq fastq files were generated using the Illumina Base Space application *FASTQ Generation* v1.0.0. The scRNA-seq fastq files are available at GEO (GSE154995 for E18.5 and GSE167921 for other stages). Labels and UMAP coordinates of individual cells shown throughout are provided in Table S12.

#### Cell count matrix generation and quality control

Cell UMI counts were generated using the Illumina Base Space application SureCell RNA Single-Cell v1.2.0, which uses STAR (v2.5.2b) to align the cDNA reads to the mm10 genome (the second read mate, R2) and samtools (v1.3) to append cell barcodes to aligned reads (derived from the first read mate, R1). The generated counts for each sequencing run in each sample were concatenated into a single count matrix. For technical quality control, cells with less than 600 UMIs, less than 1.2 UMIs/expressed gene and less than 300 genes expressed were removed (Figs S3 and S12).

We then performed biological filtering to remove cells which do not develop within the hypothalamus. For these steps, we used ∼500,000 reference single cell expression profiles with cell type labels (TaxonomyRank4 labels) from the mouse nervous system (http://mousebrain.org/downloads.html) (Zeisel et al., 2015), in combination with scmapCluster from scmap v1.4.1, to obtain initial cell type labels. Cells that do not develop within the hypothalamus were filtered, which included vasculature and immuno-related cell types (vascular endothelial, vascular/leptomeningial, pericytes, microglia). Normalisation was performed using scanpy v1.8.1 by converting counts to log-counts-per-million (CPM) values after filtering for genes expressed in fewer than three cells.

#### Dimensionality reduction

The main goal of our dimensionality reduction procedure was to capture a joint space of the control and *Eed-cKO* cells that would allow direct comparison of cellular diversity. Toward this end, we used principal components analysis (PCA) for initial dimensionality reduction. PCA requires the input data to be mean-centred and variance-normalised per gene. To satisfy these requirements, we mean-centred and scaled to unit variance our normalised gene expression matrix using the scale function in scikit-learn v0.21.3 before any PCA transformation. Importantly, we then derived the PCA transformation on the control cells alone, and then applied the same transformation on the *Eed-cKO* cells. This ensured that our dimensionality reduction captured the main dimensions of variation in the control cells and not sources of variation due to the *Eed-cKO* treatment, therefore allowing a direct comparison between these two conditions without complicated batch correction techniques. The PCA spaces of the two sets of cells were then concatenated, and UMAP was performed on this joint space using umap-learn v0.3.8. The genes used for each PCA before UMAP embedding are provided in Table S1; these were selected depending on the set of cells analyzed, as detailed below.

#### Gene selection

To prioritise the biological variation, we were interested in – primarily neurotransmitter, neuropeptidergic and DA-ergic diversity – we curated lists of marker genes for such populations. To counteract technical noise from using few genes we selected additional genes based on their correlation with these marker genes (as detailed for the specific analyses below). This approach was inspired by the method Garnett, which performs similar analyses for cell type prediction (Pliner et al., 2019). As evidenced by our resulting clustering and UMAP embeddings, this approach successfully allowed us to analyse hypothalamic cellular diversity in our control and *Eed-cKO* mice.

#### E18.5 all-hypo cells analysis

To investigate the effect of *Eed-cKO* on broad hypothalamic cell types, we compiled a list of marker genes for neurons (GABAergic, glutamatergic) and glia (oligodendrocytes, astrocytes, tanycytes, ependymal cells). These are provided in Table S1. We subsequently labelled cells according to their type based on which marker gene they expressed the most highly. Cells not found to express any of these marker genes but expressing NP-DA markers were labelled as ‘other-neuron’. Cells not expressing any differentiated cell type marker were considered to be un-labelled.

We then selected additional genes which would maximally separate our cell type labels using normalised mutual information (NMI; scikit-learn v0.21.3), a measure of correlation between discretely labelled data. To obtain discrete labels for gene expression, we classified genes as ‘on’ (counts>0), or ‘off’ (counts=0). We then selected the top 300 genes with the highest NMI (see Table S1) between the binary expression of that gene and the cell type labels. Using these marker genes, the dimensionality reduction procedure was performed as detailed above using scanpy v1.8.1 default parameters for UMAP.

#### E18.5 NP-DA cells analysis

Cells were considered NP-DA if they expressed any neuropeptidergic or DA-ergic marker genes compiled from the literature (Table S1). Hypothalamic NP-DA cells were isolated from the rest of the cells before application of dimensionality reduction (detailed above) based on the NP-DA marker genes, along with an additional 93 genes that had the highest Pearson correlation coefficient with at least one of the marker genes. The UMAP was performed based on the top 60 principal components using 20 nearest neighbours, a minimum distance of 0.01, a spread of 3, and the Manhattan distance metric.

#### E18.5 NP-DA cell clustering and cluster differential gene expression

Within the UMAP space containing both the control and *Eed-cKO* NP-DA cells, a nearest neighbour graph was constructed using the kneighbours_graph function in sklearn, with four neighbours and the Euclidean distance measure. The cells were subsequently clustered using the Leiden algorithm (leidenalg v0.8.2) with a resolution of 2. This resulted in 149 clusters. To derive the meaning behind the clustering, we used DE to label clusters according to the combination of NP-DA markers they upregulated. Significantly DEGs were determined for each cluster using scanpy, with a one-versus-rest mode of comparison.

In cases where no NP-DA marker was found to particularly distinguish that cluster, clusters were labelled with the NP-DA markers with the highest proportion of expression in that cluster along with the best distinguishing gene in the extended list of genes used to derive the NP-DA UMAP (Table S1). Clusters were subsequently merged if they were found to upregulate the same combination of NP-DA marker genes and were neighbours in the UMAP space, or the cluster was not found to upregulate any marker but was spatially close in the UMAP space to another cluster and showed clear visual expression of the same marker gene.

This manual curation resulted in 79 hypothalamic NP-DA clusters. The aforementioned method for calling DEGs was subsequently re-run to call DEGs within clusters to compare *Eed-cKO* and control cells (Table S6). The same approach was also taken for the DE comparing the glut-GABA cells within control or *Eed-cKO* against glutamatergic or GABAergic cells (Table S4).

The heatmaps were constructed by taking the average expression of each gene in each NP-DA cluster segmented by control and *Eed-cKO*. The average expression of each gene across the NP-DA clusters was scaled between 0 and 1 to visualise the expression in each cluster relative to the total across the clusters. Scaling was performed to enable direct comparison between the control and *Eed-cKO* heatmaps. These visualisations were constructed using seaborn v0.11.0.

To compare between fast neurotransmitter status [glutamatergic (*Slc17a6*), GABAergic (*Slc32a1*), Glut/GABA (*Slc17a6*-*Slc32a1*)] and NP-DA cell types, we used clustree (Zappia and Oshlack, 2018) v0.4.3 to visualise the relationship between these two sets of cell labels; with connections between the labels drawn if at least 25% of the cells in one grouping overlapped with the other.

#### E18.5 broad differential expression and gene set enrichment

Differential expression of *Eed-cKO* versus control cells – regardless of cluster – was performed using limma-voom (Law et al., 2014) and a pseudobulking approach previously shown to reduce the false positive rate of differential expression in scRNA-seq data (Lun and Marioni, 2017). Pseudobulking involves summing the gene counts across cells captured in an independent sample and then performing differential expression using methods designed for bulk RNA-seq to call DEGs between samples from different conditions. For the E18.5 *Eed-cKO* versus control comparison, we performed two different levels of differential expression; one where samples were pseudobulked using only All-Hypo cells, the other using only NP-DA cells. This ensured the pseudobulking strategy did not average out more specific effects by considering different subpopulations of cells (Table S2). After pseudobulking the counts per sample, we then normalised the data using log-cpm in EdgeR (Robinson et al., 2010) with size factors estimated using the trimmed-mean squares method (Robinson and Oshlack, 2010) after filtering out genes with less than 15 counts detected across samples for All-Hypo, and less than nine counts across samples for NP-DA. Genes with a maximum count smaller than two, and with a median log-cpm expression smaller than 1.5 for the All-Hypo comparison and smaller than 0.45 for the NP-DA comparison, were filtered from subsequent analysis. Relative log expression values were used to confirm appropriate normalisation and assumptions were met for downstream limma-voom differential expression (Gandolfo and Speed, 2018). DEGs with a log-fold-change greater than 0.18 were then called using the TREAT criterion by contrasting *Eed-cKO* samples against control samples after voom mean-variance correction (McCarthy and Smyth, 2009).

Violin plot visualisations of the DEGs only included 5% of zeros for each grouping of cells, to prevent most of the density falling at zero. In the construction of the ‘Transcription Factor’ violin plots, we display the top upregulated genes in the *Eed-cKO* that appear in the GO term ‘DNA-binding transcription factor activity’ (GO:0003700). The violin plots were constructed using seaborn v0.11.0.

To investigate the biological significance of the DEGs between *Eed-cKO* and control, we ranked significantly DEGs by *t*-value from the limma-voom analysis and performed GSEA using clusterProfiler v4.0.0 (Wu et al., 2021) against the Molecular Signature Database (MSigDB) against the Hallmark gene sets and the GO biological process database. The method used was fast GSEA with 10,000 permutations. Terms with adjusted *P*-values smaller than 0.05 were considered significant.

To investigate whether genes which were differentially expressed between *Eed-cKO* and control had commonalities in terms of epigenetics and molecular function, we performed gene set enrichment using the Enrichr method, grouping the genes into up- or downregulated genes using gseapy v0.9.16 (Fig. S4). We tested for enrichment using the GO_Molecular_Function_2018 and the ENCODE_Histone_Modifications_2015 gene sets, thus giving insight into the molecular function and the epigenetic modifications of these genes across tissues (adjusted *P*≤0.5; Table S3).

When visualising these results, we grouped terms based on similarity and counted the number of genes associated with each grouping (Fig. S4C). Terms were grouped as ‘TF activity/DNA binding’ if they mentioned ‘binding’ or ‘transcription’. Terms were grouped as ‘H3K27me3’, or ‘H3K4me1/3’ if these epigenetic marks were mentioned in the term name. The count of DEGs which appeared in terms belonging to each combination of groupings is shown (Fig. S4C). Term groupings were based on a manual inspection of the enriched terms which revealed an over-representation of terms related to the aforementioned groupings (Table S3).

#### Differential abundance analysis and doublet detection

To call differential abundance in the ratio of cell types detected between samples of *Eed-cKO* and control, we took a compositional data analysis (CoDA) approach, whereby transformations on ratios are performed to convert from the geometry of the simplex to standard Euclidean space (Quinn et al., 2019). This conversion is necessary as ratios are inherently constrained to values between 0 and 1 (simplex geometry), and so standard statistical techniques cannot be appropriately applied as these do not account for the restricted value range (Quinn et al., 2019). Ratios of observed cells of a particular type in a sample were subsequently transformed using the centred-log-ratio (CLR; scikit-bio v0.5.6) followed by independent *t*-tests (scipy v1.6.2) comparing the CLRs between *Eed-cKO* and control samples of the indicated cell type in the results. Pseudocounts of 0.1 were added to the counts of samples where no cells of a particular labelling were detected.

For doublet detection, we ran DoubletFinder v2.0.3 (McGinnis et al., 2019) using all cells that passed quality control on each sample. DoubletFinder uses random sampling of cells to create artificial doublets and then calculates the proportion of artificial nearest neighbours for each real cell to predict doublets. Before application of DoubletFinder, on each sample we performed basic pre-processing using Seurat v4.0.5 (Hao et al., 2021), which included: log-cpm normalisation, finding the top 2000 variable genes with the variance stabilising transformation method, scaling the data and then running PCA followed by UMAP on the top 10 principal components. We then selected the optimal pK value (principal component neighbourhood size) by taking the maximum value at which the mean-variance normalised binomial coefficient (BCmvn) is maximised. Doublets were then predicted with a 6% doublet rate per sample using the top 10 principal components to measure the proportion of artificial nearest neighbours. Differential abundance analysis as described above was performed with and without the doublets removed on the glut-GABA cells to show that the increased numbers of these cells were not due to doublets (Fig. S13).

#### Early time point cell labelling and dimensionality reduction

After quality control, as previously described, we subsequently labelled cells based on expression of known marker genes for glutamatergic, GABAergic, glial, and ventricular zone and subventricular zone cell types (the full cell type and marker list can be seen in Table S13). Due to varying specificity of markers for their respective cell types, we marked cells as belonging to a particular group in a hierarchical manner to alleviate this problem; whereby least-specific markers were used to mark cells first, and most-specific markers to mark cells last such that prior labelling was overridden. The order this was performed is also shown in Table S13, where groups labelled first to last are listed from the top row of the table to the bottom row of the table.

A gene was considered ‘on’ in a particular cell if that cell expressed the gene in the upper 40th percentile of the non-zero gene expression range of that gene. Labelling of cells was performed based on this binarized (‘on’/‘off’) transformation of the gene expression in each cell. In the labelling process, we also considered negative gene expression indicators for particular cell types, and also ‘or’ and ‘and’ logic, where cells could be considered of a certain type if they expressed/did not express indicated marker genes in part or in combination. The exact logical notation used in each case is provided in Table S13.

As a further contingency to prevent labelling cells incorrectly and to reduce the number of unlabelled cells, we then trained a logistic regression classifier (as implemented in sklearn v0.22.2) using all the genes present in Table S13 as well as all mouse transcription factors (as listed in GO term GO:0003700). To train the classifier on relevant genes with this set, we selected the top 300 genes that, when considering their binarized expression (expression>0), had the highest NMI score with a randomly selected 80% of cells labelled using marker genes as a training set. We then trained the logistic regression classifier on this training set using the L1 penalty and liblinear solver, and then predicted the labels for the remaining 20% of binary labelled cells and the unlabelled cells. If the probability of the most likely predicted label for a given cell was smaller than 0.5, the cell was labelled ‘unknown’. The confusion matrix for the left out 20% of cells is presented in Table S13, showing the labelling approach taken was effective in labelling the numerous kinds of broad cell types.

We performed dimensionality reduction as described above, except the gene set used was the top 300 most highly informative genes used for training the logistic regression classifier for the early time point cell labelling. The UMAP was then performed by creating a nearest-neighbours graph using scanpy v1.6.1 with ten neighbours and the top 40 principal components, followed by scanpy's UMAP function applied with default settings.

#### Ependymal and tanycyte trajectory analysis

To recreate the previously observed lineage trajectory of ependymal and tanycytes in both our control and *Eed-cKO* cells (Kim et al., 2020), we first isolated all cells from the E13.5, E15.5, and E18.5 data after technical and biological filtering that expressed either *Foxj1*, *Rax* or *Wnt7*, gene markers for ependymal cells, tanycytes and their progenitors, respectively. We then filtered genes with a minimum number of five counts across all cells and a minimum number of three cells. Control and *Eed-cKO* cells were then integrated to the same joint space using scanorama (Hie et al., 2019) with default parameters, followed by the following calculations on the scanorama joint space with scanpy (Wolf et al., 2018): nearest neighbour determination, Leiden clustering and UMAP dimensionality reduction. Clusters with clearly high expression of *Foxj1* and *Rax* which were connected by a highly expressing *Wnt7b* cluster were then isolated for trajectory inference with PAGA (Wolf et al., 2019). Comparing the trends of previously identified markers of different stages of the tanycyte/ependymal bifurcation revealed a striking similarity when separating cells into control and *Eed-cKO* within the inferred lineage trajectory (Fig. S14).

#### Early time point differential expression

With the generation of samples from additional time points E13.5 and E15.5 for both *Eed-cKO* and control, we performed DE analysis with the same approach using all cells that passed quality control, with the following exceptions: we filtered genes from analysis that had a maximum number of counts across samples less than ten and a median log-cpm smaller than 1, and the design matrix reflected the more complex experimental design (Eqn 1).
(1)

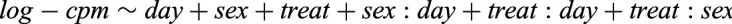
The greater detail in the experimental design allowed us to explore broad differential expression between *Eed-cKO* and control while controlling for other factors (Fig. S4D; Table S2) including: the interaction effect between time point and *Eed-cKO* (Fig. S4G; Table S2), differential expression between sex (Fig. S4H), and the interaction effect between *Eed-cKO* and sex (Fig. S4I).

#### Early time point identification of *Eed-cKO* affected genes in Lhx9 and Glut/GABA cells

We first called DEGs between control and *Eed-cKO* within the groups of Lhx9 and Glut/GABA cells using a pseudosampling approach followed by a *t*-test to call DEGs. Namely, we created 20 random samples of approximately equal numbers of cells without replacement within each group/condition combination. The gene expression of these pseudosampled groups were then averaged, and DEGs were called between *Eed-cKO* and control using a *t*-test (scanpy) with each pseudosample as an observation. Genes with a false discovery rate adjusted *P*-value <0.05 were considered significant (Table S11).

The pseudosampling approach was then repeated to compare *Eed-cKO* cells from Lhx9 and Glut/GABA cells with all other *Eed-cKO* cells (Table S11). To identify the *Eed-cKO* genes that were specifically upregulated in the *Eed-cKO* Lhx9 and/or Glut/GABA cells, we then took the overlap between the upregulated genes from comparing Lhx9 and Glut/GABA *Eed-cKO* versus Lhx9 and Glut/GABA control cells, and the DEGs from comparing Lhx9/Glut/GABA *Eed-cKO* cells versus all other *Eed-cKO* cells (Table S11).

## Supplementary Material

Supplementary information

## References

[DEV200076C1] Alpár, A., Benevento, M., Romanov, R. A., Hökfelt, T. and Harkany, T. (2019). Hypothalamic cell diversity: non-neuronal codes for long-distance volume transmission by neuropeptides. *Curr. Opin. Neurobiol.* 56, 16-23. 10.1016/j.conb.2018.10.01230471413

[DEV200076C2] Alvarez-Bolado, G. (2019). Development of neuroendocrine neurons in the mammalian hypothalamus. *Cell Tissue Res.* 375, 23-39. 10.1007/s00441-018-2859-129869716

[DEV200076C3] Arcipowski, K. M., Martinez, C. A. and Ntziachristos, P. (2016). Histone demethylases in physiology and cancer: a tale of two enzymes, JMJD3 and UTX. *Curr. Opin. Genet. Dev.* 36, 59-67. 10.1016/j.gde.2016.03.01027151432PMC4880520

[DEV200076C4] Ashburner, M., Ball, C. A., Blake, J. A., Botstein, D., Butler, H., Cherry, J. M., Davis, A. P., Dolinski, K., Dwight, S. S., Eppig, J. T. et al. (2000). Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. *Nat. Genet.* 25, 25-29. 10.1038/7555610802651PMC3037419

[DEV200076C5] Aylwin, C. F., Vigh-Conrad, K. and Lomniczi, A. (2019). The emerging role of chromatin remodeling factors in female pubertal development. *Neuroendocrinology* 109, 208-217. 10.1159/00049774530731454PMC6794153

[DEV200076C6] Bahrampour, S., Jonsson, C. and Thor, S. (2019). Brain expansion promoted by polycomb-mediated anterior enhancement of a neural stem cell proliferation program. *PLoS Biol.* 17, e3000163. 10.1371/journal.pbio.300016330807568PMC6407790

[DEV200076C7] Banaszynski, L. A., Wen, D., Dewell, S., Whitcomb, S. J., Lin, M., Diaz, N., Elsässer, S. J., Chapgier, A., Goldberg, A. D., Canaani, E. et al. (2013). Hira-dependent histone H3.3 deposition facilitates PRC2 recruitment at developmental loci in ES cells. *Cell* 155, 107-120. 10.1016/j.cell.2013.08.06124074864PMC3838450

[DEV200076C8] Bedont, J. L., Newman, E. A. and Blackshaw, S. (2015). Patterning, specification, and differentiation in the developing hypothalamus. *Wiley Interdiscip. Rev. Dev. Biol.* 4, 445-468. 10.1002/wdev.18725820448PMC5890958

[DEV200076C9] Biran, J., Tahor, M., Wircer, E. and Levkowitz, G. (2015). Role of developmental factors in hypothalamic function. *Front. Neuroanat.* 9, 47. 10.3389/fnana.2015.0004725954163PMC4404869

[DEV200076C10] Björklund, A. and Dunnett, S. B. (2007). Dopamine neuron systems in the brain: an update. *Trends Neurosci.* 30, 194-202. 10.1016/j.tins.2007.03.00617408759

[DEV200076C11] Blackshaw, S., Scholpp, S., Placzek, M., Ingraham, H., Simerly, R. and Shimogori, T. (2010). Molecular pathways controlling development of thalamus and hypothalamus: from neural specification to circuit formation. *J. Neurosci.* 30, 14925-14930. 10.1523/JNEUROSCI.4499-10.201021068293PMC6633850

[DEV200076C12] Blanco, E., González-Ramírez, M., Alcaine-Colet, A., Aranda, S. and Di Croce, L. (2020). The bivalent genome: characterization, structure, and regulation. *Trends Genet.* 36, 118-131. 10.1016/j.tig.2019.11.00431818514

[DEV200076C13] Burbridge, S., Stewart, I. and Placzek, M. (2016). Development of the neuroendocrine hypothalamus. *Compr. Physiol.* 6, 623-643. 10.1002/cphy.c15002327065164

[DEV200076C14] Burgold, T., Spreafico, F., De Santa, F., Totaro, M. G., Prosperini, E., Natoli, G. and Testa, G. (2008). The histone H3 lysine 27-specific demethylase Jmjd3 is required for neural commitment. *PLoS ONE* 3, e3034. 10.1371/journal.pone.000303418716661PMC2515638

[DEV200076C15] Burkardt, D. D., Tatton-Brown, K., Dobyns, W. and Graham, J. M.Jr. (2019). Approach to overgrowth syndromes in the genome era. *Am. J. Med. Genet. C Semin. Med. Genet.* 181, 483-490. 10.1002/ajmg.c.3175731793186

[DEV200076C16] Campbell, J. N., Macosko, E. Z., Fenselau, H., Pers, T. H., Lyubetskaya, A., Tenen, D., Goldman, M., Verstegen, A. M. J., Resch, J. M., McCarroll, S. A. et al. (2017). A molecular census of arcuate hypothalamus and median eminence cell types. *Nat. Neurosci.* 20, 484-496. 10.1038/nn.449528166221PMC5323293

[DEV200076C17] Caviness, V. S., Jr, Takahashi, T. and Nowakowski, R. S. (1995). Numbers, time and neocortical neuronogenesis: a general developmental and evolutionary model. *Trends Neurosci.* 18, 379-383. 10.1016/0166-2236(95)93933-O7482802

[DEV200076C18] Chammas, P., Mocavini, I. and Di Croce, L. (2020). Engaging chromatin: PRC2 structure meets function. *Br. J. Cancer* 122, 315-328. 10.1038/s41416-019-0615-231708574PMC7000746

[DEV200076C19] Chen, R., Wu, X., Jiang, L. and Zhang, Y. (2017). Single-cell RNA-seq reveals hypothalamic cell diversity. *Cell Rep.* 18, 3227-3241. 10.1016/j.celrep.2017.03.00428355573PMC5782816

[DEV200076C20] Cheng, M.-F. (2013). Hypothalamic neurogenesis in the adult brain. *Front. Neuroendocrinol.* 34, 167-178. 10.1016/j.yfrne.2013.05.00123684668

[DEV200076C21] Cheng, L., Arata, A., Mizuguchi, R., Qian, Y., Karunaratne, A., Gray, P. A., Arata, S., Shirasawa, S., Bouchard, M., Luo, P. et al. (2004). Tlx3 and Tlx1 are post-mitotic selector genes determining glutamatergic over GABAergic cell fates. *Nat. Neurosci.* 7, 510-517. 10.1038/nn122115064766

[DEV200076C22] Clapcote, S. J. and Roder, J. C. (2005). Simplex PCR assay for sex determination in mice. *BioTechniques* 38, 702, 704, 706. 10.2144/05385BM0515945368

[DEV200076C23] Coleman, R. T. and Struhl, G. (2017). Causal role for inheritance of H3K27me3 in maintaining the OFF state of a Drosophila HOX gene. *Science* 356, eaai8236. 10.1126/science.aai823628302795PMC5595140

[DEV200076C24] Cyrus, S., Burkardt, D., Weaver, D. D. and Gibson, W. T. (2019). PRC2-complex related dysfunction in overgrowth syndromes: a review of EZH2, EED, and SUZ12 and their syndromic phenotypes. *Am. J. Med. Genet. C Semin. Med. Genet.* 181, 519-531. 10.1002/ajmg.c.3175431724824

[DEV200076C25] Dalal, J., Roh, J. H., Maloney, S. E., Akuffo, A., Shah, S., Yuan, H., Wamsley, B., Jones, W. B., de Guzman Strong, C., Gray, P. A. et al. (2013). Translational profiling of hypocretin neurons identifies candidate molecules for sleep regulation. *Genes Dev.* 27, 565-578. 10.1101/gad.207654.11223431030PMC3605469

[DEV200076C26] Davis, C. A., Hitz, B. C., Sloan, C. A., Chan, E. T., Davidson, J. M., Gabdank, I., Hilton, J. A., Jain, K., Baymuradov, U. K., Narayanan, A. K. et al. (2018). The Encyclopedia of DNA elements (ENCODE): data portal update. *Nucleic Acids Res.* 46, D794-D801. 10.1093/nar/gkx108129126249PMC5753278

[DEV200076C27] De La Herran-Arita, A. K., Zomosa-Signoret, V. C., Millan-Aldaco, D. A., Palomero-Rivero, M., Guerra-Crespo, M., Drucker-Colin, R. and Vidaltamayo, R. (2011). Aspects of the narcolepsy-cataplexy syndrome in O/E3-null mutant mice. *Neuroscience* 183, 134-143. 10.1016/j.neuroscience.2011.03.02921435382

[DEV200076C28] Economides, K. D., Zeltser, L. and Capecchi, M. R. (2003). Hoxb13 mutations cause overgrowth of caudal spinal cord and tail vertebrae. *Dev. Biol.* 256, 317-330. 10.1016/S0012-1606(02)00137-912679105

[DEV200076C29] Faust, C., Schumacher, A., Holdener, B. and Magnuson, T. (1995). The eed mutation disrupts anterior mesoderm production in mice. *Development (Cambridge, England)* 121, 273-285. 10.1242/dev.121.2.2737768172

[DEV200076C30] Faust, C., Lawson, K. A., Schork, N. J., Thiel, B. and Magnuson, T. (1998). The Polycomb-group gene eed is required for normal morphogenetic movements during gastrulation in the mouse embryo. *Development* 125, 4495-4506. 10.1242/dev.125.22.44959778508

[DEV200076C31] Ferran, J. L., Puelles, L. and Rubenstein, J. L. R. (2015). Molecular codes defining rostrocaudal domains in the embryonic mouse hypothalamus. *Front. Neuroanat.* 9, 46. 10.3389/fnana.2015.0004625941476PMC4400913

[DEV200076C32] Gandolfo, L. C. and Speed, T. P. (2018). RLE plots: visualizing unwanted variation in high dimensional data. *PLoS ONE* 13, e0191629. 10.1371/journal.pone.019162929401521PMC5798764

[DEV200076C33] Gene Ontology Consortium. (2021). The Gene Ontology resource: enriching a GOld mine. *Nucleic Acids Res.* 49, D325-D334. 10.1093/nar/gkaa111333290552PMC7779012

[DEV200076C34] Hao, Y., Hao, S., Andersen-Nissen, E., Mauck, W. M., III, Zheng, S., Butler, A., Lee, M. J., Wilk, A. J., Darby, C., Zager, M. et al. (2021). Integrated analysis of multimodal single-cell data. *Cell* 184, 3573-3587.e29. 10.1016/j.cell.2021.04.04834062119PMC8238499

[DEV200076C35] Henry, F. E., Sugino, K., Tozer, A., Branco, T. and Sternson, S. M. (2015). Cell type-specific transcriptomics of hypothalamic energy-sensing neuron responses to weight-loss. *eLife* 4, e09800. 10.7554/eLife.09800PMC459574526329458

[DEV200076C36] Hie, B., Bryson, B. and Berger, B. (2019). Efficient integration of heterogeneous single-cell transcriptomes using Scanorama. *Nat. Biotechnol.* 37, 685-691. 10.1038/s41587-019-0113-331061482PMC6551256

[DEV200076C37] Huisman, C., Cho, H., Brock, O., Lim, S. J., Youn, S. M., Park, Y., Kim, S., Lee, S.-K., Delogu, A. and Lee, J. W. (2019). Single cell transcriptome analysis of developing arcuate nucleus neurons uncovers their key developmental regulators. *Nat. Commun.* 10, 3696. 10.1038/s41467-019-11667-y31420539PMC6697706

[DEV200076C38] Huisman, C., Kim, Y. A., Jeon, S., Shin, B., Choi, J., Lim, S. J., Youn, S. M., Park, Y., K, C. M., Kim, S. et al. (2021). The histone H3-lysine 4-methyltransferase Mll4 regulates the development of growth hormone-releasing hormone-producing neurons in the mouse hypothalamus. *Nat. Commun.* 12, 256. 10.1038/s41467-020-20511-733431871PMC7801453

[DEV200076C39] Isono, K.-I., Fujimura, Y.-I., Shinga, J., Yamaki, M., O-Wang, J., Takihara, Y., Murahashi, Y., Takada, Y., Mizutani-Koseki, Y. and Koseki, H. (2005). Mammalian polyhomeotic homologues Phc2 and Phc1 act in synergy to mediate polycomb repression of Hox genes. *Mol. Cell. Biol.* 25, 6694-6706. 10.1128/MCB.25.15.6694-6706.200516024804PMC1190356

[DEV200076C40] Jadhav, U., Manieri, E., Nalapareddy, K., Madha, S., Chakrabarti, S., Wucherpfennig, K., Barefoot, M. and Shivdasani, R. A. (2020). Replicational dilution of H3K27me3 in mammalian cells and the role of poised promoters. *Mol. Cell* 78, 141-151.e5. 10.1016/j.molcel.2020.01.01732027840PMC7376365

[DEV200076C41] Jeong, J. H., Woo, Y. J., Chua, S., Jr and Jo, Y.-H. (2016). Single-cell gene expression analysis of cholinergic neurons in the arcuate nucleus of the hypothalamus. *PLoS ONE* 11, e0162839. 10.1371/journal.pone.016283927611685PMC5017726

[DEV200076C42] Karczewski, K. J., Francioli, L. C., Tiao, G., Cummings, B. B., Alföldi, J., Wang, Q., Collins, R. L., Laricchia, K. M., Ganna, A., Birnbaum, D. P. et al. (2020). The mutational constraint spectrum quantified from variation in 141,456 humans. *Nature* 581, 434-443. 10.1038/s41586-020-2308-732461654PMC7334197

[DEV200076C43] Kim, D.-W., Yao, Z., Graybuck, L. T., Kim, T. K., Nguyen, T. N., Smith, K. A., Fong, O., Yi, L., Koulena, N., Pierson, N. et al. (2019). Multimodal analysis of cell types in a hypothalamic node controlling social behavior. *Cell* 179, 713-728.e17. 10.1016/j.cell.2019.09.02031626771PMC7534821

[DEV200076C44] Kim, D. W., Washington, P. W., Wang, Z. Q., Lin, S. H., Sun, C., Ismail, B. T., Wang, H., Jiang, L. and Blackshaw, S. (2020). The cellular and molecular landscape of hypothalamic patterning and differentiation from embryonic to late postnatal development. *Nat. Commun.* 11, 4360. 10.1038/s41467-020-18231-z32868762PMC7459115

[DEV200076C45] Kurrasch, D. M., Cheung, C. C., Lee, F. Y., Tran, P. V., Hata, K. and Ingraham, H. A. (2007). The neonatal ventromedial hypothalamus transcriptome reveals novel markers with spatially distinct patterning. *J. Neurosci.* 27, 13624-13634. 10.1523/JNEUROSCI.2858-07.200718077674PMC6673626

[DEV200076C46] Lam, B. Y. H., Cimino, I., Polex-Wolf, J., Nicole Kohnke, S., Rimmington, D., Iyemere, V., Heeley, N., Cossetti, C., Schulte, R., Saraiva, L. R. et al. (2017). Heterogeneity of hypothalamic pro-opiomelanocortin-expressing neurons revealed by single-cell RNA sequencing. *Mol. Metab.* 6, 383-392. 10.1016/j.molmet.2017.02.00728462073PMC5404100

[DEV200076C47] Laprell, F., Finkl, K. and Muller, J. (2017). Propagation of Polycomb-repressed chromatin requires sequence-specific recruitment to DNA. *Science* 356, 85-88. 10.1126/science.aai826628302792

[DEV200076C48] Laugesen, A., Højfeldt, J. W. and Helin, K. (2019). Molecular mechanisms directing PRC2 recruitment and H3K27 methylation. *Mol. Cell* 74, 8-18. 10.1016/j.molcel.2019.03.01130951652PMC6452890

[DEV200076C49] Law, C. W., Chen, Y., Shi, W. and Smyth, G. K. (2014). voom: Precision weights unlock linear model analysis tools for RNA-seq read counts. *Genome Biol.* 15, R29. 10.1186/gb-2014-15-2-r2924485249PMC4053721

[DEV200076C50] Li, X., Isono, K.-I., Yamada, D., Endo, T. A., Endoh, M., Shinga, J., Mizutani-Koseki, Y., Otte, A. P., Casanova, M., Kitamura, H. et al. (2011). Mammalian polycomb-like Pcl2/Mtf2 is a novel regulatory component of PRC2 that can differentially modulate polycomb activity both at the Hox gene cluster and at Cdkn2a genes. *Mol. Cell. Biol.* 31, 351-364. 10.1128/MCB.00259-1021059868PMC3019975

[DEV200076C51] Liu, J., Merkle, F. T., Gandhi, A. V., Gagnon, J. A., Woods, I. G., Chiu, C. N., Shimogori, T., Schier, A. F. and Prober, D. A. (2015). Evolutionarily conserved regulation of hypocretin neuron specification by Lhx9. *Development* 142, 1113-1124. 10.1242/dev.11742425725064PMC4360184

[DEV200076C52] Lomniczi, A., Loche, A., Castellano, J. M., Ronnekleiv, O. K., Bosch, M., Kaidar, G., Knoll, J. G., Wright, H., Pfeifer, G. P. and Ojeda, S. R. (2013). Epigenetic control of female puberty. *Nat. Neurosci.* 16, 281-289. 10.1038/nn.331923354331PMC3581714

[DEV200076C53] Lun, A. T. L. and Marioni, J. C. (2017). Overcoming confounding plate effects in differential expression analyses of single-cell RNA-seq data. *Biostatistics* 18, 451-464. 10.1093/biostatistics/kxw05528334062PMC5862359

[DEV200076C54] McCarthy, D. J. and Smyth, G. K. (2009). Testing significance relative to a fold-change threshold is a TREAT. *Bioinformatics* 25, 765-771. 10.1093/bioinformatics/btp05319176553PMC2654802

[DEV200076C55] McGinnis, C. S., Murrow, L. M. and Gartner, Z. J. (2019). DoubletFinder: doublet detection in single-cell RNA sequencing data using artificial nearest neighbors. *Cell Syst.* 8, 329-337.e24. 10.1016/j.cels.2019.03.00330954475PMC6853612

[DEV200076C56] Mickelsen, L. E., Kolling, F. W., IV, Chimileski, B. R., Fujita, A., Norris, C., Chen, K., Nelson, C. E. and Jackson, A. C. (2017). Neurochemical heterogeneity among lateral hypothalamic Hypocretin/Orexin and melanin-concentrating hormone neurons identified through single-cell gene expression analysis. *eNeuro* 4, ENEURO.0013-17.2017. 10.1523/ENEURO.0013-17.2017PMC561720728966976

[DEV200076C57] Mickelsen, L. E., Bolisetty, M., Chimileski, B. R., Fujita, A., Beltrami, E. J., Costanzo, J. T., Naparstek, J. R., Robson, P. and Jackson, A. C. (2019). Single-cell transcriptomic analysis of the lateral hypothalamic area reveals molecularly distinct populations of inhibitory and excitatory neurons. *Nat. Neurosci.* 22, 642-656. 10.1038/s41593-019-0349-830858605PMC7043322

[DEV200076C58] Moffitt, J. R., Bambah-Mukku, D., Eichhorn, S. W., Vaughn, E., Shekhar, K., Perez, J. D., Rubinstein, N. D., Hao, J., Regev, A., Dulac, C. et al. (2018). Molecular, spatial, and functional single-cell profiling of the hypothalamic preoptic region. *Science* 362, eaau5324. 10.1126/science.aau532430385464PMC6482113

[DEV200076C59] Monedero Cobeta, I., Salmani, B. Y. and Thor, S. (2017). Anterior-posterior gradient in neural stem and daughter cell proliferation governed by spatial and temporal Hox control. *Curr. Biol.* 27, 1161-1172. 10.1016/j.cub.2017.03.02328392108

[DEV200076C60] Montgomery, N. D., Yee, D., Chen, A., Kalantry, S., Chamberlain, S. J., Otte, A. P. and Magnuson, T. (2005). The murine polycomb group protein Eed is required for global histone H3 lysine-27 methylation. *Curr. Biol.* 15, 942-947. 10.1016/j.cub.2005.04.05115916951

[DEV200076C61] Nesan, D. and Kurrasch, D. M. (2016). Genetic programs of the developing tuberal hypothalamus and potential mechanisms of their disruption by environmental factors. *Mol. Cell. Endocrinol.* 438, 3-17. 10.1016/j.mce.2016.09.03127720896

[DEV200076C62] Orquera, D. P., Nasif, S., Low, M. J., Rubinstein, M. and de Souza, F. S. J. (2016). Essential function of the transcription factor Rax in the early patterning of the mammalian hypothalamus. *Dev. Biol.* 416, 212-224. 10.1016/j.ydbio.2016.05.02127212025PMC4961556

[DEV200076C63] Park, D. H., Hong, S. J., Salinas, R. D., Liu, S. J., Sun, S. W., Sgualdino, J., Testa, G., Matzuk, M. M., Iwamori, N. and Lim, D. A. (2014). Activation of neuronal gene expression by the JMJD3 demethylase is required for postnatal and adult brain neurogenesis. *Cell Rep.* 8, 1290-1299. 10.1016/j.celrep.2014.07.06025176653PMC4201382

[DEV200076C64] Pevny, L. H., Sockanathan, S., Placzek, M. and Lovell-Badge, R. (1998). A role for SOX1 in neural determination. *Development* 125, 1967-1978. 10.1242/dev.125.10.19679550729

[DEV200076C65] Pillai, A., Mansouri, A., Behringer, R., Westphal, H. and Goulding, M. (2007). Lhx1 and Lhx5 maintain the inhibitory-neurotransmitter status of interneurons in the dorsal spinal cord. *Development* 134, 357-366. 10.1242/dev.0271717166926

[DEV200076C66] Piunti, A. and Shilatifard, A. (2016). Epigenetic balance of gene expression by Polycomb and COMPASS families. *Science* 352, aad9780. 10.1126/science.aad978027257261

[DEV200076C67] Pliner, H. A., Shendure, J. and Trapnell, C. (2019). Supervised classification enables rapid annotation of cell atlases. *Nat. Methods* 16, 983-986. 10.1038/s41592-019-0535-331501545PMC6791524

[DEV200076C68] Puelles, L. and Rubenstein, J. L. R. (2015). A new scenario of hypothalamic organization: rationale of new hypotheses introduced in the updated prosomeric model. *Front. Neuroanat.* 9, 27. 10.3389/fnana.2015.0002725852489PMC4365718

[DEV200076C69] Quinn, T. P., Erb, I., Gloor, G., Notredame, C., Richardson, M. F. and Crowley, T. M. (2019). A field guide for the compositional analysis of any-omics data. *Gigascience* 8, giz107. 10.1093/gigascience/giz10731544212PMC6755255

[DEV200076C70] Robinson, M. D. and Oshlack, A. (2010). A scaling normalization method for differential expression analysis of RNA-seq data. *Genome Biol.* 11, R25. 10.1186/gb-2010-11-3-r2520196867PMC2864565

[DEV200076C71] Robinson, M. D., McCarthy, D. J. and Smyth, G. K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 26, 139-140. 10.1093/bioinformatics/btp61619910308PMC2796818

[DEV200076C72] Romanov, R. A., Zeisel, A., Bakker, J., Girach, F., Hellysaz, A., Tomer, R., Alpár, A., Mulder, J., Clotman, F., Keimpema, E. et al. (2017). Molecular interrogation of hypothalamic organization reveals distinct dopamine neuronal subtypes. *Nat. Neurosci.* 20, 176-188. 10.1038/nn.446227991900PMC7615022

[DEV200076C73] Romanov, R. A., Alpár, A., Hökfelt, T. and Harkany, T. (2019). Unified classification of molecular, network, and endocrine features of hypothalamic neurons. *Annu. Rev. Neurosci.* 42, 1-26. 10.1146/annurev-neuro-070918-05041430735460

[DEV200076C74] Romanov, R. A., Tretiakov, E. O., Kastriti, M. E., Zupancic, M., Häring, M., Korchynska, S., Popadin, K., Benevento, M., Rebernik, P., Lallemend, F. et al. (2020). Molecular design of hypothalamus development. *Nature* 582, 246-252. 10.1038/s41586-020-2266-032499648PMC7292733

[DEV200076C75] Saper, C. B. and Lowell, B. B. (2014). The hypothalamus. *Curr. Biol.* 24, R1111-R1116. 10.1016/j.cub.2014.10.02325465326

[DEV200076C76] Schindelin, J., Arganda-Carreras, I., Frise, E., Kaynig, V., Longair, M., Pietzsch, T., Preibisch, S., Rueden, C., Saalfeld, S., Schmid, B. et al. (2012). Fiji: an open-source platform for biological-image analysis. *Nat. Methods* 9, 676-682. 10.1038/nmeth.201922743772PMC3855844

[DEV200076C77] Schindelin, J., Rueden, C. T., Hiner, M. C. and Eliceiri, K. W. (2015). The ImageJ ecosystem: an open platform for biomedical image analysis. *Mol. Reprod. Dev.* 82, 518-529. 10.1002/mrd.2248926153368PMC5428984

[DEV200076C78] Schmid, B., Schindelin, J., Cardona, A., Longair, M. and Heisenberg, M. (2010). A high-level 3D visualization API for Java and ImageJ. *BMC Bioinformatics* 11, 274. 10.1186/1471-2105-11-27420492697PMC2896381

[DEV200076C79] Schumacher, A., Faust, C. and Magnuson, T. (1996). Positional cloning of a global regulator of anterior-posterior patterning in mice. *Nature* 384, 648. 10.1038/384648a08984348

[DEV200076C80] Shalev, D. and Melamed, P. (2020). The role of the hypothalamus and pituitary epigenomes in central activation of the reproductive axis at puberty. *Mol. Cell. Endocrinol.* 518, 111031. 10.1016/j.mce.2020.11103132956708

[DEV200076C81] Shimogori, T., Lee, D. A., Miranda-Angulo, A., Yang, Y., Wang, H., Jiang, L., Yoshida, A. C., Kataoka, A., Mashiko, H., Avetisyan, M. et al. (2010). A genomic atlas of mouse hypothalamic development. *Nat. Neurosci.* 13, 767-775. 10.1038/nn.254520436479PMC4067769

[DEV200076C82] Sokolowski, K., Esumi, S., Hirata, T., Kamal, Y., Tran, T., Lam, A., Oboti, L., Brighthaupt, S.-C., Zaghlula, M., Martinez, J. et al. (2015). Specification of select hypothalamic circuits and innate behaviors by the embryonic patterning gene dbx1. *Neuron* 86, 403-416. 10.1016/j.neuron.2015.03.02225864637PMC4484744

[DEV200076C83] Squair, J. W., Gautier, M., Kathe, C., Anderson, M. A., James, N. D., Hutson, T. H., Hudelle, R., Qaiser, T., Matson, K. J. E., Barraud, Q. et al. (2021). Confronting false discoveries in single-cell differential expression. *Nat. Commun.* 12, 5692. 10.1038/s41467-021-25960-234584091PMC8479118

[DEV200076C84] Steffen, P. A. and Ringrose, L. (2014). What are memories made of? How Polycomb and Trithorax proteins mediate epigenetic memory. *Nat. Rev. Mol. Cell Biol.* 15, 340-356. 10.1038/nrm378924755934

[DEV200076C85] Struhl, G. (1983). Role of the esc+ gene product in ensuring the selective expression of segment-specific homeotic genes in Drosophila. *J. Embryol. Exp. Morphol.* 76, 297-331. 10.1242/dev.76.1.2976631324

[DEV200076C86] Struhl, G. and Akam, M. (1985). Altered distributions of Ultrabithorax transcripts in extra sex combs mutant embryos of Drosophila. *EMBO J.* 4, 3259-3264. 10.1002/j.1460-2075.1985.tb04075.x2419125PMC554652

[DEV200076C87] Sun, H., Wang, Y., Wang, Y., Ji, F., Wang, A., Yang, M., He, X. and Li, L. (2021). Bivalent regulation and related mechanisms of H3K4/27/9me3 in stem cells. *Stem Cell Rev. Rep.* 18, 165-178. 10.1007/s12015-021-10234-734417934

[DEV200076C88] Suzuki, M., Mizutani-Koseki, Y., Fujimura, Y.-I., Miyagishima, H., Kaneko, T., Takada, Y., Akasaka, T., Tanzawa, H., Takihara, Y., Nakano, M. et al. (2002). Involvement of the Polycomb-group gene Ring1B in the specification of the anterior-posterior axis in mice. *Development* 129, 4171-4183. 10.1242/dev.129.18.417112183370

[DEV200076C89] Takahashi, T., Nowakowski, R. S. and Caviness, V. S.Jr. (1995). The cell cycle of the pseudostratified ventricular epithelium of the embryonic murine cerebral wall. *J. Neurosci.* 15, 6046-6057. 10.1523/JNEUROSCI.15-09-06046.19957666188PMC6577667

[DEV200076C90] Takashima, Y., Era, T., Nakao, K., Kondo, S., Kasuga, M., Smith, A. G. and Nishikawa, S.-I. (2007). Neuroepithelial cells supply an initial transient wave of MSC differentiation. *Cell* 129, 1377-1388. 10.1016/j.cell.2007.04.02817604725

[DEV200076C91] Tang, Q.-Y., Zhang, S.-F., Dai, S.-K., Liu, C., Wang, Y.-Y., Du, H.-Z., Teng, Z.-Q. and Liu, C.-M. (2020). UTX regulates human neural differentiation and dendritic morphology by resolving bivalent promoters. *Stem Cell Repo.* 15, 439-453. 10.1016/j.stemcr.2020.06.015PMC741970532679064

[DEV200076C92] Telley, L., Agirman, G., Prados, J., Amberg, N., Fievre, S., Oberst, P., Bartolini, G., Vitali, I., Cadilhac, C., Hippenmeyer, S. et al. (2019). Temporal patterning of apical progenitors and their daughter neurons in the developing neocortex. *Science* 364, eaav2522.10.1126/science.aav252231073041

[DEV200076C93] van Mierlo, G., Veenstra, G. J. C., Vermeulen, M. and Marks, H. (2019). The Complexity of PRC2 Subcomplexes. *Trends Cell Biol.* 29, 660-671. 10.1016/j.tcb.2019.05.00431178244

[DEV200076C94] Wang, J., Mager, J., Schnedier, E. and Magnuson, T. (2002). The mouse PcG gene eed is required for Hox gene repression and extraembryonic development. *Mamm. Genome* 13, 493-503. 10.1007/s00335-002-2182-712370779

[DEV200076C95] Wijayatunge, R., Liu, F., Shpargel, K. B., Wayne, N. J., Chan, U., Boua, J.-V., Magnuson, T. and West, A. E. (2018). The histone demethylase Kdm6b regulates a mature gene expression program in differentiating cerebellar granule neurons. *Mol. Cell. Neurosci.* 87, 4-17. 10.1016/j.mcn.2017.11.00529254825PMC5828961

[DEV200076C96] Wolf, F. A., Angerer, P. and Theis, F. J. (2018). SCANPY: large-scale single-cell gene expression data analysis. *Genome Biol.* 19, 15. 10.1186/s13059-017-1382-029409532PMC5802054

[DEV200076C97] Wolf, F. A., Hamey, F. K., Plass, M., Solana, J., Dahlin, J. S., Göttgens, B., Rajewsky, N., Simon, L. and Theis, F. J. (2019). PAGA: graph abstraction reconciles clustering with trajectory inference through a topology preserving map of single cells. *Genome Biol.* 20, 59. 10.1186/s13059-019-1663-x30890159PMC6425583

[DEV200076C98] Wu, T., Hu, E., Xu, S., Chen, M., Guo, P., Dai, Z., Feng, T., Zhou, L., Tang, W., Zhan, L. et al. (2021). clusterProfiler 4.0: a universal enrichment tool for interpreting omics data. *Innovation (N Y)* 2, 100141. 10.1016/j.xinn.2021.10014134557778PMC8454663

[DEV200076C99] Xie, Y. and Dorsky, R. I. (2017). Development of the hypothalamus: conservation, modification and innovation. *Development* 144, 1588-1599. 10.1242/dev.13905528465334PMC5450842

[DEV200076C100] Xie, H., Xu, J., Hsu, J. H., Nguyen, M., Fujiwara, Y., Peng, C. and Orkin, S. H. (2014). Polycomb repressive complex 2 regulates normal hematopoietic stem cell function in a developmental-stage-specific manner. *Cell Stem Cell* 14, 68-80. 10.1016/j.stem.2013.10.00124239285PMC3947409

[DEV200076C102] Yaghmaeian Salmani, B., Monedero Cobeta, I., Rakar, J., Bauer, S., Curt, J. R., Starkenberg, A. and Thor, S. (2018). Evolutionarily conserved anterior expansion of the central nervous system promoted by a common PcG-Hox program. *Development* 145, dev160747. 10.1242/dev.16074729530878

[DEV200076C103] Yee, C. L., Wang, Y., Anderson, S., Ekker, M. and Rubenstein, J. L. R. (2009). Arcuate nucleus expression of NKX2.1 and DLX and lineages expressing these transcription factors in neuropeptide Y(+), proopiomelanocortin(+), and tyrosine hydroxylase(+) neurons in neonatal and adult mice. *J. Comp. Neurol.* 517, 37-50. 10.1002/cne.2213219711380PMC3021751

[DEV200076C104] Yoo, S. and Blackshaw, S. (2018). Regulation and function of neurogenesis in the adult mammalian hypothalamus. *Prog. Neurobiol.* 170, 53-66. 10.1016/j.pneurobio.2018.04.00129631023PMC6173995

[DEV200076C105] Zainolabidin, N., Kamath, S. P., Thanawalla, A. R. and Chen, A. I. (2017). Distinct activities of Tfap2A and Tfap2B in the specification of GABAergic interneurons in the developing cerebellum. *Front. Mol. Neurosci.* 10, 281. 10.3389/fnmol.2017.0028128912684PMC5583517

[DEV200076C106] Zappia, L. and Oshlack, A. (2018). Clustering trees: a visualization for evaluating clusterings at multiple resolutions. *Gigascience* 7, giy083. 10.1093/gigascience/giy083PMC605752830010766

[DEV200076C107] Zeisel, A., Munoz-Manchado, A. B., Codeluppi, S., Lonnerberg, P., La Manno, G., Jureus, A., Marques, S., Munguba, H., He, L., Betsholtz, C. et al. (2015). Brain structure. Cell types in the mouse cortex and hippocampus revealed by single-cell RNA-seq. *Science* 347, 1138-1142. 10.1126/science.aaa193425700174

[DEV200076C108] Zeisel, A., Hochgerner, H., Lönnerberg, P., Johnsson, A., Memic, F., van der Zwan, J., Häring, M., Braun, E., Borm, L. E., La Manno, G. et al. (2018). Molecular architecture of the mouse nervous system. *Cell* 174, 999-1014.e22. 10.1016/j.cell.2018.06.02130096314PMC6086934

[DEV200076C109] Zhang, Q., Zhang, L., Huang, Y., Ma, P., Mao, B., Ding, Y.-Q. and Song, N.-N. (2021a). Satb2 regulates the development of dopaminergic neurons in the arcuate nucleus by Dlx1. *Cell Death Dis.* 12, 879. 10.1038/s41419-021-04175-934564702PMC8464595

[DEV200076C110] Zhang, Y. H., Xu, M., Shi, X., Sun, X. L., Mu, W., Wu, H., Wang, J., Li, S., Su, P., Gong, L. et al. (2021b). Cascade diversification directs generation of neuronal diversity in the hypothalamus. *Cell Stem Cell* 28, 1483-1499.e8. 10.1016/j.stem.2021.03.02033887179

[DEV200076C111] Zhou, X., Zhong, S., Peng, H., Liu, J., Ding, W., Sun, L., Ma, Q., Liu, Z., Chen, R., Wu, Q. et al. (2020). Cellular and molecular properties of neural progenitors in the developing mammalian hypothalamus. *Nat. Commun.* 11, 4063. 10.1038/s41467-020-17890-232792525PMC7426815

# Supplementary material for: Selective requirement for polycomb repressor complex 2 in the generation of specific hypothalamic neuronal subtypes
**Source:** Development. 2022 Mar 7;149(5):dev200076. doi: 10.1242/dev.200076
**Supplement:** Supplementary information

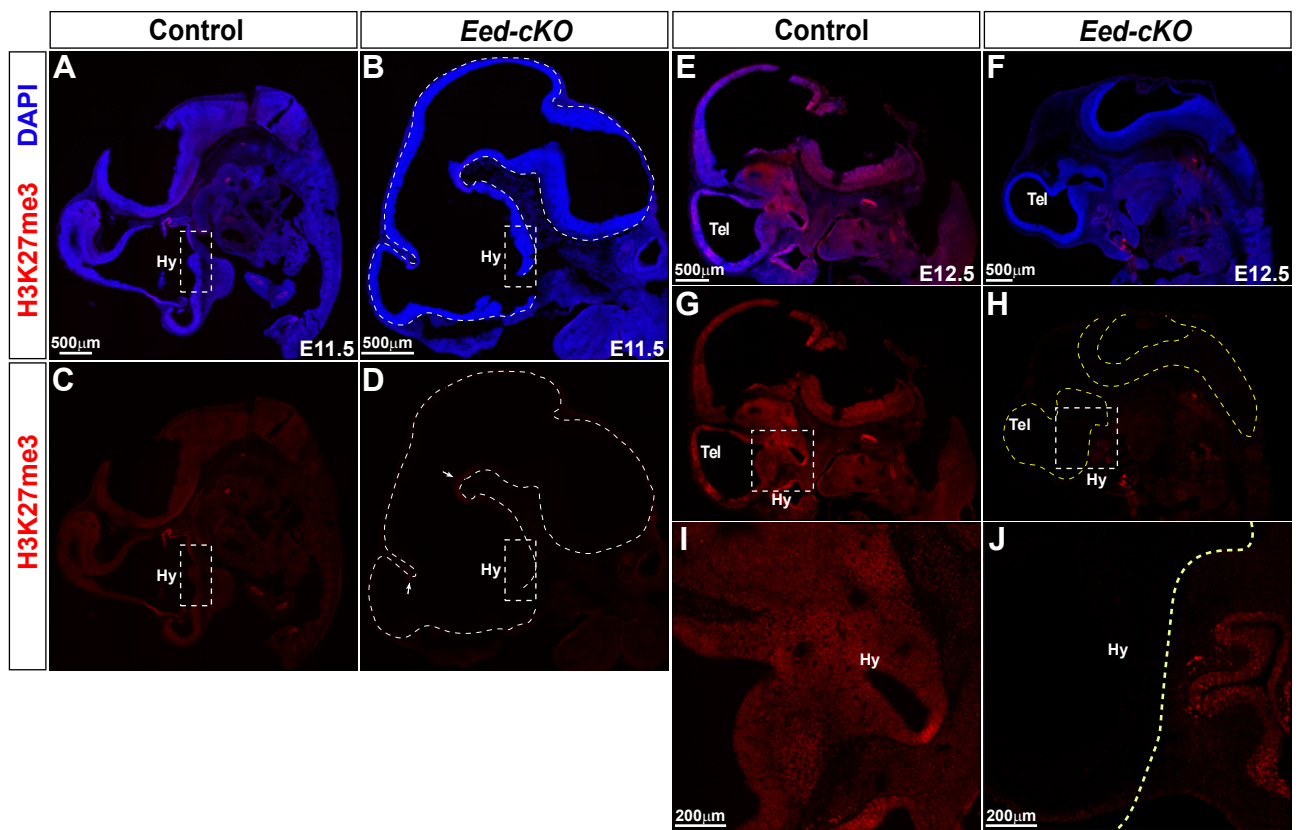

**Fig. S1. *Eed-cKO* mutants display loss of H3K27me3.**

(A-D) Sagittal sections of E11.5 control and *Eed-cKO* embryos, stained with DAPI and immunostained for H3K27me3. White dashed line in (D) delineates the CNS in the *Eed-cKO*. In control, H3K27me3 staining is observed throughout the CNS. In *Eed-cKO*, staining is below detection in most parts of the CNS, including in the hypothalamus. A weak signal is apparent in the *Eed-cKO* mutants at the boundary between Tel- and Diencephalon, as well as at the boundary between the Diencephalon and Mid-brain (arrows in D). (E-J) Sagittal sections of E12.5 control and *Eed-cKO* embryos, stained with DAPI and H3K27me3. White, dashed square insets in (G-H) indicate hypothalamic regions in control and *Eed-cKO* magnified in (I) and (J) respectively. Yellow dashed line in H and J delineates the CNS, including the hypothalamic region. In control, H3K27me3 staining is observed throughout the CNS. In *Eed-cKO*, staining is below detection in all parts of the CNS, including in the hypothalamus.

## *Eed-cKO* mutants display reduced proliferation

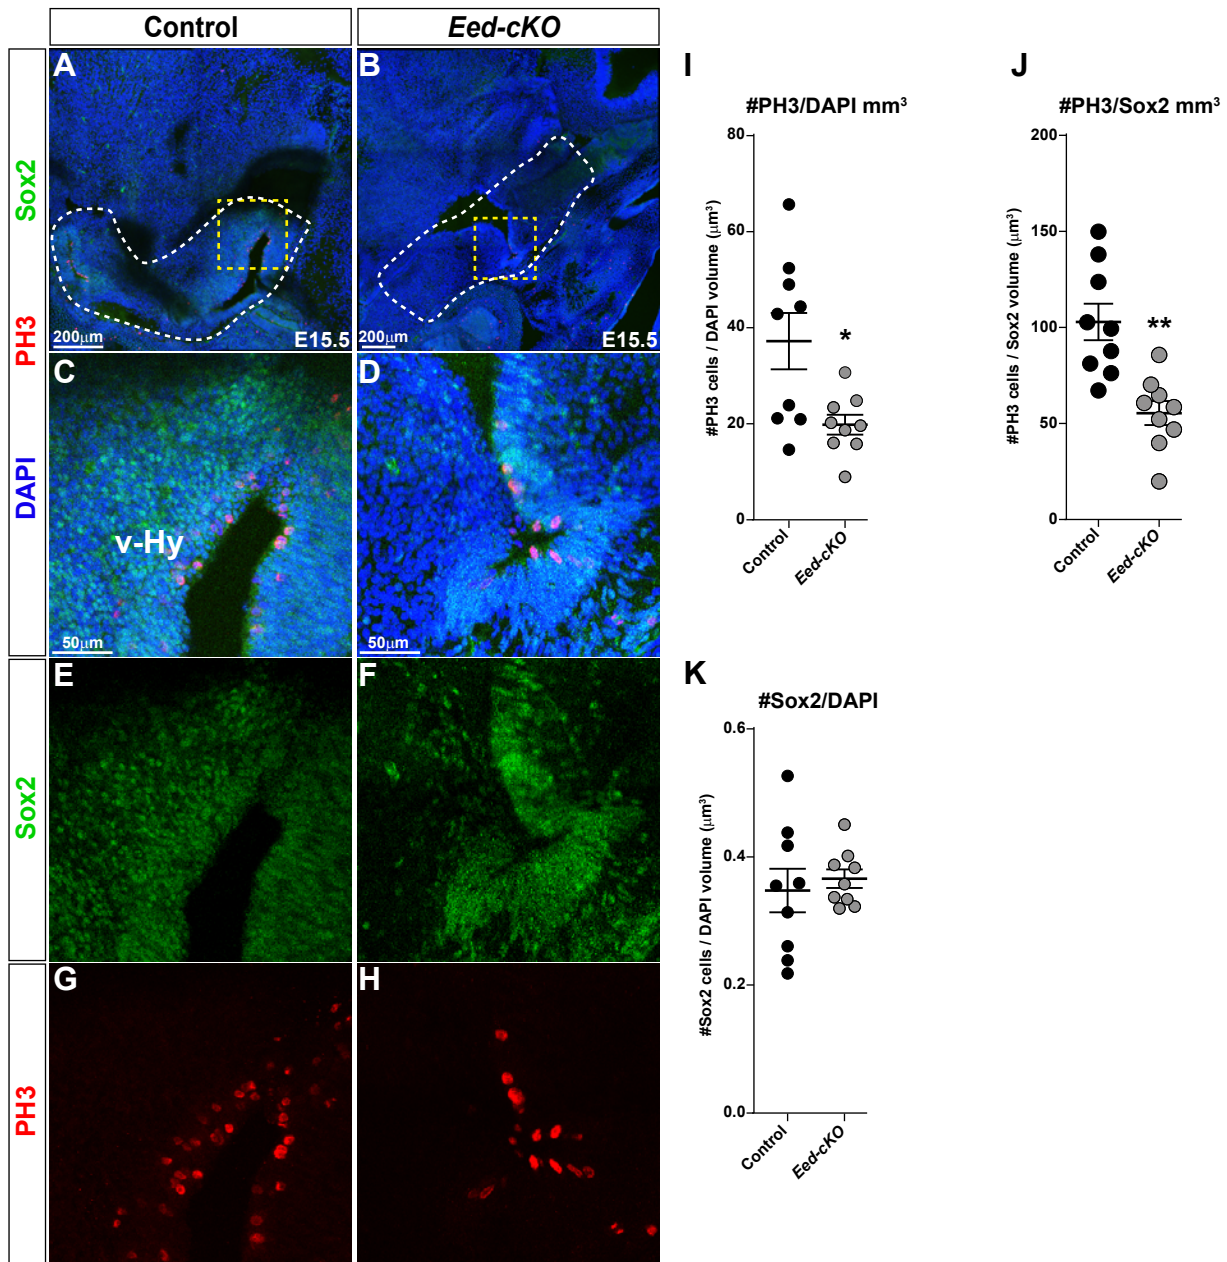

**Fig. S2. *Eed-cKO* mutants display reduced proliferation in the hypothalamus.**

(A-H) Staining for Sox2, PH3 and DAPI in sagittal sections of E15.5 embryos, in control and *Eed-cKO*. (A-B) White dashed lines delineate the hypothalamic region used for proliferation analysis. Dashed square insets delineate regions magnified in (C-H). (I, J) Quantification of proliferation in hypothalamic tissue of control vs *Eed-cKO*, at E15.5, plotted as PH3+ cells per mm<sup>3</sup> of DAPI and Sox2 signals respectively, shows reduced proliferation in *Eed-cKO*. (K) Ratios of Sox2/DAPI signal did not change between hypothalamic tissues of control and *Eed-cKO* embryos at E15.5. Student's t-test; mean  $\pm$  SEM; n= 3 embryos per genotype, n=9 sections; 3 sections per embryo, per genotype (for source data, see Table S7).

# Technical Filtering of scRNA-seq data

## Technical Filtering

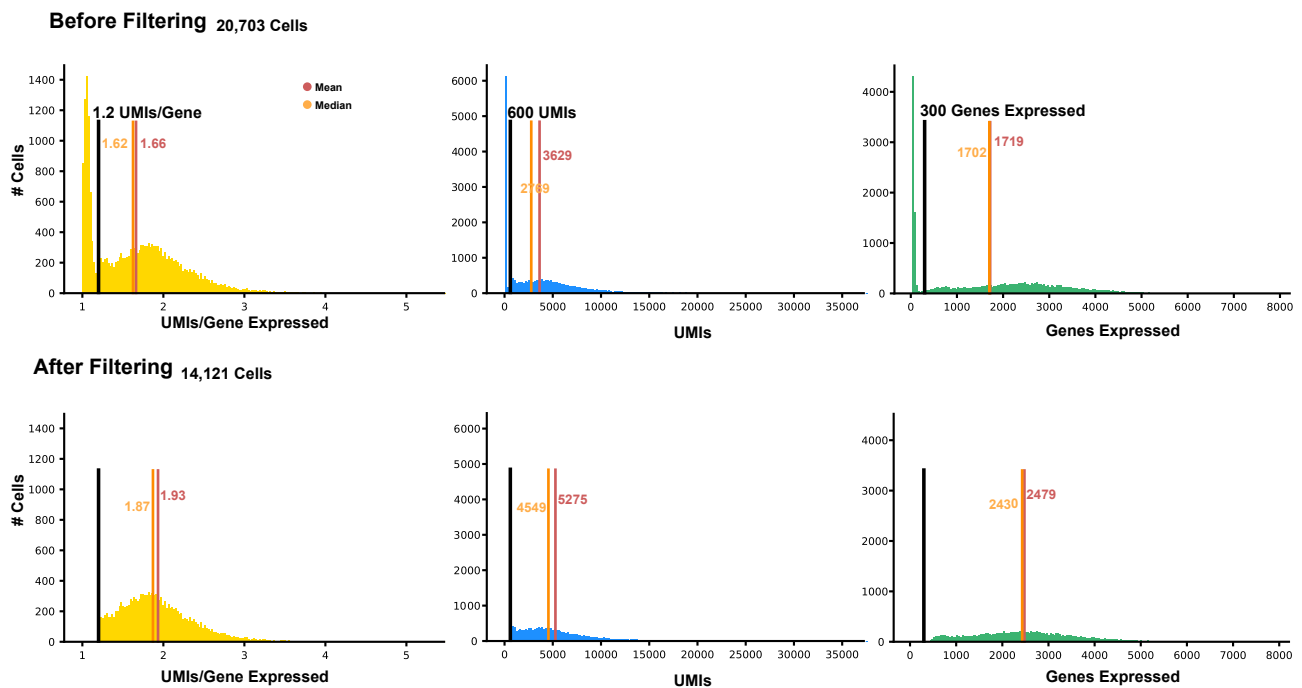

**Fig. S3. Technical filtering of E18.5 scRNA-seq data.**

Technical filtering of E18.5 scRNA-seq data depicts histograms of the Unique Molecular Identifiers (UMIs) expressed per gene, the total UMIs, and the genes expressed across the cells both before (top) and after (bottom) quality control, respectively. The black, red, and orange vertical lines indicate the cut offs used for quality control, the mean for each quality metric, and the median for each quality metric, respectively.

# Supplemental Figure 4

## Gene Analysis in *Eed-cKO* Mutants

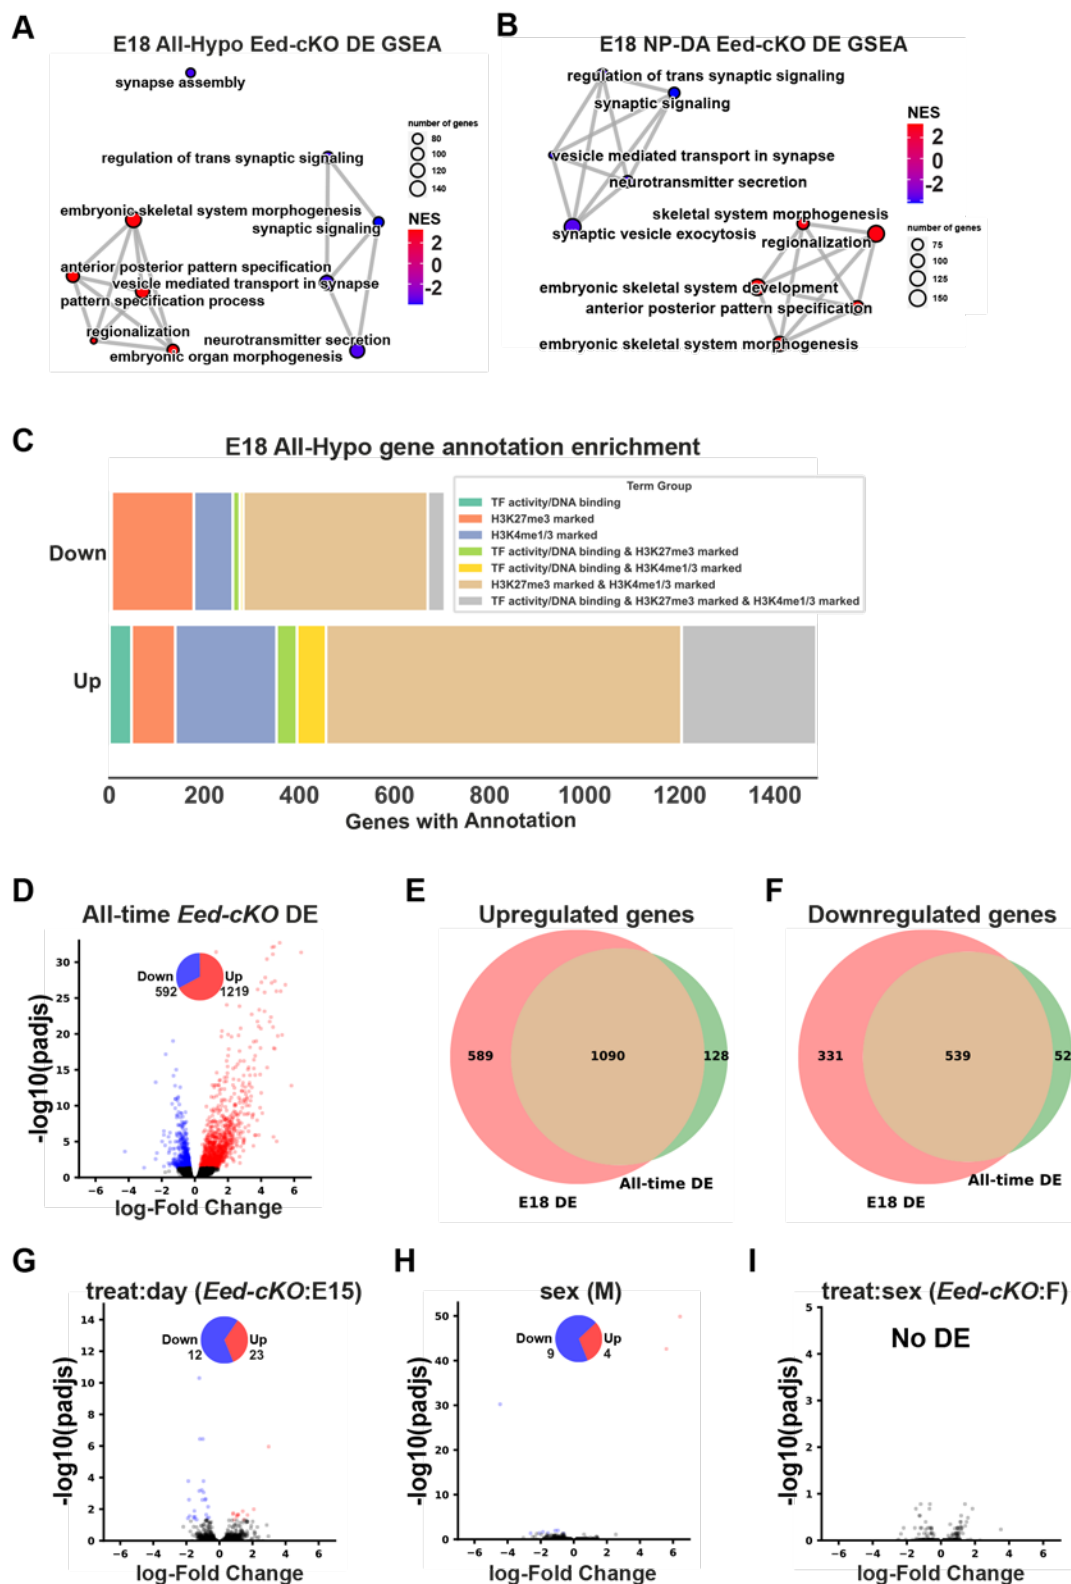

**Fig. S4. GO analysis of scRNA-seq data.**

(A-B) Gene Set Enrichment Analysis (GSEA) of All-Hypo (A) and NP-DA cells (B) for DE genes affected in *Eed-cKO* (adjusted p-value  $<0.05$ ). (C) GO analysis of All-Hypo cells. The total number of gene sets (“Terms”) grouped as “TF activity/DNA binding” if they mention “binding” or “transcription” in the term name, or “H3K27me3” or “H3K4me3” if these epigenetic marks were mentioned in the term name; the remaining terms are grouped as “Other”. The epigenetic terms indicate genes marked by the respective modification in a biological tissue sample in the *ENCyclopaedia of DNA Elements* (ENCODE) (see Table S3 for details). (D) Vulcano plot showing DE genes in *Eed-cKO* mutants at E15.5 (see Table S3 for details). (E-F) Overlap between DE genes at E18.5 and DE genes at all stages analysed, showing extensive overlap between both up- and downregulated genes at the different stages. (G) Vulcano plot showing DE genes in *Eed-cKO* mutants at E15.5 when compared to DE genes at other stages (see Table S3 for details), showing that very few genes are DE specifically at E15.5. (H) Vulcano plot showing DE genes in males versus females at all stages (see Table S3 for details). (I) Vulcano plot showing DE genes in males versus females in control versus in *Eed-cKO* mutants at E15.5 (see Table S3 for details), showing that all sexually dimorphic genes are still dimorphic in *Eed-cKO*.

## *Eed-cKO* mutants display ectopic Gfap expression

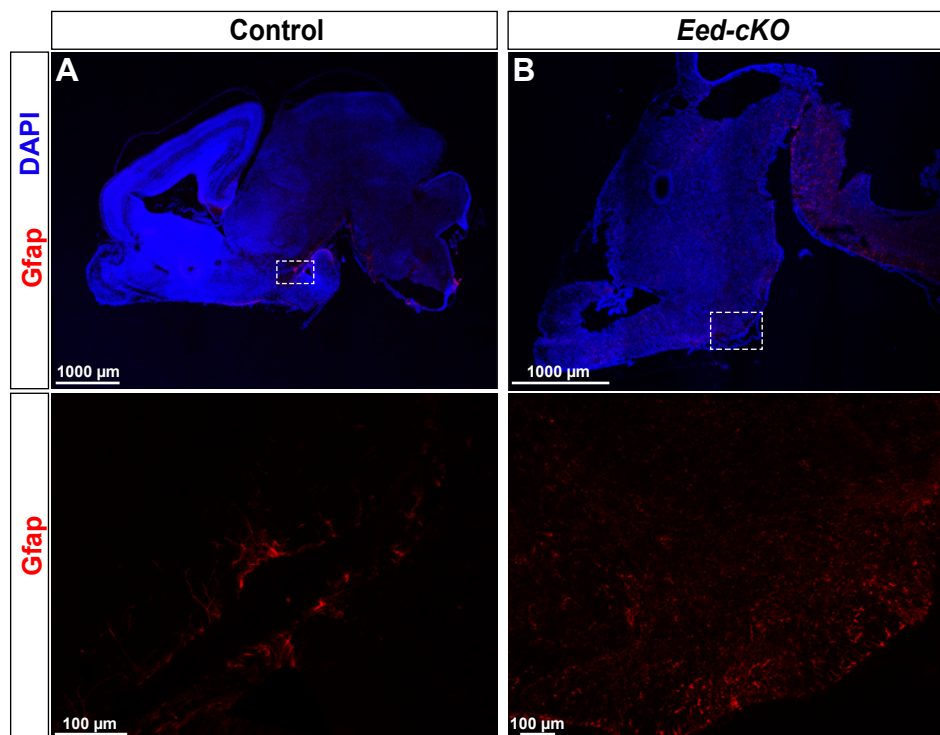

**Fig. S5. *Eed-cKO* mutants display ectopic Gfap expression.**

(A-B) Staining for DAPI and Gfap in sagittal sections of E18.5 brains, in control and *Eed-cKO*. Dashed, square insets delineate the ventral hypothalamus. In control, Gfap expression is primarily observed along the epithelium. In *Eed-cKO* mutants, Gfap expression is increased and expands into the hypothalamus.

## ***Eed-cKO* Glut/GABA cells upregulate Glut/GABA program**

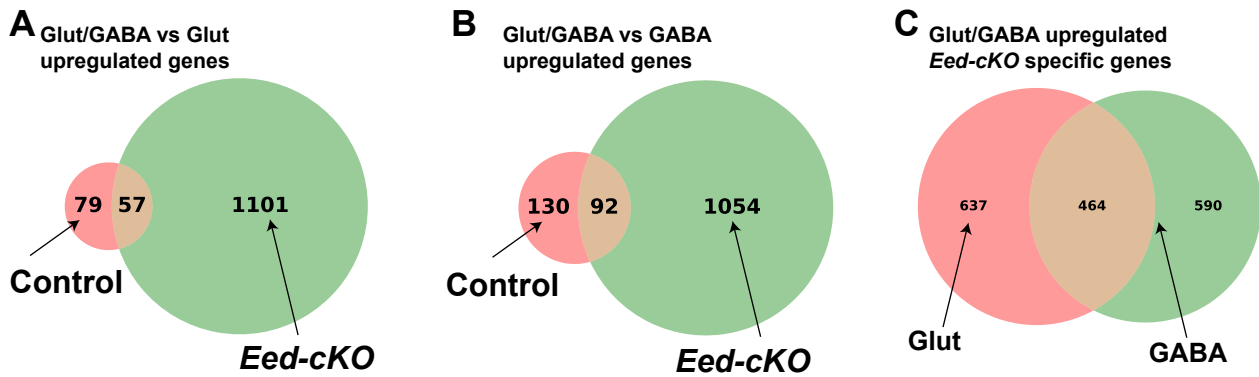

**Fig. S6. *Eed-cKO* Glut/GABA cells upregulate partial wild type Glut/GABA program.**

(A) DE genes (upregulated) when comparing Glut/GABA cells versus Glut cells in control (pink) and *Eed-cKO* (green), and the overlap (orange), revealing that the extra Glut/GABA cells observed in *Eed-cKO* express a gene profile that only partly overlaps with control Glut/GABA cells. (B) The equivalent to A, except comparing the upregulated DE genes in Glut/GABA cells against GABA cells identified within each condition; again, indicating a high overlap with control but disproportionate effect of *Eed-cKO* on the glut-GABA cells. (C) Comparison between the *Eed-cKO* specific genes in Glut/GABA cells when comparing them with Glut and GABA cells (i.e., overlap of the green circles from A and B).

# Increased Glut/GABA in NP neurons in *Eed-cKO* mutants

## A Control

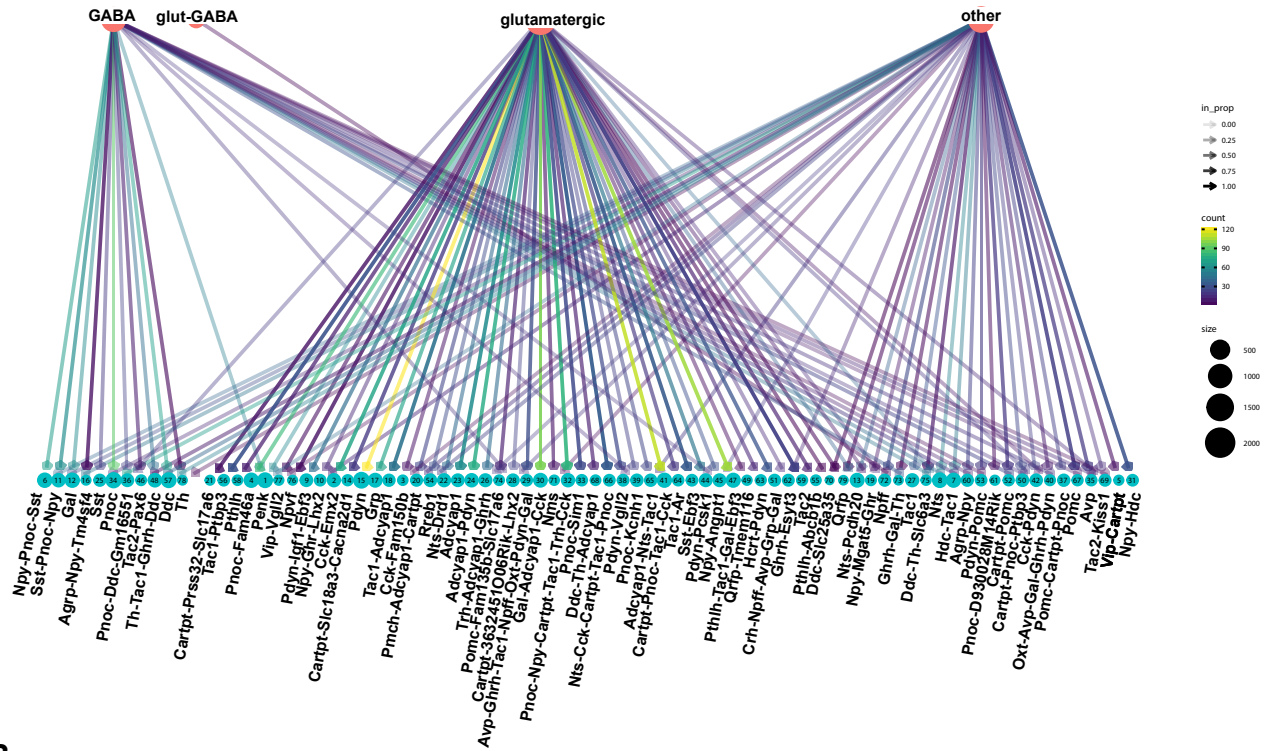

## B *Eed-cKO*

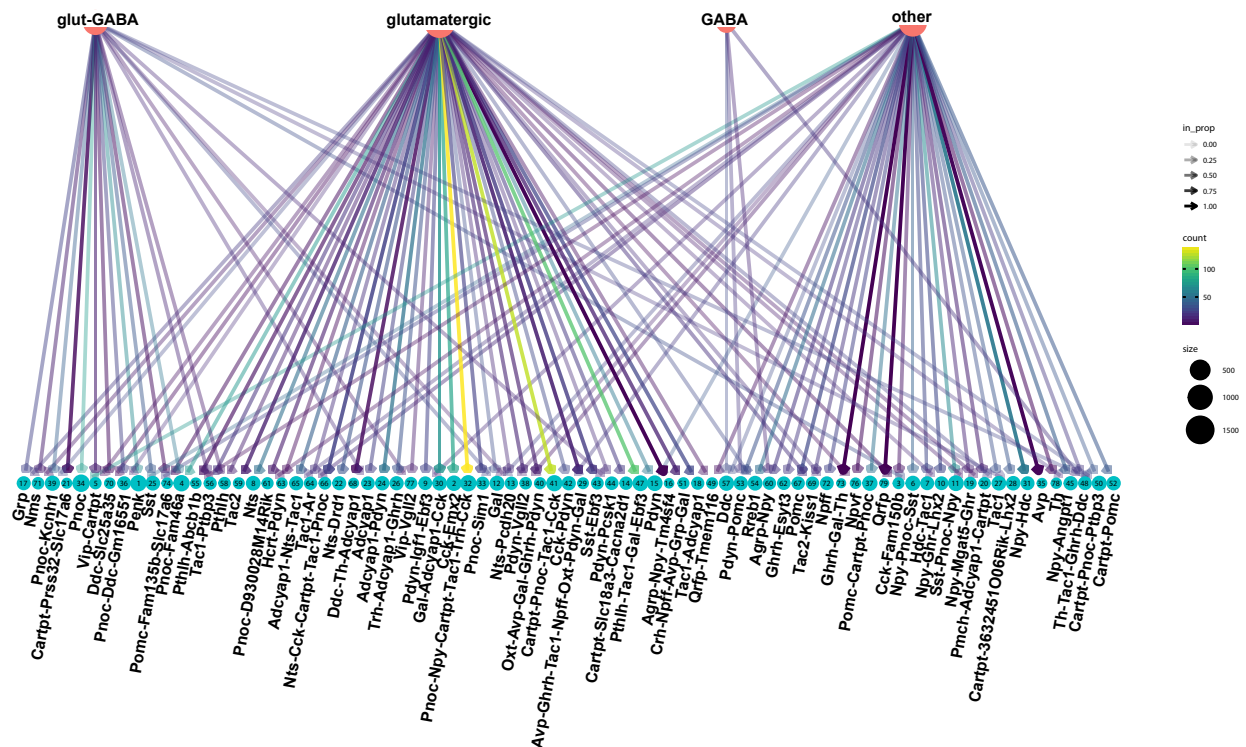

**Fig. S7. Increased Glut/GABA in NP neurons in *Eed-cKO* mutants.**

(A-B) Clustree representation displaying the distribution of fast neurotransmitter status in the 79 NP-DA E18.5 clusters; GABA (*Slc32a1*), Glut (*Slc17a6*), Glut/GABA (*Slc32a1* and *Slc17a6*) and “other” (no *Slc32a1* or *Slc17a6*). Arrows from the top row to the bottom row indicate where >25% of the cells in the NP-DA cluster are of the respective neurotransmitter status. Arrow opacity indicates the proportion of cells in the NP-DA cluster which are also in the respective fast neurotransmitter group. Arrow colors indicate total no. of cells which have the respective neurotransmitter and NP-DA cluster status. Point sizes indicated the total number of cells in each group. (A) In control, Glut/GABA expression is primarily restricted to *Npff* cells. (B) In *Eed-cKO* mutants, Glut/GABA expression spreads into several different neuropeptide cells.

# Ectopic expression of posterior genes in *Eed-cKO*

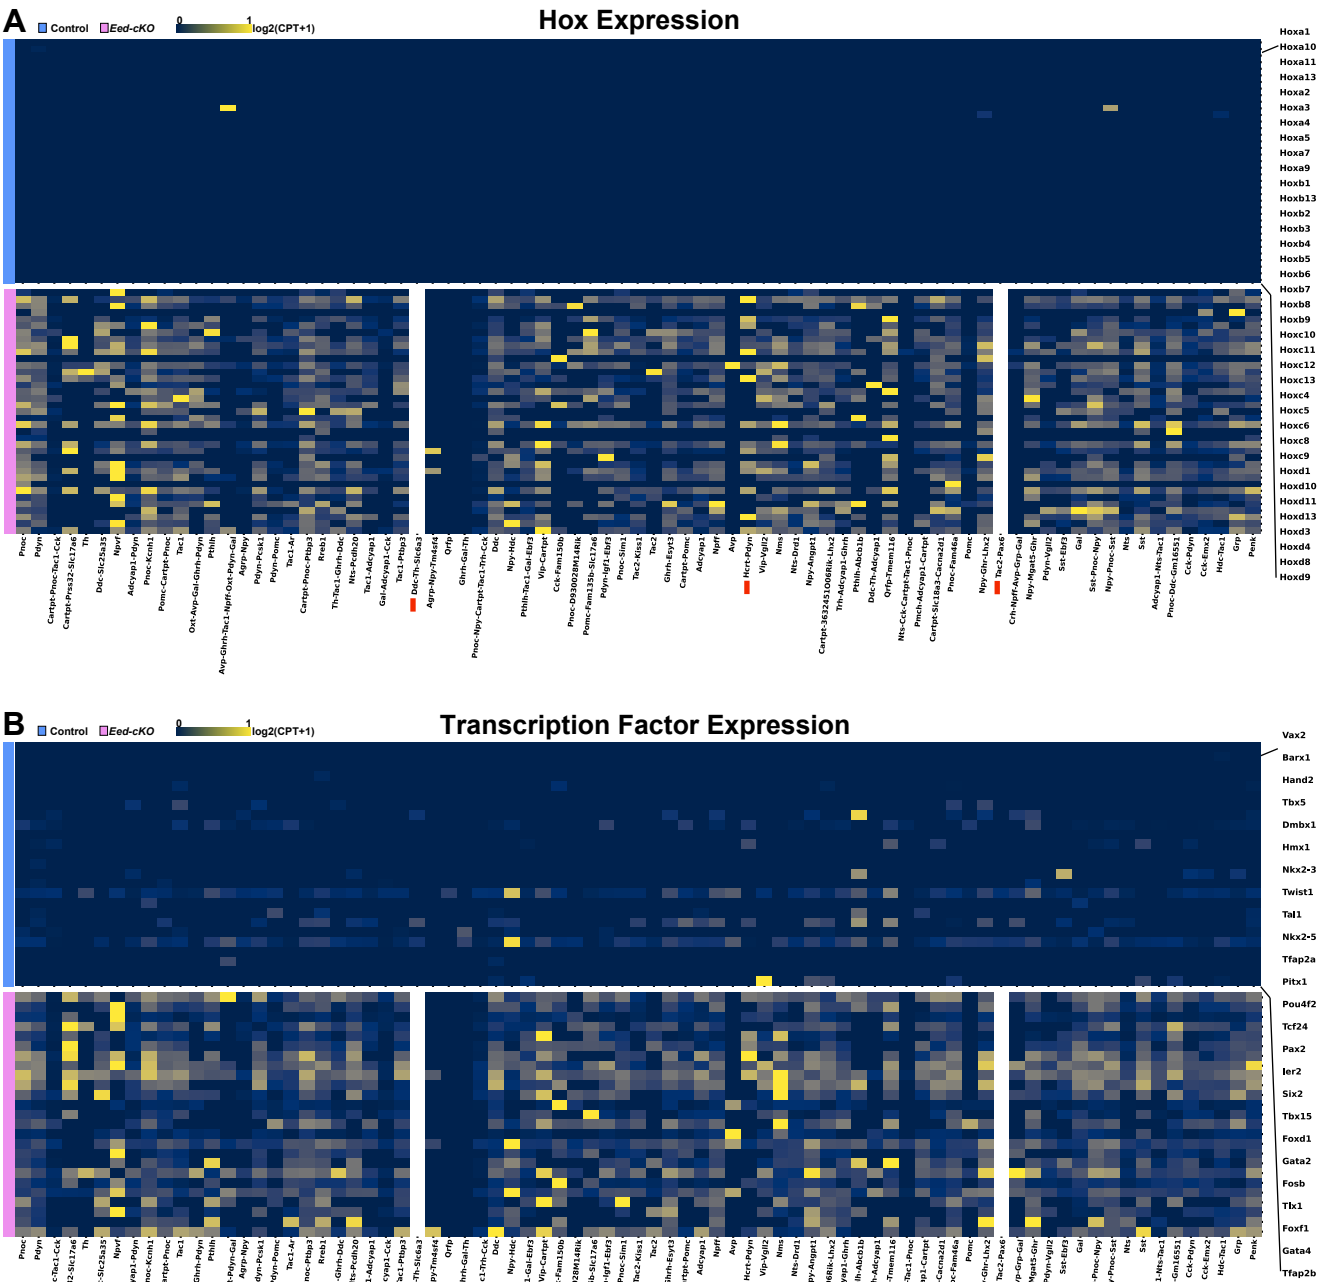

**Fig. S8. *Eed-cKO* mutants display Hox and posterior TF expression in the hypothalamus.**

(A-B) Heatmap displaying average gene expression of the Hox and posterior TF genes in each UMAP cell cluster, in control (blue) and *Eed-cKO* (pink). Gene expression is measured in  $\log_2(\text{CPT}+1)$ , scaled between 0 and 1 along each row. The *Ddc-Th-Slc6a3*, *Tac2* and *Hcrt* clusters are absent in *Eed-cKO*, and hence a column of 0 expression was depicted.

# Supplemental Figure 9

## *Eed* is not necessary for most NP-DA fates

Control

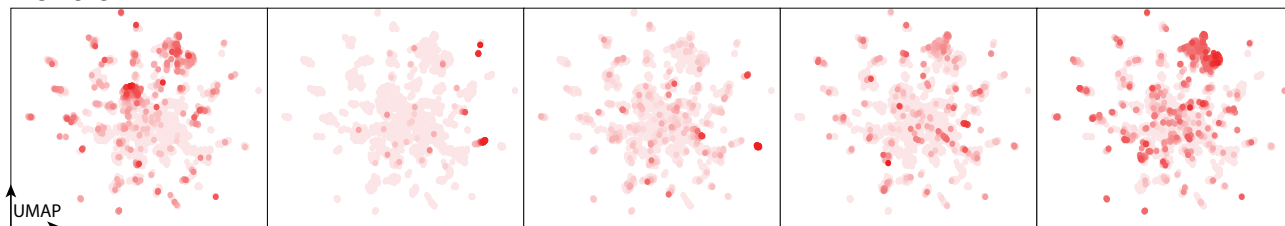*Eed*-cKO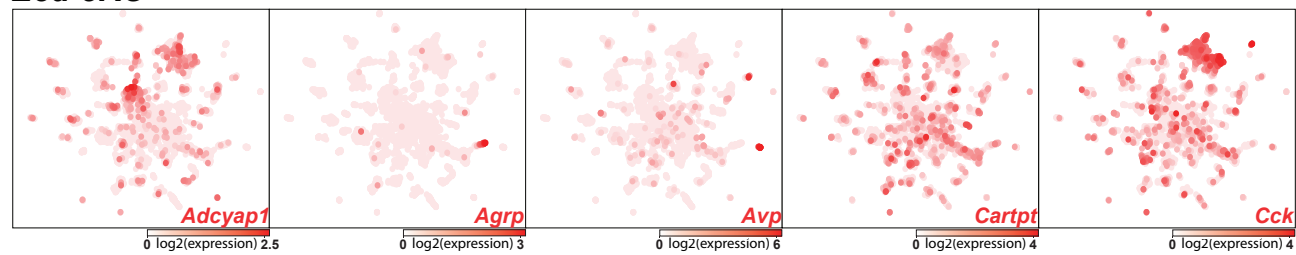

Control

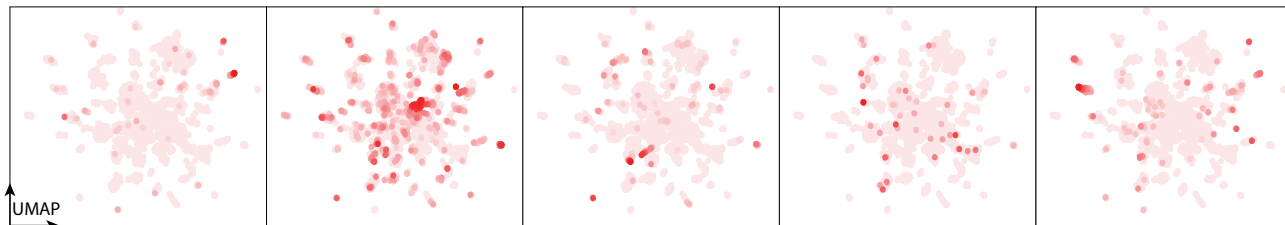*Eed*-cKO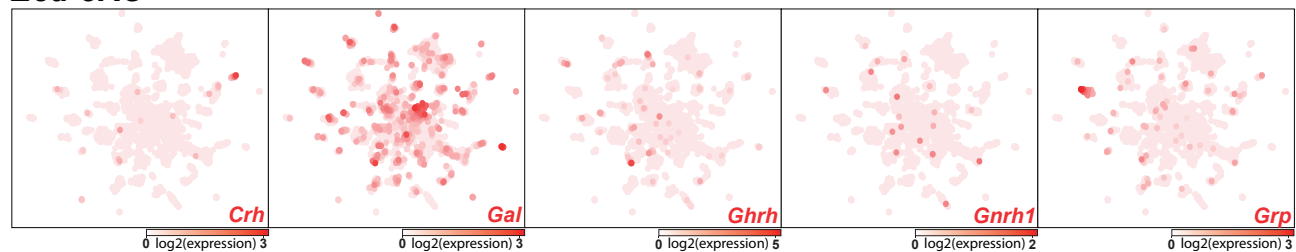

Control

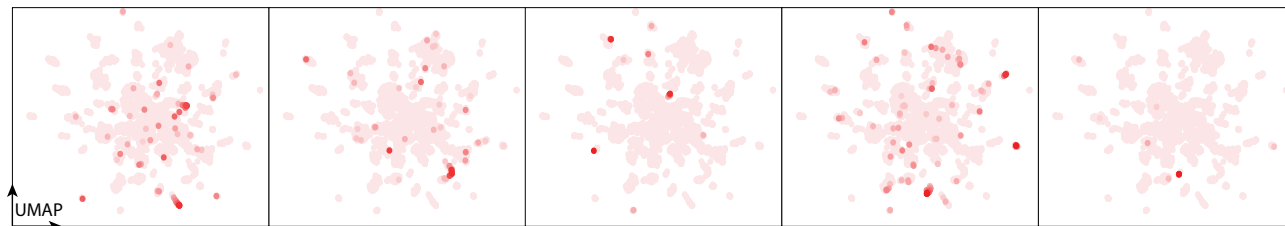*Eed*-cKO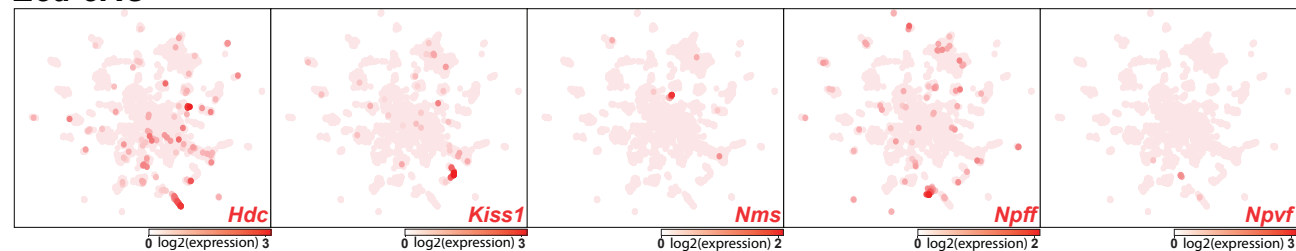

**Fig. S9. *Eed-cKO* is not necessary for most NP-DA cell fates.**

UMAP embedding of E18.5 NP-DA cells, based upon 122 DE genes (Table S1), showing expression of neuropeptide genes, in control and *Eed-cKO* cells.

# Supplemental Figure 10

## *Eed* is not necessary for most NP-DA fates

### Control

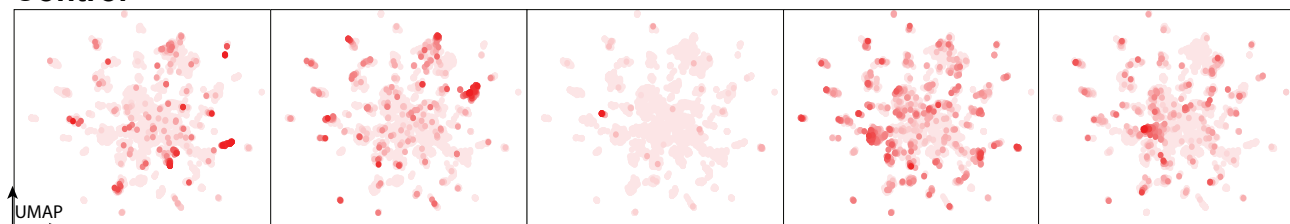

### *Eed*-cKO

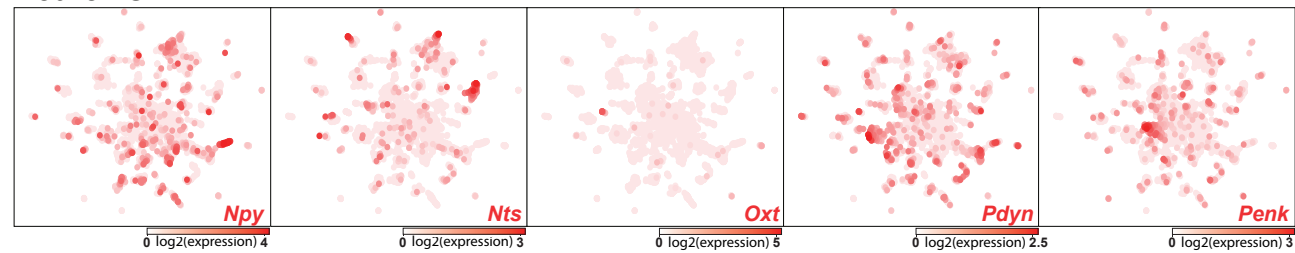

### Control

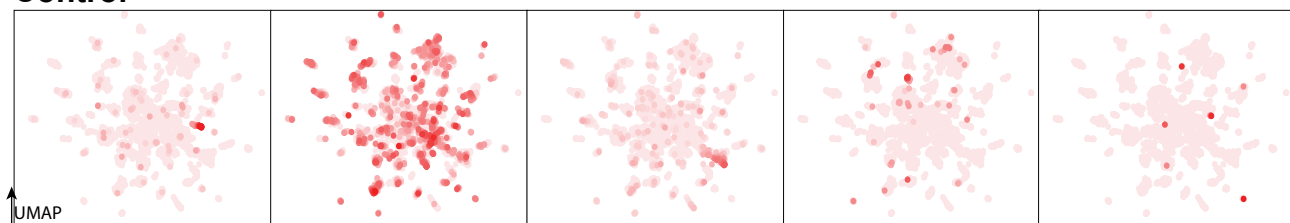

### *Eed*-cKO

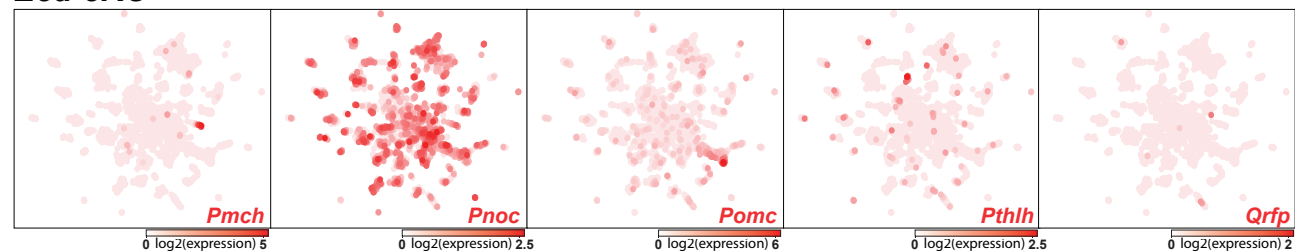

### Control

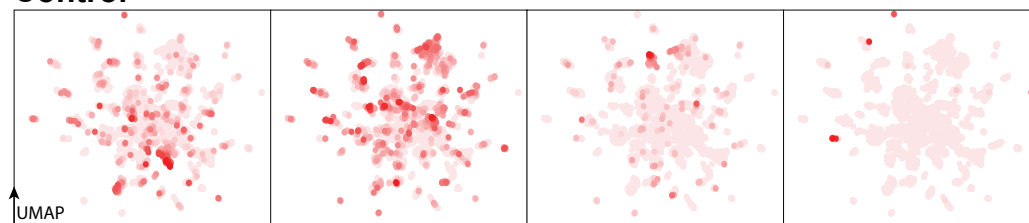

### *Eed*-cKO

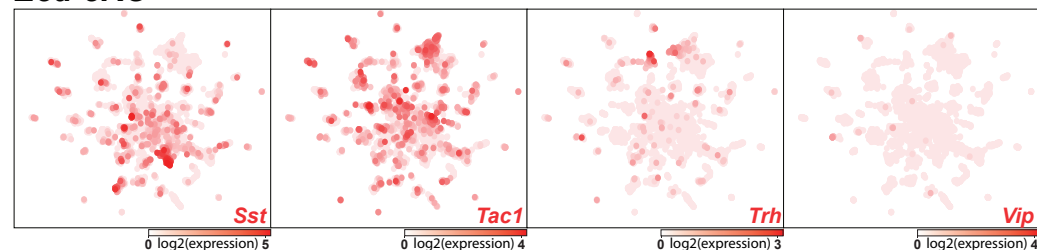

**Fig. S10. *Eed-cKO* is not necessary for most NP-DA cell fates.**

UMAP embedding of E18.5 NP-DA cells, based upon 122 DE genes (Table S1), showing expression of neuropeptide genes, in control and *Eed-cKO* cells.

## *Eed* is not critical for Avp neurons

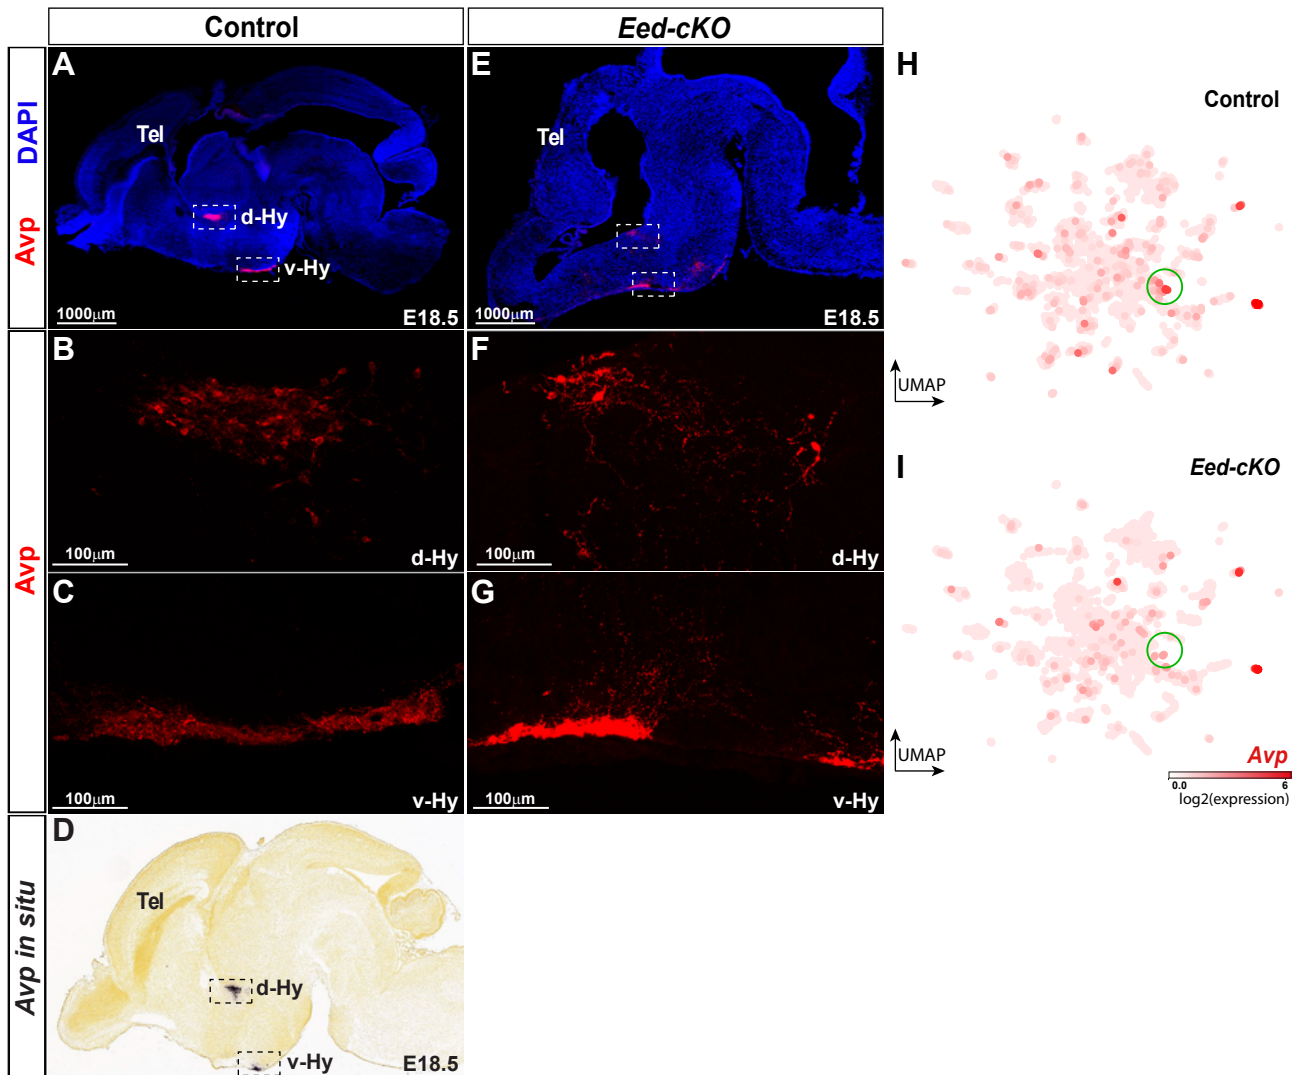

**Fig. S11. *Eed* is not critical for the generation of *Avp* neurons.**

(A-C, E-G) Staining for *Avp* and DAPI in sagittal sections of E18.5 control and *Eed-cKO* mutant brains. Dashed, square insets delineate *Avp* cells in dorsal and ventral hypothalamic regions. (C-F) *Avp*<sup>+</sup> cells in dorsal (d-Hy) and ventral (v-Hy) regions of hypothalamus in control and *Eed-cKO* embryos. The organization and clustering of v-Hy region *Avp* cells appear to be disrupted in *Eed-cKO*. (D) *In situ* hybridisation of *Avp* in cross-section of E18.5 mouse embryo (image from Allen Brain Atlas) (Thompson et al., 2014). (H-I) UMAP embedding of E18.5 hypothalamic scRNA-seq NP-DA cells, with each cell coloured according to the expression level of *Avp* in control and *Eed-cKO*. Scale bar; 1000  $\mu$ m in (A, B), 100  $\mu$ m in (C-F).

# Supplemental Figure 12

## Quality control and analysis of early time points

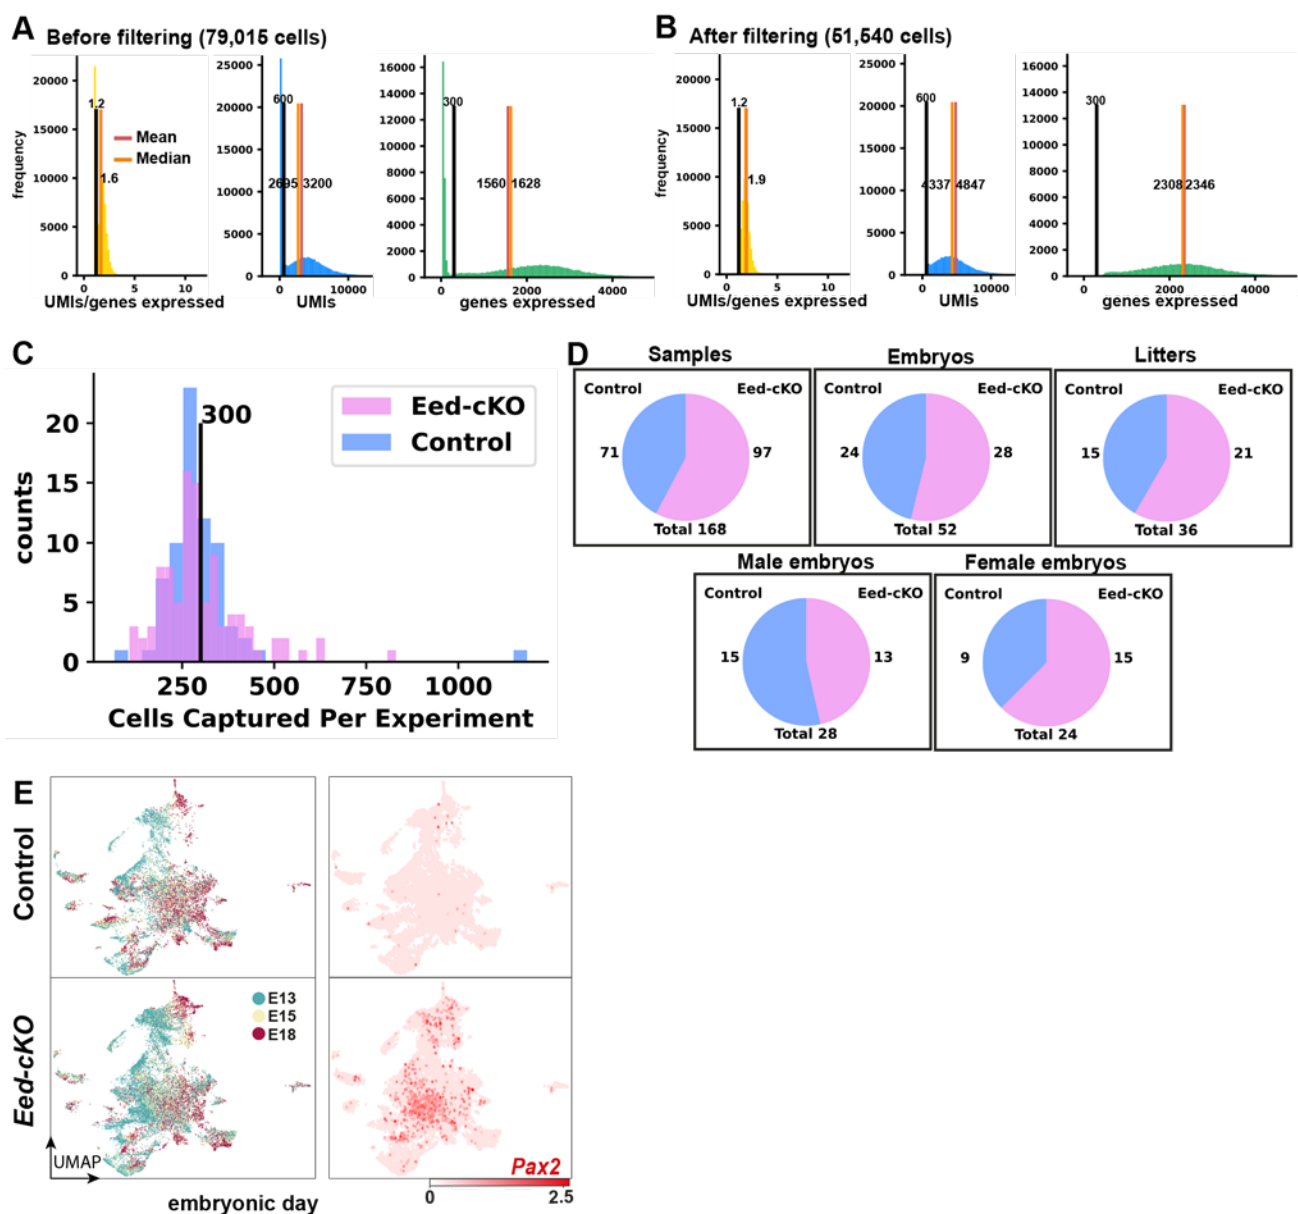

**Fig. S12. Technical filtering and analysis of E13.5 and E15.5 scRNA-seq data.**

(A-B) Technical filtering depicts histograms of the Unique Molecular Identifiers (UMIs) expressed per gene, the total UMIs, and the genes expressed across the cells both before and after quality control, respectively. The black, red, and orange vertical lines indicate the cut offs used for quality control, the mean for each quality metric, and the median for each quality metric, respectively. (C) Average high-quality cell yields/sample. (D) Litters, embryos and samples analysed for control and *Eed-cKO*. (E) UMAP embedding of E13.5, E15.5 and E18.5 cells, showing a similar temporal profile of development in the hypothalamus in *Eed-cKO* mutants. However, *Pax2* expression is upregulated.

## ***Eed-cKO* Glut/GABA increase is not due to doublets**

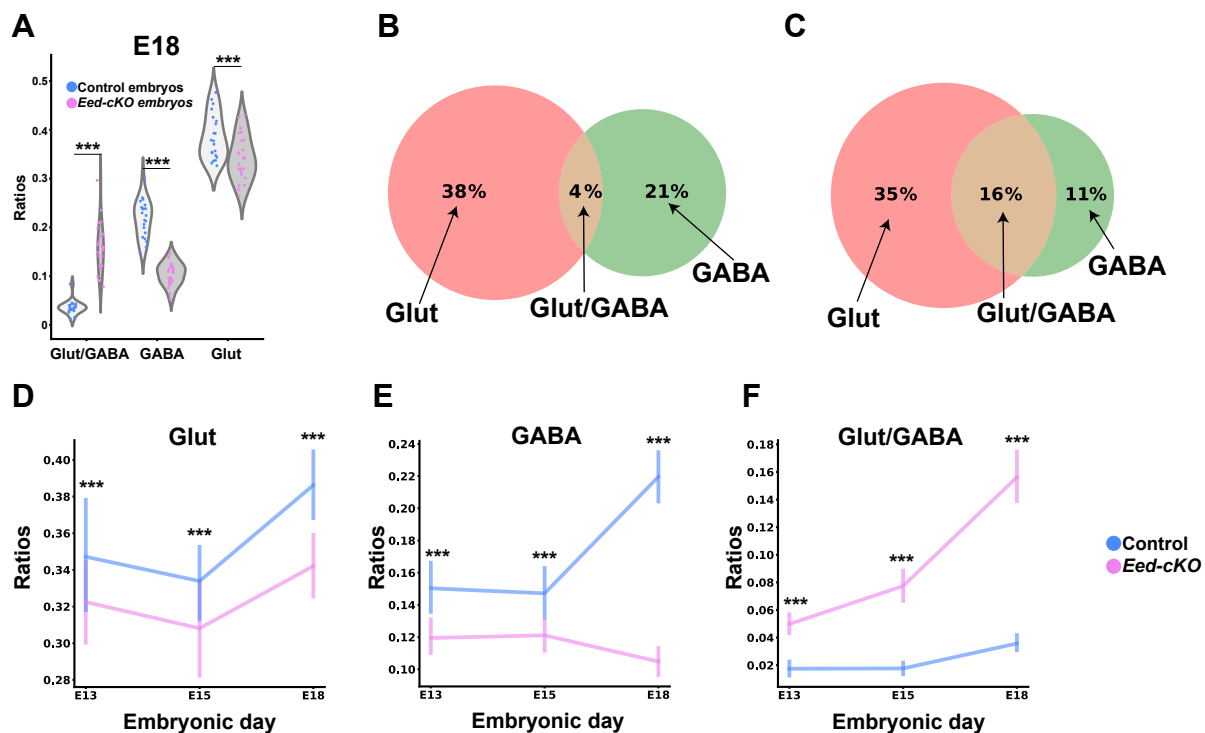

**Fig. S13. Doublet filtering does not nullify the increased Glut/GABA cells effect in *Eed-cKO*.**

(A-F) Quantification of Glut, GABA and Glut/GABA cell ratios at E13.5, E15.5 and E18.5 in control and *Eed-cKO* mutants after doublet removal. The enrichment of Glut/GABA cells in *Eed-cKO* is evident also after doublet removal.

## *Eed-cKO* shows normal tanycyte/ependymal trajectories

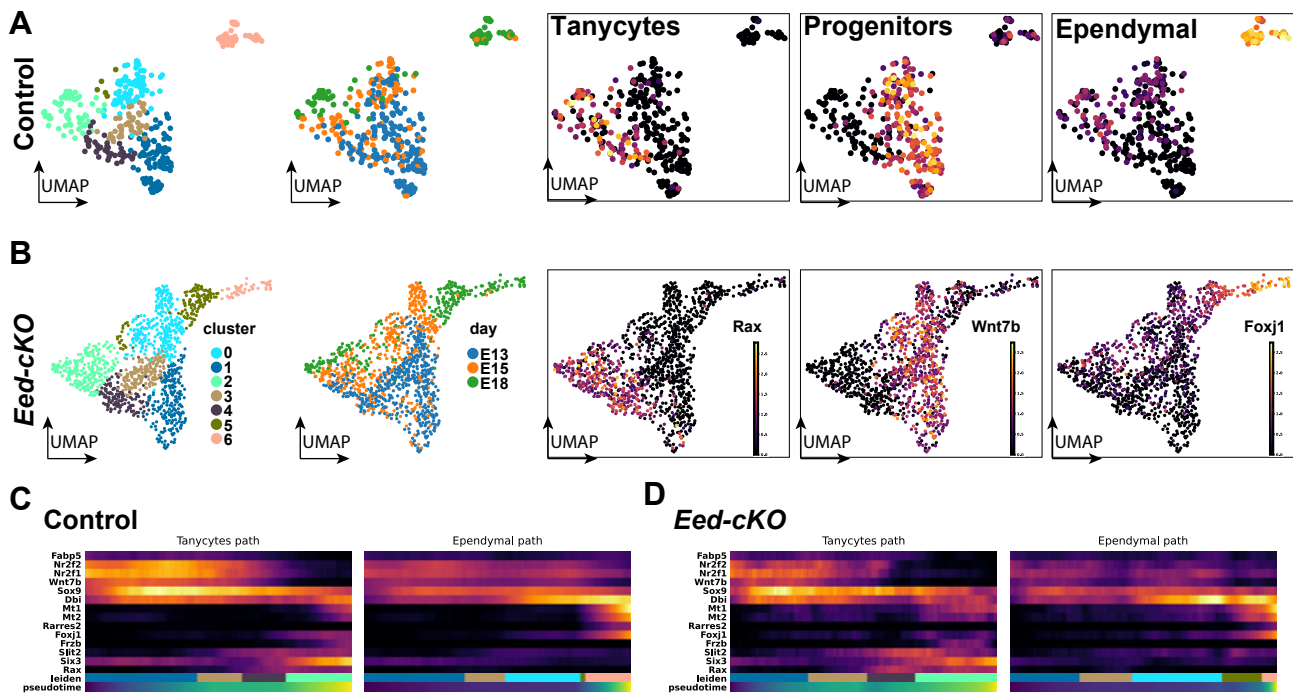

**Fig. S14. *Eed-cKO* mutants display normal tanycyte and ependymal trajectories.**

(A-B) UMAPs illustrating the branching trajectory of tanycyte (*Rax*) and ependymal (*Foxj1*) cells from a common progenitor pool (*Wnt7b*), in control and *Eed-cKO*. From left-to-right, UMAPs display Leiden clustering of cells, the embryonic time point of mice from which the cells were sampled, and the marker gene expression of *Rax*, *Wnt7b*, and *Foxj1*. In both control and *Eed-cKO* there is an equivalent trajectory of *Wnt7b* progenitor cells branching to create *Rax*<sup>+</sup> tanycytes and *Foxj1*<sup>+</sup> ependymal cells. (C-D) Heatmaps displaying gene expression trends of genes previously correlated with tanycyte development (Kim et al., 2020) along the pseudotime of cells from Leiden cluster 1 to 3, 4, and then the cluster 2 as the tanycyte path. Pseudotime for the ependymal path follows from cluster 1 to 3, then 0 and 5 with the mature ependymal cells falling within cluster 6. The same developmental gene expression trends are observed between control and *Eed-cKO* mice in tanycyte/ependymal cell type development.

## Dopaminergic cells are lost over time in *Eed-cKO*

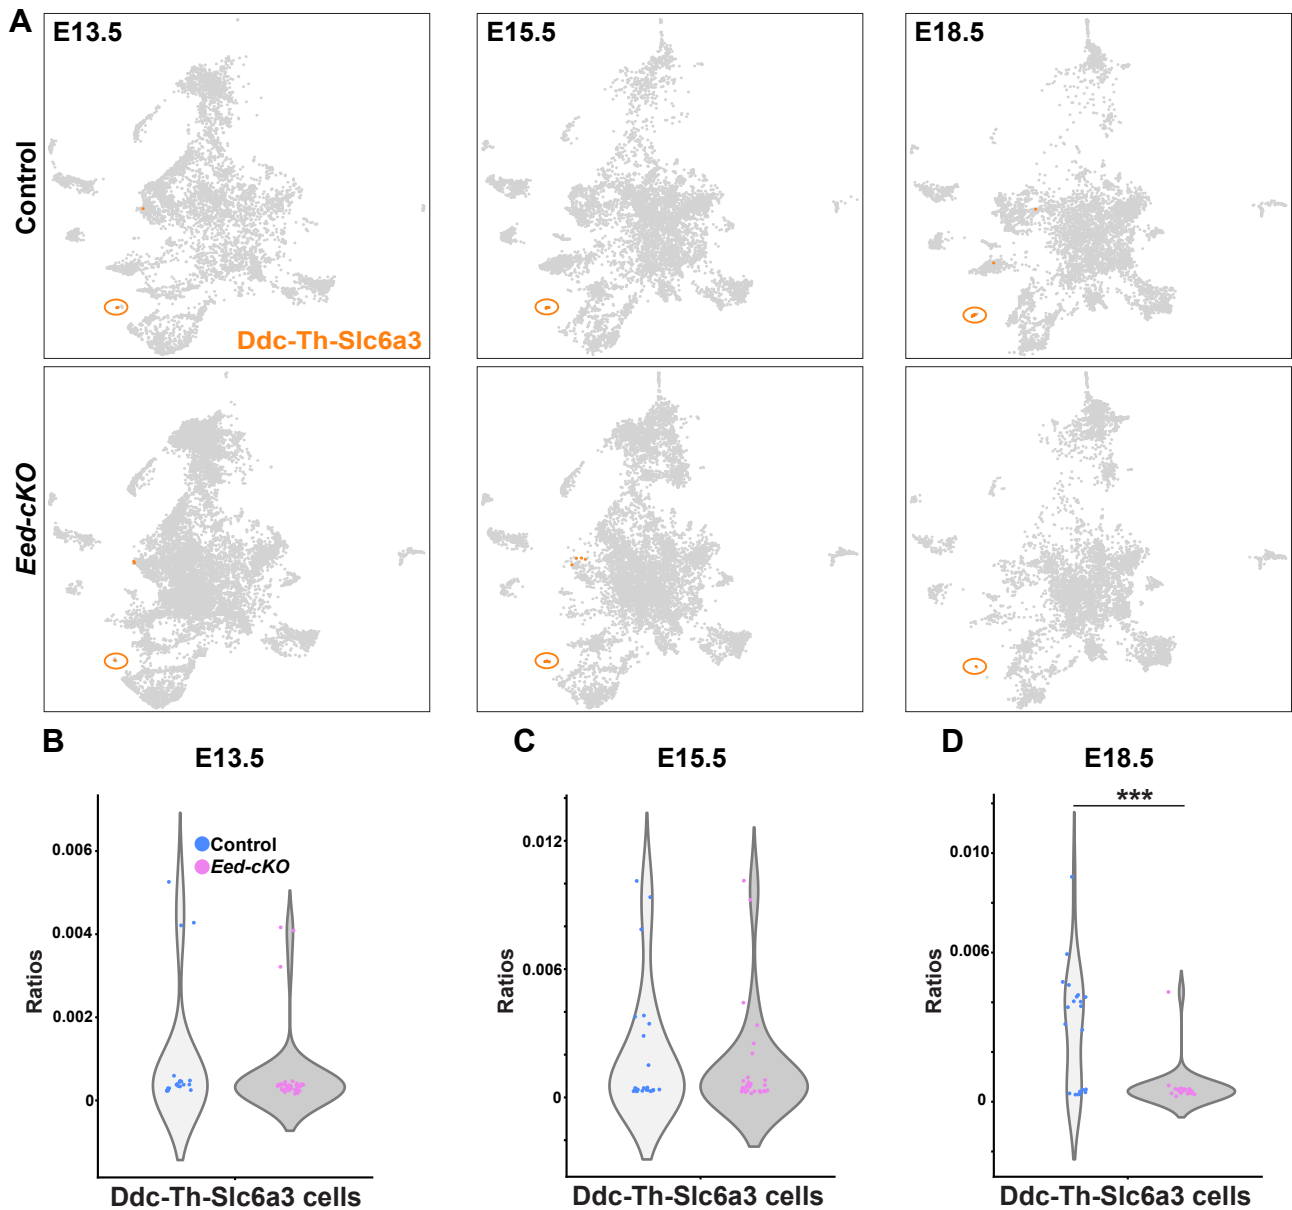

**Fig. S15. Dopaminergic cells are lost over time in *Eed-cKO* mutants.**

(A) UMAPs displaying *Ddc-Th-Slc6a3* triple-expressing cells, in control and *Eed-cKO*. One major cluster is evident in both control and mutants, at E13.5 and E15.5, while this cluster is severely reduced in size at E18.5 in the mutant. (B-D) Quantification *Ddc-Th-Slc6a3* triple-expressing cells, in control and *Eed-cKO*. At E13.5 and E15.5, there is no significant reduction of the proportion of triple-expressing cells, while at E18.5 these cells are severely reduced in *Eed-cKO*.

## *Hcrt* and *Tac2-Pax6* cells are absent in *Eed-cKO* mutants

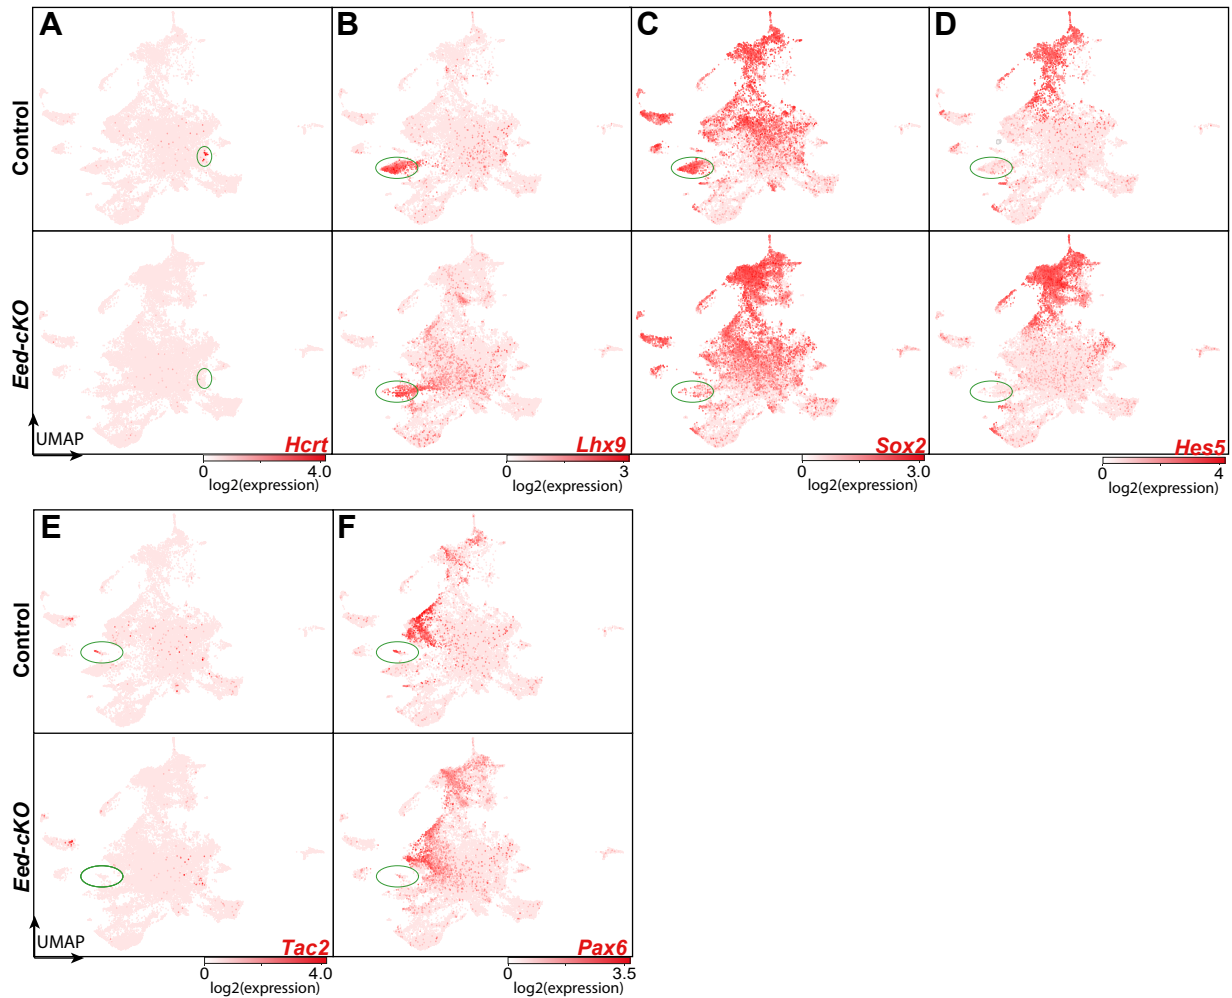

### Fig. S16. Expression of *Hcrt* and *Tac2*.

(A-F) UMAPs displaying *Hcrt*, *Lhx9*, *Sox2*, *Hes5*, *Tac2* and *Pax6* expressing cells, in control and *Eed-cKO*, combining cells from E13.5, E15.5 and E18.5. (A) One major *Hcrt* cluster is evident in control but largely lost in the mutant. (B-D) A branch of *Lhx9*<sup>+</sup>, *Sox2*<sup>+</sup> and *Hes5*-progenitor cells is evident in control but severely reduced in the mutant. (E) One major *Tac2* cluster is evident in control but largely lost in the mutant. (F) This *Tac2* cluster also expresses *Pax6*, which is also severely reduced in the mutant.

**Table S1. Gene lists used for UMAP analysis.**

[Click here to download Table S1](#)

**Table S2. Differential expression in the All-Hypo and NP-DA cells.**

[Click here to download Table S2](#)

**Table S3. GSEA/ENCODE peak enrichment analysis of DE genes in the All-Hypo cells scRNA-seq data.**

[Click here to download Table S3](#)

**Table S4. Differentially expressed genes comparison between glut-GABA cells and glutamatergic/GABAergic cells within control or Eed-cKO.**

[Click here to download Table S4](#)

**Table S5. NP-DA cell type counts stratified by different annotations.**

[Click here to download Table S5](#)

**Table S6. DE genes per NP-DA UMAP cluster.**

[Click here to download Table S6](#)

**Table S7. Temporal onset of NP-DA genes.**

[Click here to download Table S7](#)

**Table S8. Source Data for Figure S2.**

[Click here to download Table S8](#)

**Table S9. Glut/GABA cell type counts stratified by different annotations.**

[Click here to download Table S9](#)

**Table S10. Differential abundance of glut-GABA cells identified between control and Eed-cKO embryos with and without doublet removal and across developmental time points.**

[Click here to download Table S10](#)

**Table S11. Lhx9 and Glut-GABA subpopulations compared between Eed-cKO and control.**

[Click here to download Table S11](#)

**Table S12. Marker genes used for broad labelling of early time points & confusion matrix from logistic regression classification.**

[Click here to download Table S12](#)

**Table S13. Marker genes used for broad labelling of early time points & confusion matrix from logistic regression classification.**

[Click here to download Table S13](#)

How the deposited data were processed for this re-analysis (not part of the article)

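The data were single-cell RNA sequencing counts of the hypothalamus at embryonic day 18.5 from 6 control and 9 Eed-cKO embryos, in 48 libraries. The authors deposited 1 table of UMI counts per gene and cell, made with the SureCell RNA Single-Cell pipeline, which aligned reads to mm10 with STAR, and joined over libraries without normalization. The cells under 600 UMIs, 1.2 UMIs per expressed gene or 300 genes had been removed before deposit, and the filter applied again removed no cell. The lowest total of a gene in the table is 7 UMIs, and mitochondrial genes were not analysed here.

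From the deposited counts, cells were clustered with scanpy 1.11.5 and leidenalg 0.10.2 (normalization to 10000, 2000 variable genes, values clipped at 10 SD, 30 principal components, 15 neighbours, resolution 1, seed 0). Clusters were named from marker lists fixed before the data were examined, as were the samples, the main tests and the list of alternatives. Names rest on rebuilt clusters, so a difference from the paper in a cell set may come from them. Doublets were scored with Scrublet, and the 6% of cells with the highest score in each library were removed only as an alternative. Cells with at least 1 UMI of a gene were called positive.

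Counts were summed per embryo and tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM, Benjamini-Hochberg adjustment at 0.05). The gene filters were those of the paper's methods, with a median log-CPM of 1.5 for All-Hypo and 0.45 for NP-DA cells. limma 3.58.1 (voom with TREAT at 0.18) and DESeq2 1.42.0 were used as alternatives. Glut/GABA cells were compared with Glut or GABA cells of the same embryos with the embryo as a block, since both sums come from 1 animal. Shares were compared by exact permutation of embryos, and with libraries as samples by 100000 resamples, with scipy 1.17.1. Intervals and upper limits (3 counts of the total) cover counting error only.

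The named genes were every gene the paper names for these cells and the 5 largest rises and falls by fitted fold change among genes past the threshold whose embryos do not overlap between genotypes. One of the genes that the paper names is not reported here. *Oxt*, *Pomc* and the other neuropeptide genes that the text does not name belong to the list of 30. The edgeR step was tested on simulated data: in All-Hypo, 92.7% of 193 changed genes among 12413 were recovered with 3.24% false calls, and in NP-DA 86.8% of 197 among 13686 with 8.06% false calls. The blocked test recovered 71.5% of 193 changed genes among 12062 with 4.83% false calls. In these simulations few genes changed, with rises and falls drawn alike, and no litter effect was put in. They therefore do not test the scaling when many genes change, or differences between litters. The share test called 4.50% of 400 simulations without a difference and 93.5% with a difference of 2 SD.

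Alternatives covered the normalization, the gene filter, the tool, the replicate (libraries or litters), sex as a covariate, the cell filter, the UMIs asked of a positive cell, the depth per cell (thinned to 1000, 2000 or 4000 UMIs) and each embryo left out in turn. Cells of other stages, the paper's gene set tests and its supplementary tables were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and igraph 0.11.9 were also used.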

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

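The tests of 1 large library and of a few cells for *Hcrt* were chosen only after the result was seen, and the other tests here were set before it. An embryo was singled out when it lay far from the rest of its genotype by Dixon's test, which chance alone gives in about 1 of 20 groups: 23 were found in 148 groups, where chance would give 7.40.

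Control embryo 5 had a Glut/GABA share of 8.20%, against 3.90% in the next control embryo. The tables argue against depth per cell, since the embryo stayed at 2.66% with cells thinned to 2000 UMIs, above the 0.669% to 1.43% of the others. Several cells per droplet stay open: 3.15% of the neuron-like cells of its largest library had a UMI of an endothelial, microglial or pericyte marker at 2000 UMIs, which lies within the 0.417% to 4.94% of the other control libraries but above the 0.571% and 1.35% of the embryo's other 2. Without that library, which held 1207 cells where the next largest held 465, the share was 3.40%, so 1 library may account for it. The Glut/GABA difference between the genotypes did not rest on it, being 13.5 percentage points at most and 11.8 at least with each embryo left out.

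For 20 gene levels, every embryo's level was recomputed without its 3 cells with most UMIs of the gene, and 12 stayed far from the group while 5 did not. For the other 3 nothing was tested. For *Pax8* in control embryo 2 (0.875 CPM, 6 UMIs in all) and *Qrfp* in Eed-cKO embryo 8 (1.23 CPM, 3 UMIs in all), only 2 cells of the embryo were positive, so the level without the 3 cells had to be 0. *Pax2* in control embryo 2 went from 0.875 CPM, 6 UMIs in all, to 0.294, but the other control embryos held too few positive cells to be anything but 0 without theirs. A few cells with many transcripts may account for those 5, though hardly for *Ezh1*. *Ezh1* in Eed-cKO embryo 8 went from 23.8 CPM (next 16.1) to 21.6 and was still the highest, with the others at up to 14.8, but no longer far enough apart for the test. *Slc6a3* in Eed-cKO embryo 7 went from 7.24 CPM to 0.486, with 83.3% of its UMIs in 1 cell. *Tac2* in control embryo 1 went from 27.6 to 6.24 CPM, and in Eed-cKO embryo 3 from 39.7 to 1.27. *Hcrt* in control embryo 6 went from 93.2 CPM (next 30.95) to 1.65, with 63.8% of its UMIs in 1 cell.

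The other 12 stayed far from their group, so that a few cells do not account for the whole of them. In control embryo 4, *Olig1* was at 107 CPM (91.4 without the 3 cells), *Foxj1* at 86.9 (67.0) and *Hdc* at 22.1 (14.1). In Eed-cKO embryo 8, *Pax6* was at 39.0 CPM (27.4) and *Lhx9* at 90.3 (77.4). In control embryo 5, *Npy* was at 224 CPM (171) and *Pnoc* at 86.4 (79.1). *Lhx5* was at 25.4 CPM (23.3) in control embryo 1, *Dlx1* at 114 (105) in Eed-cKO embryo 5 and *Crh* at 41.6 (15.5) in control embryo 6. *Nms* was at 4.35 CPM (1.94) in Eed-cKO embryo 7, from few UMIs. *Pmch* in Eed-cKO embryo 1 was at 70.8 CPM, with 92.3% of its UMIs in 1 cell, and without the 3 cells it was at 0.954, still above the other embryos (up to 0.409 without theirs), so most of its level came from a few cells. In 9 of the 12 the embryo had a litter-mate of its genotype that did not stand apart, such as Eed-cKO embryo 9 with *Lhx9* at 16.5 CPM, so the litter as a whole was not raised. Litter stays open for *Dlx1*, *Crh* and *Pmch*, and how the hypothalamus was dissected for all 12, and neither was tested.

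In 2 shares of rare cells an Eed-cKO embryo lay apart: 0.179% *Ddc-Th-Slc6a3* cells in embryo 7, from 1 cell, and 0.586% *Hcrt-Pdyn* cells in embryo 5 (next 0.141%). No explanation was tested for these.

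*Vax2*, which the paper does not discuss, was at 27.6 CPM in Eed-cKO and had 0 UMIs in control. Its UMIs were found in 10.9% ± 3.66 of Eed-cKO All-Hypo cells (5.77% to 16.8% by embryo), in 0.835% of Eed-cKO non-neural cells and in 0 of 6844 control cells, which allows up to 0.0438%. Reads shared with its paralog *Vax1* are argued against, since control cells held 113 UMIs of *Vax1* and none of *Vax2*. Derepression without PRC2 is a hypothesis that the design gives, found and looked at in the same data, and litter differs between the genotypes.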

How the results depend on the processing

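The alternatives with the largest library left out, with mixed-type cells removed, with the cluster without control cells removed, and those for pairs of genes and for Hox transcripts within neuropeptide cells were chosen after seeing the data, and the random splits of the embryos are tests chosen after the result was seen. No paired analysis was possible because no litter holds both genotypes and embryo numbers pair no animals between them.

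Of the comparisons' values, 158 kept their direction and side of the threshold, or for counts stayed within 1.5 times, under the alternatives without an embryo left out, while 29 counts (11 results) moved further, 10 values were lost (5 results) and 1 was gained. When each embryo was left out in turn, 267 kept theirs, 1 was lost and 2 (1 result) were gained. The Glut/GABA share (11.8 to 13.5 percentage points with each embryo left out), the GABA share (-12.2 to -10.5), *Gfap* (1.3 to 1.56), *Foxj1* (4.53 to 5.62) and *Hcrt* (-0.746 to -0.575) kept theirs in each alternative run. The Glut difference was lost when cells were thinned to 1000 (-0.299), 2000 (-0.851) or 4000 UMIs (-3.50) and in neuron-like clusters (-3.04), and with each embryo left out it was -5.31 to -3.87. Thinning also took away *Ddc-Th-Slc6a3* at 1000 UMIs (-0.0372), *Tac2-Pax6* at 4000 (-0.149) and *Hcrt-Pdyn* at 1000 (-0.0594) and 2000 (-0.0927). *Hcrt-Pdyn* was lost with litter means too (-0.330). With each embryo left out the differences were -0.443 to -0.359 for *Ddc-Th-Slc6a3*, -0.596 to -0.417 for *Tac2-Pax6* and -0.365 to -0.194 for *Hcrt-Pdyn*, which was lost without control embryo 6. *Rax* was lost with at least 2 UMIs asked of a cell (0.740; 1.71 to 2.32 with each embryo left out). *Olig1* passed with libraries as samples (1.79) and without Eed-cKO embryo 2 or control embryo 4 (1.13 to 1.81 over all embryos left out). Thinning to 4000 UMIs left out 2772 control and 2828 Eed-cKO cells, and *Tac2-Pax6* was not lost at 1000 (-0.285) or 2000 (-0.383), so lower depth alone does not give that loss; the cause of these changes was not tested.

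Neuropeptide shares past the threshold numbered 16 with libraries as samples, 4 with the centred log-ratio and 0 with litter means by the permutation test, and 6 to 10 with each embryo left out. Higher Glut/GABA shares within neuropeptide cells numbered 7 at 2000 UMIs, where fewer genes were tested. Genes called in All-Hypo numbered 1502 with limma-voom and TREAT on embryo sums, 1924 with edgeR's TREAT, 2205 in neuron-like clusters and 5868 with libraries as samples in edgeR, and 2835 to 3858 with each embryo left out. In NP-DA they numbered 1534, 1926 and 5820 under the first, second and last of these, and 2587 to 3649. Hox genes called numbered 24 to 26 with each embryo left out. Neuropeptide genes called numbered 7 with limma-voom and TREAT, on embryo sums as well as with libraries as samples, and 11 to 14 with each embryo left out.

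For genes between Glut/GABA and single-class cells the main design has the embryo as a block. Without the block, 52 (Glut) and 70 (GABA) genes were called in control and 474 and 448 in Eed-cKO. With cells thinned to 2000 UMIs these were 25, 4, 207 and 71. With at least 2 UMIs asked of a cell, control had 36 and 48 and the Eed-cKO comparison with GABA cells 455. With DESeq2, control had 64 and 65. With each embryo left out the counts were 88 to 126, 91 to 141, 815 to 1146 and 693 to 908. Between the sexes 7 genes were called with the total-count filter and 17 with libraries as samples, and 36 for sex by genotype with libraries as samples.

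Of the named genes' log2 fold changes in All-Hypo, 827 kept direction and side of the threshold without an embryo left out, 32 were lost (10 genes) and 18 gained (8 genes). Leaving out each embryo, 828 kept theirs, 27 were lost (4 genes) and 12 gained (6 genes). In NP-DA cells 266 kept theirs, 17 were lost (7 genes) and 2 gained, and with each embryo left out 321 kept theirs, 6 were lost (3 genes) and 3 gained (2 genes). Under the alternatives chosen after seeing the data, 36 values of the comparisons and 113 of the named genes in All-Hypo kept theirs, while 5 of the latter were lost (3 genes) and 1 gained. *Cdkn1a* reversed in neuron-like clusters (-0.0575), and *Vip* in NP-DA cells with libraries as samples in limma-voom with TREAT (0.24); the cause was not tested.

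As large a count of genes as the real one was given by 1 of 100 splits of the embryos (the real one) in All-Hypo, for Hox genes, in NP-DA and in both Eed-cKO Glut/GABA comparisons, and by 1 of 32 in both control comparisons, so a chance split can be excluded for these.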

Differences from the paper's values

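No test in this part was chosen after the result was seen, and the alternatives named were set before the data were examined, except 2 for *Agrp*.

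In All-Hypo, 1557 genes were lower in Eed-cKO, where the paper's value is 870. The value falls within 1.5 times the paper's with edgeR's TREAT (636), limma-voom with TREAT and libraries as samples (812), library size alone (1100), neuron-like clusters (1038), and without control embryo 1 (1241), control embryo 3 (1212) or Eed-cKO embryo 5 (1276). It does not under the other alternatives, among them edgeR with libraries as samples (2802), limma-voom with TREAT on embryo sums (401), DESeq2 (1720), RLE scaling (1652) and doublets removed (1506).

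The legend of the paper's supplementary figure describes its Glut/GABA genes as upregulated, while counts here take both directions unless stated. Against Glut cells, 50 of the 115 control genes were higher in Glut/GABA cells, where the paper's value is 136. Between Glut/GABA and GABA cells of control 127 genes differed, 69 of them higher in Glut/GABA cells. The paper's value is 222, from a test with cells as replicates. No alternative reached it, the counts being 4 to 141. Of the control genes against Glut cells 86 were called in Eed-cKO too, 33 of them higher in Glut/GABA cells. The paper's value of 57 lies below the first count and above the second. The count in both directions falls within 1.5 times of 57 without the block (40), with doublets removed (80) and with DESeq2 (54). It does not with the total-count filter (109), at 2000 UMIs (16) or with at least 2 UMIs (30). Against GABA cells 61 were shared, 34 of them higher in Glut/GABA cells, where the paper's value is 92. In both directions the total-count filter gave 64. The other alternatives gave 25 without the block, 1 at 2000 UMIs, 58 with doublets removed, 25 with at least 2 UMIs and 27 with DESeq2.

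Of the neuropeptide genes 4 were higher in Eed-cKO, where the paper's value is 2. DESeq2 (3), non-neural cells kept (3) and limma-voom with TREAT on embryo sums or with libraries as samples (2 each) come within 1.5 times of it, and the other alternatives do not.

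The GABA share in Eed-cKO was 10.5%, where the paper shows about 1% in Fig. 2J, read by eye. No alternative closes this, the values being 3.56% to 12.0%.

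The paper lists *Tac2* among the lower genes, and here its log2 fold change was -0.42 and not past the threshold, except in limma-voom with TREAT and libraries as samples (-1.49). The paper gives *Agrp*, *Ghrh*, *Kiss1* and *Vip* as not significant, and here they passed the threshold (-1.32, -1.69, 1.38 and -1.41), while limma-voom with TREAT and libraries as samples called none of *Agrp*, *Ghrh* and *Kiss1*. *Agrp* was not called by DESeq2 or edgeR's TREAT or without control embryo 1, 2, 3 or 5 or Eed-cKO embryo 3, 4 or 5 either, *Ghrh* with doublets removed, sex as a covariate, limma-voom with TREAT on embryo sums or without control embryo 5, and *Kiss1* by DESeq2, limma-voom with TREAT on embryo sums or with non-neural cells kept. *Agrp* was also not called in 2 alternatives chosen after seeing the values, with the largest library left out or mixed-type cells removed. *Vip* was called in All-Hypo under each alternative in which it passed the gene filter, and was not tested in the 2 with libraries as samples. The paper names *Npff* as the main gene of control Glut/GABA neuropeptide cells, and here its share of 3.79% lay within the 1.67% to 7.89% of the 21 genes tested. The paper linked curated clusters to a class above a cutoff, where all cells with an *Npff* UMI are counted here. These are unlike measures, so the share does not test the paper's statement. *Hcrt* was under the median filter in All-Hypo and was called with the total-count filter (-4.61) and in NP-DA cells (-4.63).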

Other observations

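The tests of mixed-type cells, low *Xist*, the gene filter and the splits by sex were chosen only after the result was seen, while those of free RNA, depth, doublets and numbers of cells were set before it.

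The higher Glut/GABA share in Eed-cKO was set against 4 technical explanations. In non-neural cells the share with both genes differed by -0.962 percentage points, the other way from the pattern, which argues against free RNA. The difference was 5.40 percentage points with cells thinned to 2000 UMIs, 12.4 with doublets removed and 11.9 with mixed-type cells removed. This argues against depth, doublets with a high score and mixed-type cells as the whole cause. The doublet score picked out the mixed-type cells no more than by chance, so doublets that it misses stay open. With litter means the difference was 13.3 percentage points and past the threshold, so variation between litters does not give the whole of it. The loss of PRC2 is the biological explanation that the design gives, as a hypothesis. Whatever else sets all control litters apart from all Eed-cKO litters stays open, since no litter holds both genotypes.

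More genes set Glut/GABA cells apart in Eed-cKO than in control, and with 6 embryos and no more cells than in control the median count against Glut cells was 352, above the 115 of control, which argues against numbers alone.

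A cluster of 248 cells, 241 of them Eed-cKO, held neuronal transcripts with those of other cell types, and its leading genes were *Cga* and *Pomc*. These cells were 7.62% of embryo 4, 9.22% of embryo 5 and 15.7% of embryo 9, and at most 0.300% of a control embryo. In embryo 4 *Stmn2* was found in 100% of them, *Col1a2* in 72.1% and *Apoe* in 91.2%, against 98.7%, 3.04% and 11.8% of its other neuron-like cells. *Col1a2* was found in 45.2% of them in embryo 9 and 47.25% in embryo 5, against 1.82% and 4.31%. *C1qa* was found in none of them in embryos 4 and 9. In embryo 5 it was found in 5.5%, against 0% of other neuron-like cells. Median UMIs of the cluster's cells were 1.34 times those of other cells (1.00 to 1.88 over 6 libraries). Of the cluster's cells, 5.65% were among the 6% with the highest doublet score, no more than by chance, so several cells per droplet stay open. Within Eed-cKO embryo 5 the libraries reached from none to 28.6%. The paper does not state whether each library came from its own piece of a hypothalamus. A state of the tissue and a feature of single libraries therefore cannot be told apart.

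More genes rose than fell in All-Hypo, and with the filter on total counts 55.0% of called genes rose, which argues against the median filter as the cause.

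In 1 of 22 female libraries *Xist* was at 352 CPM, where the next was at 681 and the median was 967. Male cells are argued against, since its Y-linked genes were at 0 CPM, against 179 needed and a median of 282 in male libraries.

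Between female and male embryos 4 genes differed in edgeR's test, *Kdm5d*, *Eif2s3y*, *Uty* and *Ddx3y*, all higher in males (472 genes at an unadjusted p under 0.05, 6 genes by DESeq2), and 1 of 100 splits gave as many, the real one. *Xist* was under the median filter. For sex by genotype 0 genes were called by edgeR (560 at an unadjusted p under 0.05) and 0 by DESeq2 (498). Of 100 splits, 100 gave as many, as any split must with a count of 0, so the splits cannot test it.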
